# Epigenetic priming of immune/inflammatory pathways activation and abnormal activity of cell cycle pathway in a perinatal model of white matter injury

**DOI:** 10.1038/s41419-022-05483-4

**Published:** 2022-12-13

**Authors:** Anne-Laure Schang, Juliette Van Steenwinckel, Zoi S. Ioannidou, Julia Lipecki, Charlotte Rich-Griffin, Kate Woolley-Allen, Nigel Dyer, Tifenn Le Charpentier, Patrick Schäfer, Bobbi Fleiss, Sascha Ott, Délara Sabéran-Djoneidi, Valérie Mezger, Pierre Gressens

**Keywords:** Epigenetic memory, Molecular neuroscience, Developmental neurogenesis

## Abstract

Prenatal inflammatory insults accompany prematurity and provoke diffuse white matter injury (DWMI), which is associated with increased risk of neurodevelopmental pathologies, including autism spectrum disorders. DWMI results from maturation arrest of oligodendrocyte precursor cells (OPCs), a process that is poorly understood. Here, by using a validated mouse model of OPC maturation blockade, we provide the genome-wide ID card of the effects of neuroinflammation on OPCs that reveals the architecture of global cell fate issues underlining their maturation blockade. First, we find that, in OPCs, neuroinflammation takes advantage of a primed epigenomic landscape and induces abnormal overexpression of genes of the immune/inflammatory pathways: these genes strikingly exhibit accessible chromatin conformation in uninflamed OPCs, which correlates with their developmental, stage-dependent expression, along their normal maturation trajectory, as well as their abnormal upregulation upon neuroinflammation. Consistently, we observe the positioning on DNA of key transcription factors of the immune/inflammatory pathways (IRFs, NFkB), in both unstressed and inflamed OPCs. Second, we show that, in addition to the general perturbation of the myelination program, neuroinflammation counteracts the physiological downregulation of the cell cycle pathway in maturing OPCs. Neuroinflammation therefore perturbs cell identity in maturing OPCs, in a global manner. Moreover, based on our unraveling of the activity of genes of the immune/inflammatory pathways in prenatal uninflamed OPCs, the mere suppression of these proinflammatory mediators, as currently proposed in the field, may not be considered as a valid neurotherapeutic strategy.

## Introduction

Premature birth, i.e. birth before 37 of 40 completed weeks, occurs in 8–13% of all births worldwide and is the commonest cause of death and disability in children under 5 years of age [1]. Life-long morbidity is predominantly due to neurological damage, which includes an array of effects, collectively called “encephalopathy of prematurity” [2]. Almost 10% of infants born before 33 weeks develop cerebral palsy and approximately 35% have persistent cognitive and neuropsychiatric deficits, including autism spectrum disorders and attention deficit/hyperactivity disorder [3]. Although the most severe problems stem from extreme prematurity, even slight reductions in gestational length have significant adverse effects. One of the hallmarks of encephalopathy of prematurity is diffuse white matter injury (DWMI), which is considered a key target for neuroprotection and the prevention of long-lasting handicap. DWMI is due to oligodendrocyte maturation arrest, leading to hypomyelination and ultimately to defects in gray matter connectivity [1, 4, 5]. In that context, neuroinflammation is a leading cause of encephalopathy of prematurity, serving as a central mediator of oligodendrocyte maturation defects and hypomyelination [6, 7]. However, the delicately choreographed programs that control OPC maturation and their perturbation by neuroinflammation are not understood and remain to be enlightened.

To do so, we took advantage of a mouse model of DWMI that we previously validated and which recapitulates the induction by neuroinflammation of arrest in oligodendrocyte maturation, long-term hypomyelination, and cognitive deficits, as seen clinically [8–11]. Using purified populations of premyelinating OPCs and immature oligodendrocytes isolated from this animal model, based on their expressing the O4 cell surface marker, we have genome-widely and molecularly characterized the global cell fate issues that underlie OPC maturation blockade, in response to neuroinflammation. We showed that the transcriptomes of these O4+ cell populations are majorly disturbed by neuroinflammation. First, our analyses strikingly revealed that, in O4+ cells at postnatal day 5 (P5), the most significantly perturbed pathway corresponded to the immune system and inflammatory response and that these major transcriptional perturbations occurred without marked epigenomic alterations. Indeed, we found that neuroinflammation operated in an open epigenetic landscape on numerous genes of the innate immune/inflammatory pathway, which were already transcriptionally active in uninflamed P5 O4+ cells, and counteracted their programmed downregulation in P10 O4+ cell populations, by inducing abnormal and sustained overexpression. Consistently, we observe the positioning on DNA of key transcription factors of the immune/inflammatory pathways (IRFs, NFkB, etc.), in both unstressed and inflamed P5 O4+ cells. Importantly, we recapitulate our findings in an oligodendroglial cell line. Altogether, this indicates that neuroinflammation acts by taking advantage of a primed chromatin landscape in P5 O4+ cells to globally rewire, in a deleterious manner, the transcriptional outcome of gene of the immune/inflammatory pathway. Second, in P10 O4+ cell populations, the genome-wide impact of neuroinflammation was not only signed by the general alteration of the myelination program, as expected in our model, but also by the global induction of genes belonging to cell cycle pathway. We thus provide, through these genome-wide unbiased analyses, a global profiling of the impact of neuroinflammation, which acts on three major pathways—immune/inflammatory, cell cycle, and myelination—leading to an “in-between”-frozen cell fate that reflects and likely underlies the OPC maturation blockade.

Finally, the corollary of the unexpected and developmentally regulated expression of numerous inflammatory genes by P5 O4+ cells during their normal stage-dependent maturation has potentially important implications for therapeutic strategies: the blanket, pharmacological repression of the immune/inflammatory pathway in newborns is likely not a valid strategy.

## Results

### Validation of the maturation blockade in O4+-purified OPCs under neuroinflammation conditions

In our in vivo model of neuroinflammation, the common exposure of preterm-born infants to systemic and central inflammation (neuroinflammation) is mimicked by intraperitoneal (i.p.) administration of interleukin 1B (IL1B) from postnatal days 1–5 (P1–P5; (Fig. 1A)). Because in clinical conditions and diverse models of DWMI, males are more severely affected than females [7], many studies on oligodendrocyte precursor cells (OPCs) have been performed in male animals, and so has the present study. The developmental window (P1–P5) is equivalent to the high-risk window for encephalopathy of prematurity in infants, (23–32)-week gestational age. In our previous studies, we have demonstrated that oligodendrocyte maturation arrest is a hallmark of the neuropathy caused by neuroinflammation that is triggered by intraperitoneal IL1B administration [8–11].

**Fig. 1:**
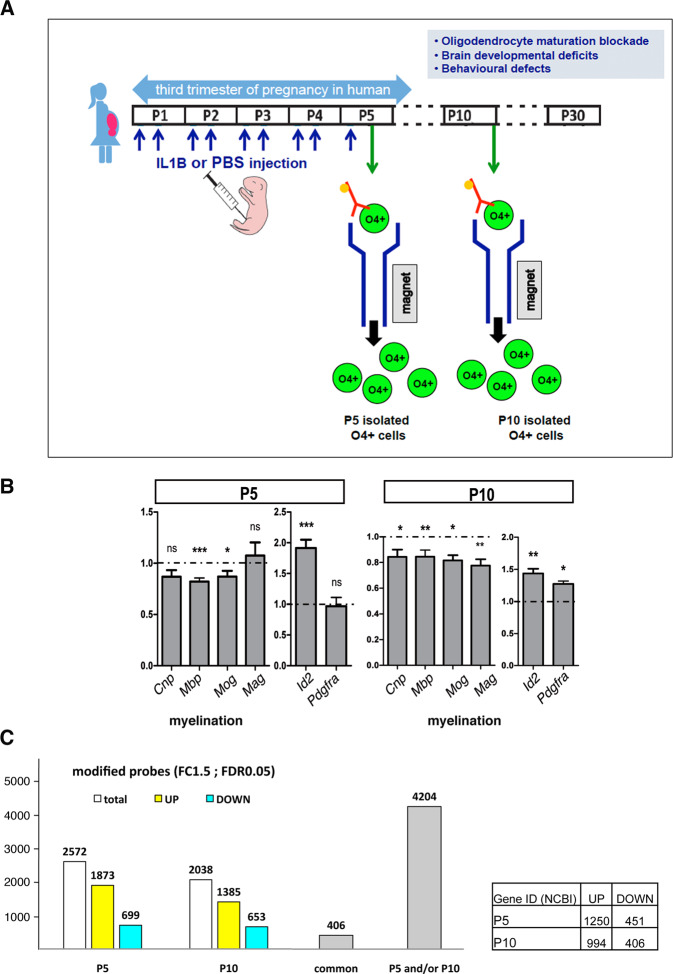
Experimental strategy and major transcriptomic impact of neuroinflammation on the immune/inflammatory pathway in O4+ cells. **A** We used a mouse model of encephalopathy of prematurity that we previously validated and in which we mimic the systemic and neuroinflammatory insults as undergone by human infants from approximately (23–32)-week gestational age equivalent. Neuroinflammation is induced *via* i.p. IL1B from postnatal days 1–5, and this leads to OPC maturation blockade, defective myelination, and behavioral anomalies as seen clinically [8]. O4+ cell populations (green circles) were respectively isolated from P5 and P10 pup cortices by MACS (see “Materials and methods”). **B** Quality-control validation of OPC maturation arrest in the model of perinatal neuroinflammation. RT-qPCR analysis of the expression of myelination and progenitor markers in O4+ cells showing that neuroinflammation, induced by IL1B peritoneal injections in pups, results in defects in the myelination gene expression program and inappropriate elevation of progenitor markers at P5 and P10. Myelin markers: *Mbp*, Myelin binding protein; *Mog*, Myelin oligodendrocyte glycoprotein; *Mag* Myelin-associated glycoprotein. *Plp1* proteolipid protein 1, a transmembrane, predominant component of myelin; *Cnp*, 2′,3′-Cyclic Nucleotide 3′ Phosphodiesterase, abundant protein in myelin in the central nervous system. Progenitor (OPC) markers: *Id2*, Inhibitor of differentiation 2; *Pdgfra*, Platelet Derived Growth Factor Receptor Alpha. Number of independent experiments at P5: *n* = 7 for *Cnp*, *Mag*, and *Pdgfra*; and *n* = 15 for *Mbp*, *Mog*, and *Id2*; at P10: *n* = 14 for *Mag* and *Mog*; and *n* = 19 for *Cnp*, *Pdgfra*; and *Mbp*, and *Id2*. ns not statistically significant; *p < 0.05; ***p < 0.001. **C** (Left) Graphical representation of the total number of probes dysregulated upon neuroinflammation induced by IL1B injections in O4+ cells at P5 and P10 (white; 2572 probes at P5 and 2038 probes at P10) including upregulated (yellow; 1873 probes at P5 and 1385 probes at P10) and downregulated (blue; 699 probes at P5 and 653 probes at P10) probes; gray bars: number of probes dysregulated at P5 and P10 (common), and dysregulated at least at one stage (P5 and/or P10). (Right) Number of upregulated (UP) and downregulated genes (DOWN), at P5 or P10.

Using magnetic-activated cell sorting (MACS), we isolated, from male cortices, in each condition, the premyelinating cell populations of the oligodendrocyte lineage at P5 and P10 that express the O4 cell surface antigen (Fig. 1A). These O4+ cell population contain late OPCs and very immature OLs (immOLs), with different proportions between P5 and P10. They were recently shown to be very sensitive to neuroinflammatory stimulus especially as compared with PDGFRα+/O4− cells [2, 12]. Of note, O4+ cells were directly isolated from pup cortices, and immediately and directly processed without culturing. We assessed, by RT-qPCR experiments, that this protocol of induction of neuroinflammation reproducibly and significantly increased the expression of *Id2*, a transcriptional inhibitor of oligodendrocyte differentiation, whereas it reduced that of myelination-associated genes (*Cnp*, *Mbp*, *Mog*, and *Mag*), as expected from our previous studies (Fig. 1B; [8]).

### Major transcriptomic impact of neuroinflammation on the immune/inflammatory pathway in O4+ OPCs

We first investigated the impact of neuroinflammation on the transcriptome of O4+ cells, using microarray analysis. We compared six independent samples of O4+ cells at P5 and O4+ cells at P10 from IL1B-exposed mice to six independent samples from PBS-treated (control) mice at each stage. 

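O4+ cells, which are late oligodendrocyte progenitors and immature oligodendrocytes, were isolated with magnetic beads from the cortices of male pups injected with IL1B, an inflammatory cytokine, or with PBS. The 24 O4+ samples mapped here comprise 6 PBS and 6 IL1B samples at P5 and the same numbers at P10, each from pooled cortices according to the paper. The sample labels name the strain Swiss, a dose of 10 ng/g and a collection 2 h after the last injection. The paper gives OF1, 10 µg/kg, which is the same dose, and a collection 4 h after the morning injection. The description of the P10 labels repeats P5, whereas their title, source name and stage give P10, which was used. Total RNA was labelled by the authors with Cy3 and hybridised to 1-color Agilent mouse arrays, 1 array per sample. The deposited files hold the Feature Extraction output of each array, with 59305 spots besides the controls, which belong to 55681 probes, 31385 of them with a gene identifier. The value used was the authors' background-subtracted intensity of each spot, which the software replaces with a small positive value where a spot does not exceed its background. From there, intensities were taken to log2, quantile-normalized over the 24 O4+ arrays and averaged over the spots of a probe, without spots marked as non-uniform. The share of probes well above background was 57.0% to 63.4% (median 60.9%) on the P5 PBS arrays and 61.5% to 66.4% (median 64.1%) on the P5 IL1B arrays. At P10 it was 57.9% to 60.7% (median 58.8%) with PBS and 60.0% to 63.8% (median 61.6%) with IL1B. The 75th percentile of the raw intensity had a median of 786 and 789 units in the PBS and IL1B groups at P5, and of 520 and 651 units at P10. The number of arrays limits the precision of every value. The P5 and P10 arrays share no slide and no scan day. At P5, 4 of the 6 PBS arrays lie on a slide with 1 IL1B array, and 4 of the 6 IL1B arrays lie on a slide without PBS O4+ arrays. The groups of one age were compared with limma, with Benjamini-Hochberg adjustment over the 55681 probes. A probe was called when its adjusted p was under 0.05 and the ratio of its group medians was over 1.5 either way. Fold changes are ratios of group medians, with a negative sign where the second group is lower, and log2 changes are differences of group means. The methods of the paper name an equal-variance test in place of limma's, and no filter on dim probes, and none was applied.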

We found that neuroinflammation mainly triggered the upregulation of gene expression in O4+ cells: 1250 genes (unique NCBI Gene ID) were upregulated versus 451 downregulated at P5, which corresponded to 1873 and 699 probes, respectively (FC ±1.5; FDR < 0.05; Fig. 1C; NCBI Gene Expression Omnibus; accession no: GEO GSE197563 and Table S1). Similarly, at P10, 994 genes were upregulated and 406 downregulated upon neuroinflammation, corresponding to 1,385 and 653 probes (FC ±1.5; FDR < 0.05; Fig. 1C; GEO GSE197563 and Table S1).

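At P5, 1906 probes were called higher and 827 lower in IL1B than in PBS O4+ cells (limma, 6 arrays against 6), so that 69.7% of the called probes were higher. They carry 1203 and 507 gene identifiers, and 489 of the higher and 247 of the lower probes carry none. On 1917 of the 2733 called probes every IL1B array lay on the same side of every PBS array. Chance gives this with a probability of 0.00216 for a single probe not chosen by its values. The called probes were chosen on these same arrays, which favors such a separation. With the fold threshold left out, the numbers moved most, to 3754 higher and 6437 lower, so that the larger number lay on the other side. With slide as a block, 1415 probes were higher and 392 lower. Among the 965 higher probes that were well above background on all 12 arrays and fully separated, S100a8 (118-fold), Lcn2 (114-fold), S100a9 (log2 change 5.98), Serpina3f (94.1-fold) and Serpina3g (63.0-fold) changed most. The log2 change was 6.20 for S100a8 (standard error 0.73, adjusted p = 0.000173 from limma) and 6.64 for Lcn2 (standard error 0.23, adjusted p = 7.96e-08 from limma). S100a8, S100a9 and Lcn2 belong to a list of 8 neutrophil and monocyte markers whose mean rose by 4.37 (log2) in these samples, although 3 of the 8 were above background on no PBS array. Among the 249 lower probes chosen the same way, Gja5 (-10.2-fold), Mogat2 (-7.36-fold), Syt15 (-6.44-fold), Sox18 (-4.94-fold) and Adh1 (-4.62-fold) changed most. Gja5 fell by 3.37 on the log2 scale (standard error 0.25, adjusted p = 8.04e-06 from limma).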

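At P10, 1386 probes with 916 gene identifiers were called higher and 791 with 470 identifiers lower in IL1B than in PBS O4+ cells (limma, 6 arrays against 6), and 63.7% of the called probes were higher. Without PBS replicate 2 the number of lower probes was 526. Scaling each array to its 75th percentile in place of quantile normalization gave 1535 higher and 2068 lower probes, with a median change over all probes of -0.19 (log2) against -0.02. With slide as a block, the numbers were 918 and 638. The probes called at both ages numbered 426, of which 336 were higher at both, 44 lower at both and 46 opposite. A call at 1 age alone does not show a difference between ages, so the responses were compared by an interaction term over the 24 arrays. It passed the adjusted threshold for 7321 probes, for 1261 of the 2307 called at P5 alone and for 1053 of the 1751 called at P10 alone. The largest rises at P10 were those of Cd74 (14.9-fold), Tgtp2 (13.5-fold), Il1b (6.65-fold), Itgax (5.98-fold) and H2-Q8 (5.70-fold), among 466 separated probes well above background on all 12 arrays. The log2 change of Cd74 was 3.76 (standard error 0.37, adjusted p = 0.000818 from limma). The largest falls, among 279 such probes, were those of Kcne4 (-4.84-fold), Tnni1 (-2.83-fold), Adamtsl4 (-2.68-fold), Opalin (-2.60-fold) and Rtkn2 (-2.57-fold). Kcne4 fell by 1.85 on the log2 scale (standard error 0.34, adjusted p = 0.00774 from limma).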

The profiles of transcriptomic disturbances induced by neuroinflammation displayed 4 main clusters of genes sharing the same profile dynamics within one given cluster (C1–C4; Fig. 2A, B). 

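Table S1 as used here holds 1735, 971, 900 and 592 entries for C1 to C4, and its gene names were matched to 1898, 1217, 1056 and 694 probes of the array. Names listed in more than 1 cluster (19) and names without a probe (85, 51, 67 and 27) were left out, and all probes of a matched name were taken. The clusters were drawn by the authors from these same arrays, so their changes are described here without a test. The median log2 change with IL1B at P5 was 0.99 ± 0.12 (SD, n = 6 IL1B arrays) in C1, -0.08 ± 0.04 in C2, -0.12 ± 0.07 in C3 and -0.82 ± 0.08 in C4. At P10 it was 0.32 ± 0.12 in C1, 0.68 ± 0.13 in C2, -0.64 ± 0.13 in C3 and 0.01 ± 0.08 in C4. All 6 IL1B arrays had the sign of the median in each case but C4 at P10, where 3 of 6 did. In C1, 96.0% of the probes were higher with IL1B at P5, and in C4 91.8% were lower. In C2, 93.9% were higher at P10, and in C3 93.8% were lower. The alternative background correction (normexp with an offset of 50) moved the C4 value at P5 most, to -0.28, and that of C1 to 0.61.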

First, the maximal contrast of intensity in disturbances in gene expression was observed between profiles at P5 after IL1B treatment and those at P10 after PBS injections, indicating that the expression levels of these genes were going in the opposite direction in response to neuroinflammation, compared to what happened along the normal developmental course (at least for clusters 1 to 3; Fig. 2A, B). 

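Each contrast was measured as the median, over the probes of a cluster, of the absolute log2 difference between 2 group medians. In C1 it was 1.77 between P5 IL1B and P10 PBS, and the next largest was 1.42 between P5 IL1B and P10 IL1B. In C3 it was 1.39 between P5 IL1B and P10 PBS and 1.23 between P5 PBS and P10 PBS. In C2 the largest contrast was 1.04 between P5 PBS and P10 PBS, and that between P5 IL1B and P10 PBS was 0.93. Over the 4171 probes of C1 to C3 together, P5 IL1B against P10 PBS gave 1.31 and P5 PBS against P10 PBS 0.90. In C4 the largest contrast was 0.82 between P5 PBS and P5 IL1B. The share of probes whose change with IL1B at P5 had the opposite sign to the change from P5 to P10 in PBS cells was 82.4% in C1, 34.3% in C2, 63.0% in C3 and 21.5% in C4. The P5 PBS arrays enter both changes, so that simulated values without any change gave 33.4%, 33.2%, 33.5% and 33.5%. These simulated values leave out the change with age as well. They do not give the shares without an effect of IL1B alone, and a share near them is not shown to be a chance level.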

Second, exposure to neuroinflammation from P1 to P5 resulted in expression levels at P10 (P10-IL1B) that were intermediate between those in P5-PBS and P10-PBS samples, reflecting that the transcriptomic changes that normally take place during the maturation process of OPCs were incomplete (at least for cluster 1–3; Fig. 2A, B), which was indicative of maturation blockade, as expected in our model (see also the more detailed analysis of cluster 2 and 3, below).

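The P10 IL1B median lay between the P5 PBS and P10 PBS medians for 63.1% of the C1 probes (1198), 81.8% of the C2 probes (996), 83.1% of the C3 probes (878) and 37.2% of the C4 probes. Simulated arrays without any effect of IL1B gave 45.5%, 49.1%, 48.5% and 44.1% on average, and at most 47.3%, 52.3%, 52.1% and 49.4% in 100 draws. When the P10 PBS arrays were themselves split into 3 and 3, the largest shares were 63.2%, 76.4%, 73.3% and 55.8% over the 20 splits, and the C1 share does not exceed its value. The median of P10 IL1B minus P5 PBS (log2) was -0.28 in C1, -0.34 in C2, 0.65 in C3 and -0.30 in C4. With only the names that have a single probe, the percent of cluster C1 probes with P10 IL1B between P5 PBS and P10 PBS was 68.3 and the percent of cluster C2 probes with P10 IL1B between P5 PBS and P10 PBS was 87.1. For C1 it was 66.7 with only probes above background, 59.2 with scaling to the 75th percentile and 59.6 with the deposited matrix values, and the splits into 3 and 3 were not repeated under these alternatives.

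**Figure D1:**
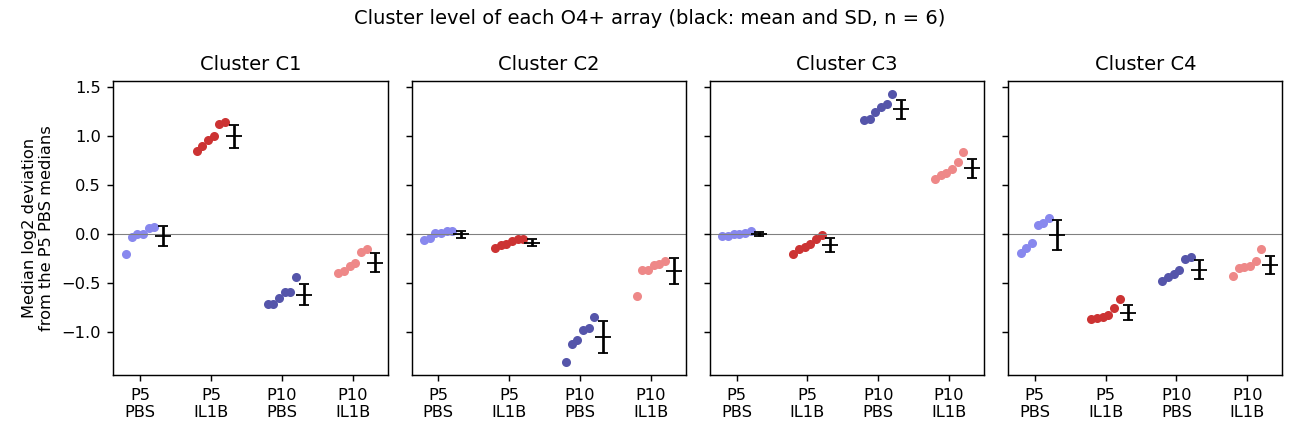
Median log2 deviation of the probes of clusters C1 to C4 from their P5 PBS medians, 1 point per O4+ array, with the mean and SD of each group of 6 in black. The P10 IL1B points of C2 and C3 lie between the P5 PBS and P10 PBS points.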

**Fig. 2:**
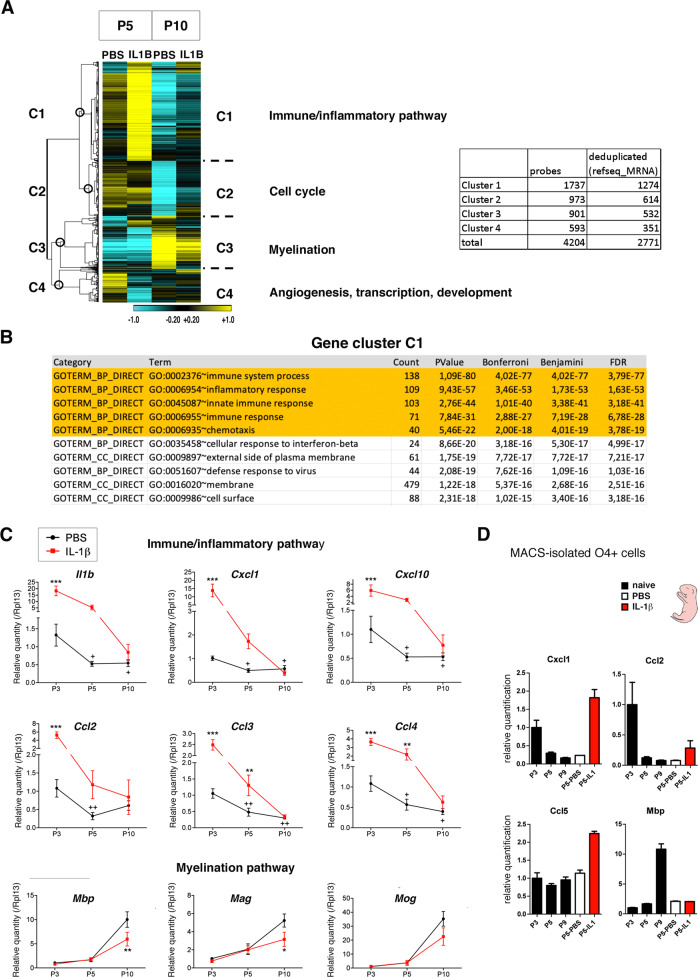
The overall physiological and dynamic expression of genes of the immune system and inflammatory response is perturbed by neuroinflammation (See also Table S1). Microarray analysis comparing gene expression in isolated O4+ cells from six independent control (PBS) and six independent neuroinflammation-exposed cortices (IL1B; see Fig. 1). **A** Major transcriptomic activation of the immune/inflammatory pathways in O4+ cells (cluster C1) by neuroinflammation, concomitant to alteration of cell cycle (cluster C2), myelination gene (cluster C3), and angiogenesis (Cluster C4) gene expression programs. (Left) Heat map of genes showing dynamic changes of expression between P5 and P10 in response to neuroinflammation. A fold-change (FC) threshold of ±1.5 was chosen, with FDR < 0.05. The heat map is centered around the median of the 6 values, with the color scale: log2 [−1.0; +1.0]. Transcriptomic analysis reveals 4 groups of genes with distinct expression profiles (clusters C1 to C4). Hierarchical clustering, rows, one minus Pearson correlation, linkage method: average. (Right) Total numbers of probes and corresponding genes belonging to clusters C1 to C4. **B** The top5 GO-terms of upregulated genes in P5 O4+ cells correspond to immune system and inflammatory response pathways. **C** Constitutive expression of genes encoding cytokines and chemokines at early stages of normal (unstressed) O4+ OPC maturation. RT-qPCR analyses in P3, P5, and P10 isolated O4+ cells. *N* = 5–6 independent experiments. Two-way ANOVA followed by Bonferroni - Post Hoc Test was performed: * and +*p* < 0.05; ** and, ++*p* < 0.01; ***p < 0.001. *, **, or ***, correspond to comparison between PBS and IL1 conditions for a given postnatal stage; + (or++), correspond to comparison between P5 (or P10) to P3. Myelination genes are plotted as a control of the effect of neuroinflammation on O4+ cells at P10. Note that in this set of experiments the downregulation of myelination genes by neuroinflammation was not observed at P5, a stage at which these genes only start to be expressed. **D** O4+ cells from naïve pups also constitutively express cytokine and chemokine genes. RT-qPCR experiments comparing O4+ cells from naïve (no injection), PBS-injected and IL1B-injected pups, at P3 to P9. PBS injection does not per se induce the expression of cytokines and chemokine genes, since the equivalent levels of transcripts are observed under PBS and naïve conditions, in contrast to what is observed upon IL1B treatment. O4+ cells from naïve mice: *n* = 6 at P3, *n* = 6 at P5, *n* = 6 at P9; O4+ cells from PBS-injected mice: *n* = 2 at P5; O4+ cells from IL1B-injected mice: *n* = 2 at P5. *Mbp* serves as a positive control of the myelination process that is expected to occur in P9 in control conditions.

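From P5 to P10, PBS O4+ cells had 4368 probes called higher and 4994 lower (limma, 6 arrays against 6), with 2245 and 3111 gene identifiers. Each slide and each scan day holds arrays of 1 age only, so age and slide cannot be separated beyond a fit with slide as a random block, which gave 3475 higher and 3711 lower. Which direction had more probes depends on the processing: scaling to the 75th percentile gave 5725 higher and 4599 lower, the deposited matrix values 5747 and 4578, and leaving out the fold threshold 9684 and 9261. In C1, the first of the authors' 4 clusters, the median change was -0.62 (log2) ± 0.10 (SD, n = 6 P10 arrays), and 83.4% of the 1898 probes were lower at P10. Of these probes, 892 (47.0%) were called lower and 6 higher. In the same arrays the mean of 15 microglia markers was 13.45 at P5 and 12.42 at P10, a change of -1.03 (exact permutation test, two-sided, p = 0.00216, the smallest that 6 arrays against 6 allow).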

Gene cluster C1 corresponded to genes that were mostly downregulated along the physiological (unstressed) OPC maturation process between P5 and P10 (compare the PBS columns at P5 and P10 in Fig. 2A). 

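Of the 1898 probes matched to C1, 1527 (80.5%) were called higher with IL1B at P5. The list of genes behind the 5 strongest terms, from Table S2, was held here with 252 of the 262 names the paper counts. With 1 probe per gene, 233 of the 252 were called higher at P5 by limma over all probes (234 by the p adjusted over the list alone). The list was picked from these arrays, so the second count is not independent evidence. The median log2 change of the 252 genes was 1.33. Of these genes, 213 were well above background on all 6 P5 PBS arrays and 19 on none.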

In response to neuroinflammation, the vast majority of cluster C1 genes represented those which were the most strongly upregulated at P5 (220 on 262 genes; Fig. 2A). These genes were still active, but in a milder manner at P10 (Fig. 2A). 

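At P10, 362 of the C1 probes (19.1%) were called higher with IL1B and 1 lower, and 84 of the 252 genes behind the top terms were called higher and 1 lower. The median log2 change of the 252 genes was 0.52. The P5 change exceeded the P10 change for 221 of the 252 genes and for 87.1% of the C1 probes. By limma's interaction term, the response was smaller at P10 for 136 of the 252 genes and larger for 2.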

Strikingly, our GO analysis of the C1 genes pinpointed out the immune system and inflammatory response in the top 5 most statistically significant pathways (DAVID 6.8; Fig. 2B; Table S2). We then analyzed: (1) the physiological expression of genes belonging to C1 in control P5 O4+ cells; (2) their upregulation in response to neuroinflammation.

### OPCs intrinsically and developmentally produce cytokines and chemokines in normal conditions

Because, it was unexpected to find genes of the immune/inflammatory pathways intrinsically expressed under uninflamed control conditions, we monitored the dynamics of their expression in MACS-isolated O4+ cells from pups at P3, P5, and P10, by RT-qPCR, to find out whether these genes presented dynamic expression profiles along the OPC maturation trajectory. Indeed, we detected cytokine and chemokine mRNA in O4+ cells in control conditions (Fig. 2C, black curves). We found that cytokine and chemokine mRNA levels were highest at P3 and, then, significantly decreased, in a stage-dependent manner along the maturation process, between P3 and P10 (Fig. 2C). These results were in line with what we observed in our microarray analyses (compare P5-PBS to P10-PBS for C1, Fig. 2A). 

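Of the 252 C1 genes behind the top terms, 149 were called lower and 1 higher at P10 than at P5 in PBS O4+ cells, with a median log2 change of -0.81. Cxcl1 had a fold change of -19.1 with age and Ccl2 of -4.06. Signal at P5 was well above background on all 6 PBS arrays for both, at 9.68 ± 0.37 (log2, SD, n = 6) for Cxcl1 and 11.99 ± 0.44 for Ccl2. The difference from PBS CD11B+ cells at P5 was -4.08 (log2) for Cxcl1 and -3.95 for Ccl2.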

To exclude that our control conditions (PBS i.p.) could, per se, constitute a stress, which would be responsible for induced expression of cytokine and chemokine genes, we compared MACS-isolated O4+ cells from naïve (non-injected) and PBS-injected pups at P5, in RT-qPCR experiments. We observed similar levels of cytokine and chemokine mRNAs in naïve pups, compared to PBS-treated ones (Fig. 2D). This shows that PBS intraperitoneal injections are not responsible per se for the constitutive cytokine and chemokine mRNA levels physiologically observed at P5.

To further address the possibility that OPCs were intrinsically able to synthesize cytokine and chemokine mRNAs, we performed two data mining studies. First, we examined RNA-Seq data in glial and neuronal populations from mouse cortices [13], which included maturing OPCs/OLs at P17. These populations were independently purified using two different protocols to ensure that they did not affect gene expression differently. We found that OPCs, newly formed OLs, and mature OLs constitutively expressed genes of the immune/inflammatory pathways (Fig. 3A) that belonged to gene cluster C1 as described in Fig. 2A. Moreover, we found that the levels of these transcripts were higher in OPCs than in newly formed OLs or matured OL (Fig. 3A), which corroborated our findings that genes of the immune/inflammatory pathways are downregulated along the OPC maturation process (Fig. 2C, D). Second, we analyzed published single-cell transcriptomic data from whole neocortices of control mouse pups at P7 [14]. Among the 19 clusters of cell populations identified (Fig. 3B and Fig. S1A), we identified cell cluster 10 as containing OPCs/immOLs, on the basis of *Olig2* and *Pdgfra* expression (Fig. 3B and Table S3). We found that genes belonging to the top5 GO-terms immune-inflammatory pathways of gene cluster C1 (Fig. 2B), were expressed at high levels in this cluster 10 corresponding to OPCs/ImmOLs (Fig. 3C, D). This was striking because we expected that many genes of the immune/inflammatory pathways would be downregulated at P7 (compare PBS samples at P5 and P10 in the C1 gene group in Fig. 2A, C), and, actually, we found that the expression of some of these cytokines and chemokines was very low at P7 in this OPC/ImmOL-like cell population (Fig. S1B). Nevertheless, our analyses demonstrate that the *Pdgfra+/Olig2+* cell cluster 10 can intrinsically express other genes of the innate immune/inflammatory pathways, indicating that this pathway is active in OPCs/immOLs (Fig. 3C, D, Fig. S1C, D, and Table S3). Of note, in the study by Jin et al., cell populations were neither purified nor enriched, but analyzed from whole cortices ([14] see “Discussion”).

**Fig. 3:**
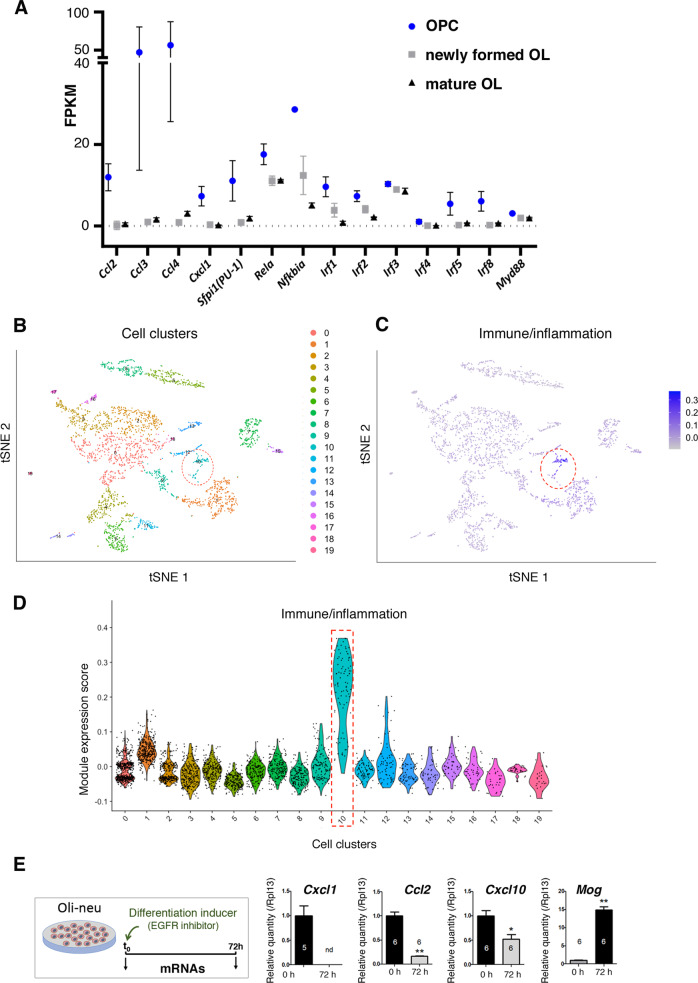
Data mining analyses of the expression of genes of the immune/inflammatory pathways by RNA-Seq in isolated oligodendroglia populations and single-cell RNA-Seq from whole mouse cortices and cytokine and chemokine gene expression in the oligodendroglial cell line Oli-neu (See Fig. S1). **A** Expression of genes of the immune/inflammatory pathways, in OPCs, newly formed oligodendrocytes (OLs) and mature OLs. (RNA-Seq dataset from [13]). These cell populations were purified using transgenic mice carrying immunofluorescent reporter of and depletion of other cells types. Their transcriptome was analyzed by RNA-Seq at P17. Here, the genes investigated belong to gene cluster 1 identified in O4+ cells (Fig. 2A) and include cytokines and chemokines and transcription factors of the immune/inflammatory pathways. FPKM: Fragments Per Kilobase Million. **B** t-distributed stochastic neighbor embedding (t-SNE) plot of twenty major cell populations identified in the control sample (P7 cortical tissues) single-cell RNA-Seq dataset by Jin et al. [14]. Each dot represents a single cell. Clustering was done using Seurat4. Cluster 10 corresponds to Pdgfra+*/*Olig2+ cells, and therefore to OPCs, and is indicated by the red dotted circle. **C** Genes, which belong to the TOP5 GO-terms of the gene cluster C1, show the highest expression in the *Pdgfra*+***/****Olig2*+ cells that correspond to cluster 10. Feature plot showing the distribution of module scores as calculated by Seurat’s AddModuleScore function. Names of the corresponding genes (see also Table S3): *Hif1a, Pdgfra, Cxcl5, Hmgb1, Il17d, Il7, Tnfaip6, Traf6, Acp6, Adam9, Agtr1a, Ampd3, Ankrd17, Arhgap35, Atm, Bves, C2cd4a, Calcrl, Cd1d2, Cd3d, Chd2, Chd7, Chrna4, Cited1, Clock, Cnot4, Cr2, Cyld, Dennd1b, Dock10, Duoxa2, Eif2ak1, Ercc1, Ercc2, Etv4, Fbxo7, Flt3l, Gdnf, Gpr171, Itgav, Klre1, Ldlr, Lrp1, Lrtm2, Masp2, Med23, Ncor1, Nhej1, Nkx2-1, Oas3, Orai1, Pde4b, Pou1f1, Pou4f1, Prkcq, Prrc2c, Ptpre, Ptprz1, Raf1, Rgcc, Rrs1, Rtkn2, Ryk, Sema3d, Sox6, Src, Srp54b, Susd4, Tet2, Tmem176b, Trim11, Trim62, Trpv4, Tspan6, Ufl1, Unc5c, Vav3, Zcchc3, Itgb8, Ddx17, Ep300, Ccdc134, Ifitm7, Masp1, Il1rap, Sema5b, Dscam, Dll1, H2-T3, Tnfsf9, Gpr17, Dcc, Socs6, Rbm14, Ppp1r14b, Zfp950*. Cluster 10 is indicated by the red dotted circle. **D** Violin plot showing the distribution of the module expression score for the same gene set as (**C**), in each cell cluster shown in (**B**). Cluster 10 corresponds to *Pdgfra+/Olig2+* cells, and therefore to OPCs exhibits, the highest gene expression levels. **E** The oligodendroglial cell line Oli-neu recapitulates the constitutive expression of cytokine and chemokine genes at the immature state as well as its downregulation upon differentiation (see also Fig. S1E). (Left panel) Differentiation protocol of the Oli-neu cell line triggered by PD174265, a potent, cell-permeable inhibitor of the tyrosine kinase activity of the epidermal growth factor receptor (EGFR; [56]; see “Materials and methods”). (Right panel) RT-qPCR analyses in the Oli-neu cell line before or after 72 h of differentiation. This in vitro paradigm displays the same pattern as O4+ cells, in terms of constitutive expression of genes encoding inflammatory mediators at the immature (undifferentiated) state and its decrease when maturating to myelin-producing oligodendrocytes. Numbers of independent experiments are indicated on the graph bars. *p < 0.05; **p < 0.01. nd not detected.

Importantly, we could recapitulate the constitutive expression of cytokine and chemokine genes observed in P5 O4+ cells in a murine oligodendroglial cell line, Oli-neu, under normal conditions (Fig. 3E). Moreover, using two distinct protocols of differentiation, we showed that this constitutive expression was decreased upon Oli-neu differentiation, in a manner similar to what was observed during the maturation trajectory of O4+ cells (Fig. 3E and Fig. S1E).

Altogether, our results reinforce the fact that the synthesis of molecules of the immune/inflammatory pathways in O4+ cells is neither due to contamination by other cell types during their purification, nor to the stress potentially inflicted by the cell purification protocol or by i.p.injection, but represents an intrinsic property of OPC/immOLs. Altogether, these data demonstrate that uninflamed P5 O4+ cells intrinsically transcribe cytokine and chemokine genes at an early OPC stage (P3), and that the expression of these genes is gradually downregulated during their maturation process between P3 and P10, in a physiological and developmental manner.

### OPCs intrinsically induce cytokines and chemokines in response to neuroinflammation

We then focused on the induction of genes belonging to the C1 gene cluster by neuroinflammation (Fig. 2A). Using RT-qPCR, we confirmed the induction of genes encoding known mediators of the immune/inflammatory pathways by neuroinflammation in O4+ OPCs at P5 (in independent samples, with regard to those analyzed using microarrays): cytokines, chemokines, interleukins, and their receptors (Fig. 4A). Using Luminex protein detection, we also detected increase in corresponding proteins in the medium of in vitro (not MACSed) cultivated OPCs submitted to IL1B exposure (see Materials and Methods; Fig. 4B), in line with our previously observations [12]. We also demonstrated by RT-qPCR experiments that neuroinflammation, by markedly inducing the upregulation of genes of the innate immune/inflammatory pathways at P3 and P5, counteracted the physiological downregulation of these genes that should physiologically take place at P5 (Fig. 2C). Importantly, we recapitulated these findings in the oligodendroglial precursor cell line, Oli-neu, by demonstrating that the Oli-neu cell line had the intrinsic ability to upregulate genes of the immune/inflammatory pathways in response to a proinflammatory stimulus, TNF alpha (Fig. 4C).

**Fig. 4:**
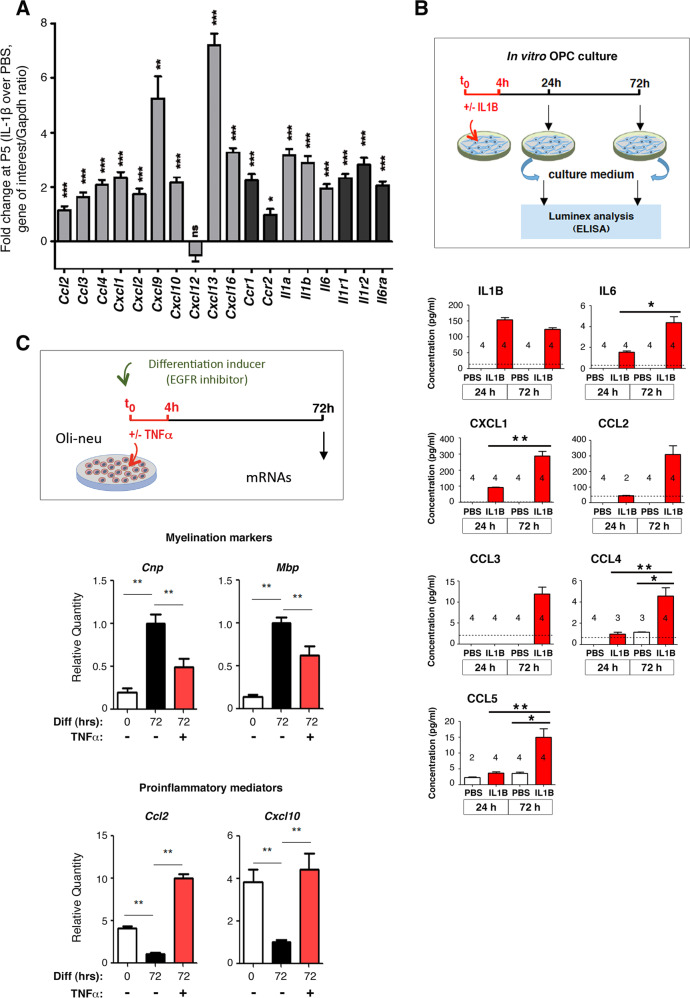
O4+ cells intrinsically synthesize molecules of the Immune/inflammatory pathways in response to neuroinflammation (See Fig. S2). **A** Validation of the induction of gene expression for members of the GO-term “immune system and inflammatory response pathways” by neuroinflammation, in O4+ cells at P5, using RT-qPCR. Number of independent experiments: n = 8 for all genes, except for *Cxcl9*, *Cxcl10*, and *Il1r1* (*n* = 7). *p < 0.05; **p < 0.01; ***p < 0.001. Gray bars: ligands; black bars: receptors. **B** In vitro cultured OPCs intrinsically secrete mediators of the immune and inflammatory pathways in response to inflammatory stimulus. (Upper panel) Experimental design for ex vivo OPC culture, inflammatory exposure (IL1B), and differentiation (see Material and Methods). (Lower panels) Protein detection and quantification (pG/mL) of the expression of interleukins (IL1B, IL6), cytokine C-C Motif Chemokine Ligand 2, 4, and 5 (CCL2, CCL3, CCL4, and CCL5) and chemokine C-X-C Motif Chemokine Ligand 2 (CXCL2) by Luminex. CTR, PBS exposure; IL1B, IL1B exposure. The dotted line represents the limit of detection for individual proteins in the assay. The numbers of independent experiments performed for each plot are indicated on each plot. *p < 0.05; **p < 0.01; ***p < 0.001. **C** Upregulation of genes of the immune/inflammatory pathways, in the oligodendroglial cell line, Oli-neu, and downregulation of the myelination program, upon inflammatory stimulus. Treatment of the Oli-neu cell line by TFN-alpha reproduces the disturbances in gene expression that we observed in isolated O4+ cells upon in vivo neuroinflammation. (Upper panel) Experimental design. (Lower panels) RT-qPCR analyses for myelinations markers and proinflammatory mediator genes *Cnp* and *Mbp*, and *Ccl2 and Cxcl10*, respectively. *n* = 6 independent experiments. Nonparametric *t*-tests; **p < 0.01. Time 0: undifferentiated cells.

The fact that the oligodendroglial cell line Oli-neu recapitulated the neuroinflammation-induced expression of immune/inflammatory pathways of the C1 cluster was strongly indicative that what we observed in inflamed O4+ cells at P5 was not due to contamination by other cell types. Notably, this hypothesis was also ruled out by a panel of diverse approaches, by which we evaluated the purity of the O4+ cell populations. 

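Markers of other cell types were read from the O4+ arrays, with 1 probe per gene and the mean log2 signal of a list as its score. The microglia list held 15 genes, among them Csf1r, C1qa, Cx3cr1, P2ry12, Tmem119 and Aif1. All 15 were well above background on all 6 P5 PBS O4+ arrays, with a mean signal between the percentiles 88.6 and 99.2 of all probes. For 14 of them the signal was lower than in PBS CD11B+ cells, with a difference of -3.26 (log2) for Tmem119, -3.03 for P2ry12 and -2.52 for Cx3cr1. The exception was Itgam, whose probe of highest signal was higher in O4+ cells by 2.00, unlike its other probes. The microglia score was 13.45 ± 0.23 (SD, n = 6) in PBS and 14.62 ± 0.13 in IL1B O4+ cells at P5 (exact permutation test, two-sided, p = 0.00216, adjusted over 44 tests 0.00866). All 6 IL1B arrays exceeded all PBS arrays, and 13 of the 15 genes were called higher. Aif1 rose by 1.49 (standard error 0.11, adjusted p = 8.04e-06 from limma) and C1qa by 1.64 (standard error 0.12, adjusted p = 7.24e-06 from limma). At P10 the score was 12.42 ± 0.27 with PBS and 12.90 ± 0.26 with IL1B (exact p = 0.0173, adjusted 0.0363). Scaling to the 75th percentile moved this P10 difference most, from 0.48 to 0.34 (exact p = 0.0606). In CD11B+ cells themselves the score changed by -0.03 at P5 (exact p = 0.294) and by -0.06 at P10 (exact p = 0.0541). The 6 astrocyte markers were also well above background on all 6 P5 PBS O4+ arrays, between the percentiles 61.7 and 92.2, the latter for Slc1a3. Their score was 9.53 ± 0.32 with PBS and 9.63 ± 0.67 with IL1B at P5 (exact p = 0.753), and 9.35 ± 0.15 and 9.87 ± 0.17 at P10 (exact p = 0.00216).

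**Figure D2:**
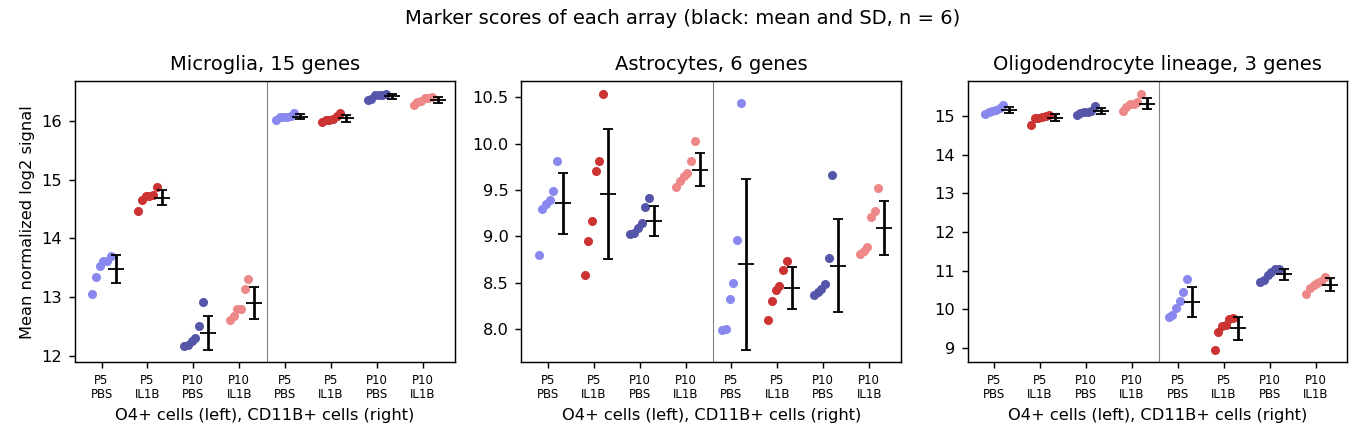
Mean normalized log2 signal of 15 microglia, 6 astrocyte and 3 oligodendrocyte lineage markers, 1 point per array, for O4+ cells on the left and CD11B+ cells on the right of each panel, with all 48 arrays normalized together. Microglia markers are lower in O4+ than in CD11B+ cells and, at P5, higher in IL1B than in PBS O4+ samples.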

Globally, we showed that specific markers of microglia and astrocytes are unexpressed in the isolated O4+ cell population. 

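Microglia were isolated with CD11B antibodies from the cortices that gave the O4+ cells, and 24 CD11B+ samples were mapped, 6 PBS and 6 IL1B at each of P5 and P10. The legends of the paper give fewer microglia samples for some panels, and all 24 were used. RNA of each was hybridised by the authors to 1 array of the same design and read with the same software. Between 54.1% and 63.1% of the probes were well above background, with medians of 58.6% and 59.4% in the PBS and IL1B groups at P5 and 57.9% and 56.6% at P10. The 75th percentile of the raw intensity had medians of 533, 484, 526 and 498 units in the same order. The intensities were quantile-normalized over the 24 CD11B+ arrays within this cell type, and over all 48 arrays where the cell types were compared. At P5, 2256 probes were called higher and 2917 lower with IL1B in CD11B+ cells (limma), with 1321 and 1992 gene identifiers. The largest rises were those of Serpina3g (170-fold), Lrg1 (90.7-fold), Saa3 (69.3-fold), Serpina3f (66.3-fold) and Upp1 (60.3-fold), and the largest falls those of Lgi2 (-17.1-fold), Gja5 (-9.09-fold), Mrc2 (-8.43-fold), Adamts16 (-7.47-fold) and Sox18 (-7.23-fold). At P10, 606 were called higher and 604 lower. The numbers were 212 and 200 without PBS replicate 2 and 1415 and 1323 without PBS replicate 6. At P10, 4 of the 6 PBS arrays lie on a slide without IL1B CD11B+ arrays, and with slide as a block limma called 0 higher and 2 lower, against 5963 and 6813 probes at an unadjusted p under 0.05 without the block. Which direction had more probes at P5 depends on the processing. Scaling to the 75th percentile gave 2835 higher and 2362 lower at P5, and the deposited matrix values 1987 and 3363. With slide as a block at P5, 1306 were higher and 976 lower. Without the block, H2-Ab1 (4.01-fold), Cd69 (3.91-fold), Niacr1 (3.51-fold), Clec7a (3.41-fold) and Tnfaip2 (3.32-fold) rose most at P10, and Cldn11 (-3.84-fold), Mal (-3.76-fold), Tspan2 (-3.57-fold), Prkcq (-2.97-fold) and Fa2h (-2.92-fold) fell most.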

Using either transcriptomic microarray data from CD11B+ microglial cells, obtained from the same animals as the O4+ cell populations of this study, or RT-qPCR, we demonstrated that the upregulation of cytokine and chemokine transcripts of the C1 gene cluster was greater in P5 O4+ cells than in microglia or astrocytes (Fig. 4A, Fig. S2; for detailed description of our data, please see Supplemental information related to Fig. S2).

Together with the recapitulation of our data in the oligodendroglial Oli-neu cell line, which cannot be contaminated by other glial or microglial cell types, our results strongly support the notion that the neuroinflammation-induced upregulation of genes of the immune/inflammatory pathways is an intrinsic property of O4+ cells in the developing cortex at P5.

### Primed chromatin landscape in the C1 genes of the immune/inflammatory pathways shapes the neuroinflammatory response in O4+ OPCs

The fact that the major transcriptomic perturbation triggered by neuroinflammation impacts the immune/inflammatory pathways in O4+ cells at P5 is striking. So is the tight control of the developmental regulation of these genes as an intrinsic component of oligodendrocyte maturation between the late OPCs and immOLs. Our results suggest that the constitutive property of O4+ OPCs to synthesize cytokines and chemokines in a stage-specific manner during their maturation process might constitute an entry point for the impact of neuroinflammation in maturating O4+ cells.

This prompted us to investigate the chromatin landscape of the 1,250 upregulated genes (called “UP”; identified by using NCBI gene ID) and of the 451 downregulated genes (“DOWN”) upon neuroinflammation, respectively. For this, we investigated the impact of neuroinflammation on the integrity of the chromatin landscape in O4+ cells using ATAC-Seq at P5 ([15]; *Assay for Transposase-Accessible Chromatin with high-throughput sequencing*). Using the bioinformatics workflow described in Fig. S3A, including the MACS2 and EdgeR software tools ([16, 17] see “Material and methods”), we obtained an average of 72 million Tn5 transposase-integrated mapped reads per sample, representing a total of 213,246 statistically significant peaks (MACS2; FDR < 0.05; Tables S4, S5; Dataset SRA PRJNA540409). The number of reads, which reflects chromatin accessibility, was determined for each sample in the 213,246 peaks. Analysis of the insert size distributions showed the expected nucleosome-induced pattern and 10.4 bp periodicity with good consistency across samples, an indication of high data quality (Fig. S3B; [18]).

We then explored the ATAC-Seq peaks that were associated to the UP and DOWN genes, based on proximity to their transcription start site (TSS), to maximize the chance of attributing peaks to relevant genes: we reasoned that, peaks corresponding to opening or closing of the chromatin and lying within ±8 kb around a TSS (corresponding to 43,209 ATAC-seq peaks) were most likely to contribute to the regulation of the expression of the corresponding neighboring gene. Using the EdgeR MDS function, we performed multidimensional scaling plot of distances between the 3 PBS samples and the 3 IL1B samples and observed that principal BCV (Biological Coefficient of Variation) distance 1 separated samples from control and neuroinflammation-exposed O4+ cells (Fig. 5A). We found that the 1250 UP genes (Fig. 1C) were associated with 2466 peaks located within ±8 kb around a TSS—peaks, which corresponded to 950 different unique gene names (annotation tool *NCBI gene ID*; Table S6). Among the peaks present in ±8 kb around the TSS, we identified 27 regions that were either open or closed at P5, in a statistically relevant manner in response to neuroinflammation (22 and 5 peaks, respectively; FDR < 0.05; Fig. 5B; Fig. S3C; Table S7). In contrast, the 451 DOWN genes that were with associated with 1040 peaks corresponding to 377 different genes names, did not display differential chromatin accessibility in response to neuroinflammation.

**Fig. 5:**
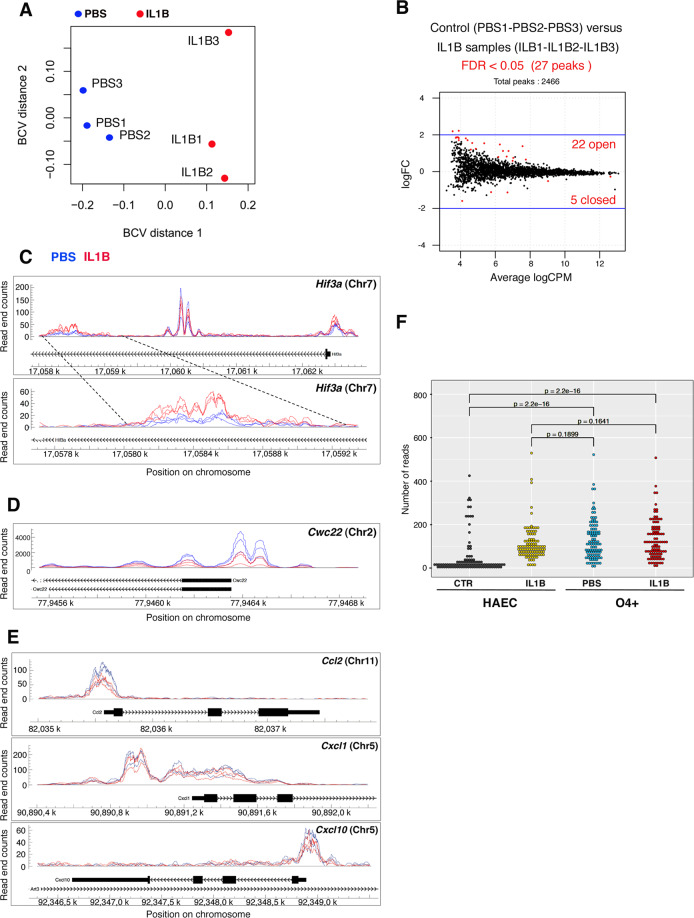
Pre-existing, primed, open chromatin landscape in P5 O4+ cells, in physiological conditions (see Figs. S3, S4; see Table S5). Analysis of regions lying within ±8 kb, around the TSS of genes of the immune/inflammatory pathways (gene cluster C1) that are upregulated in O4+ cells at P5, in response to neuroinflammation. **A** Multidimensional Scaling plot of distances between the 3 PBS samples and the 3 IL1B samples, of the ATAC-seq peaks associated to UP genes, using EdgeR. Distances between samples correspond to biological coefficient of variation (BCV), that represents the biological variation between neuroinflammation-exposed brains and control brains. IL1B samples are only poorly separated from PBS samples, indicating that the chromatin accessibility is mainly unchanged by neuroinflammation in the genes of the immune/inflammatory pathways in O4+ cells. **B** Scatter plot representing the dispersion (fold change) of peaks in relation to the number of tn5 cut*s* per million (logCPM), for each individual analyzed peak located ±8 kb around the TSS of UP genes after neuroinflammation, across the 3 PBS samples and 3 IL1B samples. The 27 peaks showing significant differences between IL1B and PBS conditions are indicated in red, with 22 peaks corresponding to increased (“open”) and 5 peaks to decreased (“closed”) chromatin accessibility, with FDR < 0.05, respectively. **C** Examples of peaks showing increased or unmodified chromatin accessibility: (Upper panel) the peaks located at the most downstream position in the *Hif3a gene* (*Hypoxia-inducible factor 3 alpha subunit*) show increased chromatin accessibility in neuroinflammation context. (Lower panel) Magnification of this region. In contrast, peaks located in the middle of the *Hif3a* gene show no significant changes in chromatin accessibility (see the upper panel). **D** Example of peak showing reduced chromatin accessibility: peaks within the *Cwc22* gene (encoding the spliceosome-associated protein 22). **E** Examples of peaks in genes encoding cytokines and chemokines, showing no statistically relevant modification of chromatin accessibility. **F** Cross-species comparison confirms global similarities in the chromatin landscapes of HAEC and unstressed O4+ cell datasets. (See Table S8) Comparison of 100 peaks which were found to be differential in the HAEC (public) dataset upon IL1B treatment, among all (7739) matched peaks between human (HAEC) and mouse (O4+ cell) datasets. Reads were normalized for each set of peaks against the total number of reads present in all matched peaks and converted into reads per million. Distributions were compared using a one-sample Wilcoxon rank test.

Among the 27 regions associated with differential opening and closing of chromatin conformation, 19 were involved in the immune system and inflammatory response pathways: *Cd14, Chst2, Cwc22* (illustrated in Fig. 5D), *Hmha1, Ifit3, March1, Mcoln2, Mpeg1, Nckap1l, Phyhd1, Pu.1-Sp1, Rrbp1, Slamf1, Slfn2, Slc15a3, Tlr1, Tnfsf14, Tnfrsf12a, Trim30d* (in red in Table S7). Interestingly, *Hif3a*, a gene identified in models of inflammation (see discussion), was also present in the list (illustrated in Fig. 5C, D) for illustration of peaks showing differentially open and closed peaks for *Hif3a* and *Cwc22*, respectively. This means that the most prominent pathways concerned by changes in chromatin accessibility is represented by the immune system/inflammatory response pathways. Nevertheless, among the 262 genes of this C1 gene cluster, the vast majority of them exhibit no changes in chromatin accessibility (almost 90%).

We verified that these results were not due to contamination with microglia. We first investigated the chromatin status of cytokine and chemokine genes in our MACS O4+ OPC population, compared to microglia. The corresponding microglia-specific genes displayed inaccessible chromatin conformation in O4+ cells, in contrast to that of chromatin regions of OPC-specific genes (please see Fig. S4A, B, as well as detailed description of the analyses in Supplementary information related to Fig. S4A, B). We thus concluded that contamination of MACS-isolated O4+ cells by microglia, if any, is only very minor in this study, as it is undetectable in our ATAC-Seq experiments. Therefore, such contamination cannot account for the open chromatin status detected in cytokine or chemokine genes in the MACS-isolated O4+ cell populations. This is also coherent with the differential behaviors in gene expression of the genes of immune/inflammatory pathways belonging to gene cluster C1 that we found between microglia and O4+ cells, in our transcriptomic analyses (Fig. S2B, C).

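The response to IL1B at P5 was compared between the cell types by limma's interaction term over 24 arrays, the 12 of O4+ cells and the 12 of CD11B+ cells. It passed the adjusted threshold for 5962 of the 55681 probes, of which 3849 had the more positive change in O4+ cells. With slide as a block the number was 2245. Among the genes behind the top C1 terms, 124 were called higher and 2 lower in CD11B+ cells at P5, and 48 higher and 3 lower at P10. The PBS level of these genes at P5 was lower in O4+ than in CD11B+ cells for 230 of 252 and higher for 8, with a median difference of -3.30 (log2). For the open chromatin, the paper excludes contamination by microglia on the basis of inaccessible chromatin at microglia-specific genes. It adds that the different behavior of these genes in the 2 cell types is coherent with this. In its supplement it also reasons from that behavior that contamination cannot explain their rise with IL1B.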

To further challenge our assumption that, in O4+ cells at P5, the chromatin of neuroinflammation-induced C1 genes constitutively exhibited open conformation prior to IL1B treatment, we formulated and performed an additional analysis, taking advantage of an existing public ATAC-seq dataset from a similar control versus treatment study. This study used IL1B stimulus on human adult aortic endothelial cells (HAECs) isolated from aortic trimmings of donor hearts ([19]; “HAEC dataset”; NCBI Gene Expression Omnibus; accession no: GSE89970). Through a cross-species comparison, our aim was to explore global chromatin landscape similarities (or lack thereof) between both control and IL1B-treated adult HAECs and neonate O4+ cells. Both datasets were limited to chromatin regions annotated with matching 1-to-1 gene orthologs and located within ±2 kb of a TSS, as described in Material and Methods. In total, we were able to match 7739 peaks between the two datasets, including 100 regions that were found to be different between the control and IL1B conditions in the HAEC dataset. Subsequent cross-comparison of these regions reveal no significant difference in chromatin accessibility between either uninflamed or inflamed O4+ cells and IL1B-treated HAECs. In contrast, both uninflamed and inflamed O4+ cell samples showed significant differences (*p* value < 10^−15^) to the HAEC control sample (Fig. 5F and Fig. S4C; Table S8). These results confirm that uninflamed O4+ cells exhibit a profile of chromatin accessibility resembling that acquired by HAECs upon IL1B treatment and similar to that of inflamed O4+ cells. This analysis thereby reinforces our findings that genes of the immune/inflammatory pathways belonging to gene cluster C1 are in an open chromatin conformation and active both in uninflamed and inflamed O4+ cell populations.

In summary, the genes that represent the most prominently dysregulated cluster of genes upon exposure to neuroinflammation (C1 cluster), belong to innate immune system/inflammatory response pathways and are associated to two different chromatin behaviors: (1) only a limited number of the top 5 genes (19 genes out of 260) showed differential chromatin accessibility upon IL1B exposure; (2) the majority of these genes undergo no major changes in chromatin accessibility, as they are already in an open conformation and already transcribed under control conditions. This indicates that the most prominent transcriptomic changes triggered by neuroinflammation in O4+ cells at P5, occur in a primed epigenomic landscape setting the stage for these major perturbations.

### Identification of combinatorial transcription factor-binding belonging to the immune system and inflammatory pathways

We thus investigated the putative involvement of transcriptional regulators as primary mediators of alteration in gene expression in this open chromatin landscape in O4+ cells at P5. We searched for enrichment in transcription factor-binding sites (TFBS) using HOMER and known motifs, in the ATAC-Seq peaks adjacent to differentially “UP” genes belonging to cluster C1. For this, we focused on ATAC-Seq peaks located within a distance of ±8 kb relative to the TSS of these genes. We found that motifs for members of the IRF (interferon-regulatory factor) family appeared at the top of the list, with the strongest scoring results, as well as motifs for the NFκB family members and the composite site PU.1-IRF8 (Fig. S5A and Fig. 6A). A list of similar motifs was found with comparable scoring results and *p* values, in the peaks adjacent to all dysregulated genes (up- and downregulated genes (termed “ALL”); Fig. S5B), which suggests that the most prominent perturbations of the O4 cell transcriptome are driven by TFs involved in the immune/inflammatory pathways. No motif enrichment was found in DOWN genes.

**Fig. 6:**
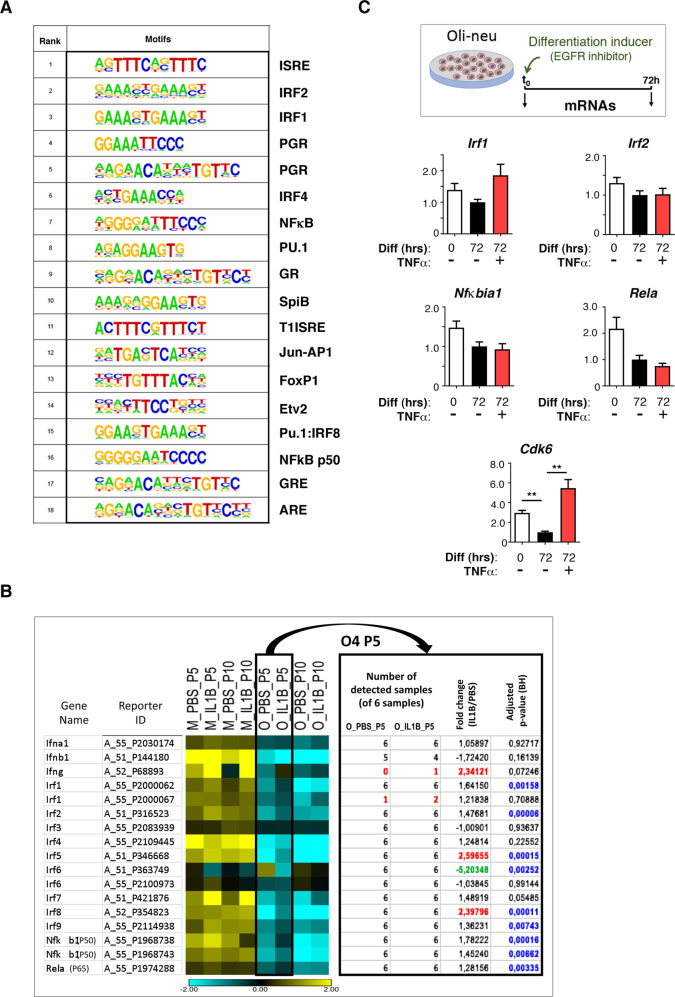
TFBS motifs identified in significant ATAC-seq peaks associated with cluster C1 genes and expression of the corresponding TF genes in O4+ cell populations and the Oli-neu cell line. **A** TFBS motif analysis reveals the presence of TF binding motifs of the immune/inflammatory pathways in significant ATAC-seq peaks that are adjacent to the upregulated genes (UP) correspond to TF of gene cluster C1. TFBS were identified using HOMER known motifs. (See also Fig. S5). **B** Heat map illustrating the expression of TFs of the IRF and NFκB families in O4+ cell populations. Microarray data from microglia [9]; *n* = 3 PBS samples and *n* = 3 IL1B samples isolated from the same cortices and at the same stage is given for comparison. M: Microglia. O_P5: O4+ cells at P5. O_P10: O4+ cells at P10. **C** The oligodendroglial Oli-neu cell line recapitulates the expression of TF genes of the immune/inflammatory pathways in physiological and inflammatory conditions. As in Fig. 4C. *Cyclin-dependent kinase 6* (*Cdk6*) mRNA levels were analyzed in parallel.

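The 11 genes examined for these families (of the IRF family, Nfkb1 and Rela) have 14 probes on the array. Of these, 13 were well above background on all 6 PBS O4+ arrays at P5, and the second probe of Irf1 on none. The normalized log2 signal in P5 PBS O4+ cells was 13.7 ± 0.12 (SD, n = 6) for Rela (chromosome 19, 5648070 to 5648129 in mm9), 13.1 ± 0.10 for Irf3 (chromosome 7, 52257700 to 52257759) and 11.85 ± 0.13 for Irf1 (chromosome 11, 53590746 to 53590805). It was 11.3 ± 0.23 for Irf8 (chromosome 8, 123280324 to 123280383) and 8.86 ± 0.28 for Irf5 (chromosome 6, 29486901 to 29486960). Irf4 (5.84 ± 0.30) and Irf7 (5.17 ± 0.24) had the least signal of the probes above background. Replicate 3 lay apart from the other 5 arrays on Rela, at 13.49. The same samples carried signal of microglia markers as well.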

Interestingly, by exploring the transcript dynamics of these TFs, we found that the genes encoding members of the IRF and NFκB families corresponding to these motifs were all expressed in uninflamed OPCs (Fig. 6B). Of note, their transcripts were present at lower levels in OPCs than in MG, except for *Irf3*, *Irf6* and *Rela*, which displayed comparable levels in these two cell populations. Among these factors, *Irf5* and *Irf8* were significantly upregulated by neuroinflammation in OPCs, whereas *Irf6* was downregulated (Fig. 6B). 

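In PBS cells at P5, with all 48 arrays normalized together, 13 of the 14 probes were lower in O4+ than in CD11B+ cells at the adjusted threshold of limma. The difference was -0.55 for Irf3 (standard error 0.07, adjusted p = 2.24e-05) and -1.11 for Rela (standard error 0.06, adjusted p = 8.89e-09), both in log2. Among the genes with a larger difference, it was -1.63 for Irf9 and -4.21 for Irf4.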

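Irf5 rose 2.48-fold with IL1B in O4+ cells at P5, from 8.86 to 10.3 ± 0.21 (SD, n = 6), a log2 change of 1.43 (standard error 0.14, adjusted p = 4.64e-05 from limma). Irf8 rose 2.28-fold to 12.6 ± 0.21, a log2 change of 1.31 (standard error 0.12, adjusted p = 3.74e-05 from limma). The other called rises were Irf1 (1.59-fold, adjusted p = 0.00102), Irf7 (1.51-fold, adjusted p = 0.0396) and Nfkb1 (1.75-fold, adjusted p = 7.01e-05). At P10, Irf8 changed 1.60-fold (adjusted p = 0.0134) and Irf5 1.49-fold (adjusted p = 0.0853), and the difference between ages passed limma's interaction term for Irf5 (-0.88, adjusted p = 0.017) but not for Irf8 (-0.56, adjusted p = 0.0815). In CD11B+ cells at P5, Irf5 changed by 0.41 (adjusted p = 0.00018) and Irf8 by 0.07 (adjusted p = 0.337), in log2.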

We also demonstrated that Oli-neu constitutively expressed members of the IRF and NFκB families, which reinforced our findings in O4+ cells (Fig. 6C). Moreover, we found that these TF mRNA levels were decreased both in P10 O4+ cells and upon Oli-neu differentiation, which is also in line with the stage-dependent downregulation of cytokines and chemokine genes during OPC maturation between P5 and P10 and along Oli-neu differentiation (Fig. 6B, C).

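Between P5 and P10 in PBS O4+ cells, 5 of the 14 probes of the IRF and NFκB families were called lower, 1 higher and 8 neither by limma with the fold threshold. Without that threshold, 7 had a fall and 1 a rise at the adjusted p. Called lower were Irf1 (-2.67-fold, adjusted p = 5.52e-08), Irf8 (-3.30-fold, adjusted p = 4.57e-06), Irf5 (-2.39-fold, adjusted p = 0.00025), a probe of Nfkb1 (-1.62-fold, adjusted p = 0.00123) and Irf4. Irf4 was not above background on any P10 PBS array. Rela changed by -0.35 (log2, adjusted p = 0.000454), and by 0.03 with arrays scaled to their 75th percentile, a scaling that put the median change of all probes at 0.21. Irf3 changed by -0.03, and by 0.28 under that scaling. On Irf2, Irf3 and both Nfkb1 probes, replicate 6 of the P10 PBS cells lay apart from the other 5 arrays.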

We suspected that some of these TFs might work in partnership with each other [20]. We thus investigated the occurrence of paired motifs in the peaks located in ±8 kb regions around the TSS of differentially regulated genes, using the PMET tool (“Materials and methods”). The analysis of peaks corresponding to DOWN genes did not point any paired-motif enrichment out, compared to random occurrence in all peaks. In contrast, our analysis of ATAC-Seq peaks associated with UP genes revealed the existence of paired TFBS motifs, with marked involvement of TFBS from the IRF family, Pu.1/Spi1, *Isre* (Interferon-Stimulated Response Element), NFκB, and AP-1 family (Fig. 7A; Table S9). We then investigated whether the occurrence of these motifs was accompanied by the binding of TFs to DNA in O4+ cells. For this, we used the Wellington algorithm, which is highly accurate in inferring protein TF-DNA interactions [21], through the detection of footprints corresponding to occupied TFBS and of their motif content. Figure 7B illustrates the average footprint profiles for IRF1, IRF2, IRSE and NFκB that are located within significant ATAC-Seq peaks adjacent to differentially regulated genes and produced for the top 6, high-ranked, HOMER motifs described in Fig. 6A and Fig. S5. The dip in the number of reads at the center of the sharp average profile (indicated by brackets) was indicative of effective TF binding (Fig. 7B). In contrast, PGR (Progesterone Receptor) average footprints exhibited sharp internal spikes, which was suggestive of transposase insertion bias and not of DNA occupancy ([22]; Fig. 7B). There was no evidence for footprints in peaks adjacent to downregulated genes (data not shown). Notably, the search for de *novo* motifs in ATAC-Seq peaks near differentially expressed genes did not reveal statistically relevant motif associated with bona fide average footprints (data not shown). Interestingly, for all these TFs showing footprints and thus clear DNA occupancy, we observed little difference in the average footprint profiles comparing PBS and IL1B samples, indicating that these TFs (or TFs with binding similar motifs) not only bind DNA at the corresponding motifs upon neuroinflammation, but also under uninflamed, physiological conditions (Fig. 7B), in line with the constitutive expression of genes of the Immune/inflammatory pathways in uninflamed O4+ cells, under normal developmental conditions.

**Fig. 7:**
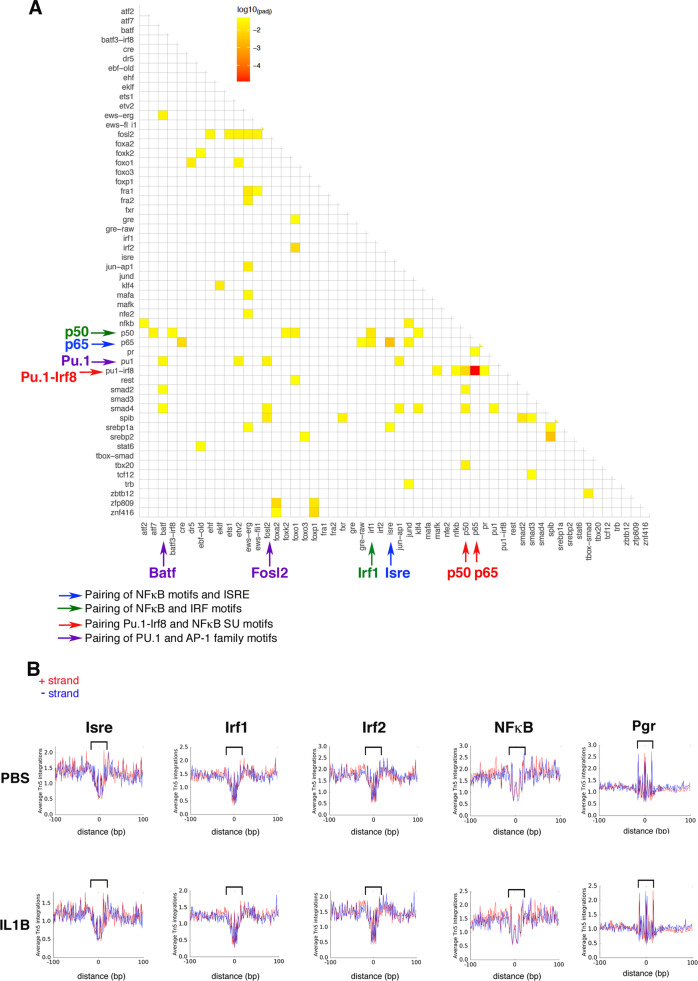
Chromatin accessibility footprints at TF motifs reveals the major involvement of TFs of the immune and inflammatory pathways in O4+ cells. **A** Co-localization of pairs of TF binding motifs in ATAC-Seq peaks of upregulated genes. Heat map of the paired motifs located in the 2319 ATAC-Seq peaks located within ±8 kb from the TSS of 1266 upregulated genes (corresponding to 886 different gene names), identified using paired-m 0; **A** Heat map of the paired motifs located in the 2319 ATAC-Seq peaks located within +/- 8 kb from the TSS of 1266 upregulated genes (corresponding to 886 different gene names), identified using paired motif analysis. TF names from MEME nomenclature on both axes. Statistically relevant co-occurrence of two different TFs is indicated by yellow to orange squares (multiple testing corrected log10 p-value). Examples of TF pairs are indicated IRF1-p50; ISRE-p65; PU.1-IRF8-p65; PU.1-iRF8-p50; PU.1-BATF; PU.1-FOSL2; *ISRE*-p65; PU.1-IRF8-p65; PU.1-iRF8-p50; PU.1-BATF; PU.1-FOSL2. Color code (TF names and arrows): red, pairing of PU.1-IRF8 with NFκB subunit binding motifs; purple, pairing of PU.1 with AP-1 family binding motifs; blue, pairing of NFκB binding motifs with *Isre* (IFN-stimulated response element); green, pairing of NFΚB with IRF binding motifs. **B** Average footprint profiles at TF binding motifs plotted at base pair resolution, using the Wellington software [21], located within accessible chromatin *loci* adjacent to any differentially regulated genes (down or upregulated) for the following TF or binding sites: *Isre*, IRF1, IRF2, NFκB in PBS-treated or IL1B-treated samples, indicating that these TFs might already bind DNA. Typical footprint profiles coincide with the center of the canonical motif for a given TF (indicated by brackets). Footprints showing occupancy by IRF1, IRF2, *Isre*, and NFκB of corresponding binding motifs are illustrated. Controls: average footprints showing sharp internal spikes are suggestive of transposase insertion bias at PGR-factor-binding site. Red and blue curves: + and − strand, respectively.

### Concomitant dysregulation of genes of the immune/inflammatory, cell cycle and myelination programs by neuroinflammation signs a global cell fate problem in O4+ OPCS

We showed that the upregulation of genes of the immune/inflammatory pathways by neuroinflammation counteracted the physiological stage-dependent decrease of their expression that is observed between P3 and P5 in control animals (Fig. 2C) and upon Oli-neu differentiation (Figs. 3E and S1E and Fig. 4C). In addition, we showed by RT-qPCR experiments that the upregulation of genes of the immune/inflammatory pathways in response to neuroinflammation or in vitro IL1B exposure was concomitant with impaired expression of genes of the myelin program in both systems (Figs. 1B, 2C, and 4C). Importantly, we demonstrated that these opposite and concomitant profiles were also observed at a global level in our microarray analysis (compare cluster C1 to C3; Fig. 2A).

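C3 had 147 probes called higher and 122 lower with IL1B at P5, where most C1 probes were called higher. In C3, 96.0% of the 1056 probes were higher at P10 than at P5 in PBS cells, and in C1 16.6% were. With IL1B at P10, 596 of the C3 probes (56.4%) were called lower by limma. At P5, 63.5% of the C3 probes were lower with IL1B, called or not, against 3.95% of the C1 probes.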

By comparing uninflamed to inflamed O4+ cells at P10, it appeared that global gene expression levels in P10-IL1B samples were intermediate between those observed at P5-PBS and those at P10-PBS (compare lane P10-IL1B to P5-PBS and P10-PBS in Fig. 2A). 

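Taken over the 4171 probes of C1 to C3, the P10 IL1B median lay between the P5 PBS and P10 PBS medians for 3072 (73.7%). The change with IL1B at P10 had the opposite sign to the change from P5 to P10 in PBS cells for 83.4% of the C1, 97.1% of the C2 and 95.8% of the C3 probes. The P10 PBS arrays enter both changes. Simulated arrays without any difference between groups, by age or by IL1B, gave 66.9%, 66.3% and 66.7%. In C4 the share was 59.4%, with 66.5% in the simulation. Because the simulation leaves out the change with age too, it does not give the shares without an effect of IL1B alone.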

For cluster C1, it signed the upregulation of genes of the immune/inflammatory pathways by neuroinflammation; which counteracted the stage-dependent decrease in the physiological of these genes that is observed between P3 and P5 (Fig. 2C). At P10, the appearance of such intermediate, global gene expression profiles was also observed for C2 and C3 clusters, and corresponded to the deregulation of genes regulating the cell cycle and genes involved in the myelination process, respectively (Figs. 2A, 8A, B; Table S10; Table S11). Whereas the expression of cell cycle genes belonging to cluster C2 should decrease between P5 and P10 (compare P5-PBS and P10-PBS; Fig. 2A), neuroinflammation provokes their upregulation at P10 (compare P10 PBS and P10-IL1B; Fig. 2A; abnormal upregulation of Cdk6 mRNAs was similarly observed in differentiated Oli-neu cells upon TNFα-treatment; in Fig. 6C). Similarly, whereas myelination gene expression should increase between P5 and P10 (compare P5-PBS and IL1B PBS), our examination of the expression profiles of the genes of the cluster C3 revealed that neuroinflammation impairs the myelination program in a global manner by affecting, not only genes encoding components of the myelin sheath itself, but also genes important for oligodendrocyte myelination functions, including cytoskeletal remodeling and cell-cell interactions (Fig. 2A; Fig. 8C; [23, 24]).

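In C2 the median change from P5 to P10 in PBS cells was -1.04 (log2) ± 0.16 (SD, n = 6 P10 PBS arrays), and 980 of its 1217 probes (80.5%) were called lower and 9 higher by limma. With IL1B at P10, 808 (66.4%) were called higher and 1 lower, whereas at P5 8 were called higher and 31 lower. P10 IL1B replicate 1 lay apart from the other 5 arrays, with a median deviation of -0.63 from the P5 PBS medians.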

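In C3 the median change from P5 to P10 in PBS cells was 1.22 (log2) ± 0.10 (SD, n = 6 P10 PBS arrays), and 779 of its 1056 probes (73.8%) were called higher and 6 lower by limma. The mean signal of 6 myelin genes (among them Mbp, Mog, Mag, Cnp and Mobp) was 15.87 ± 0.11 (log2, SD, n = 6) in PBS and 15.48 ± 0.14 in IL1B cells at P10 (exact permutation test, two-sided, p = 0.00216). Mog (chromosome 17, 37148277 to 37148336 in mm9) rose 25.3-fold from P5 to P10 in PBS cells and was changed -1.77-fold by IL1B at P10, from 13.1 ± 0.27 to 12.2 ± 0.30 (log2 change -0.87, standard error 0.16, adjusted p = 0.00734 from limma).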

**Fig. 8:**
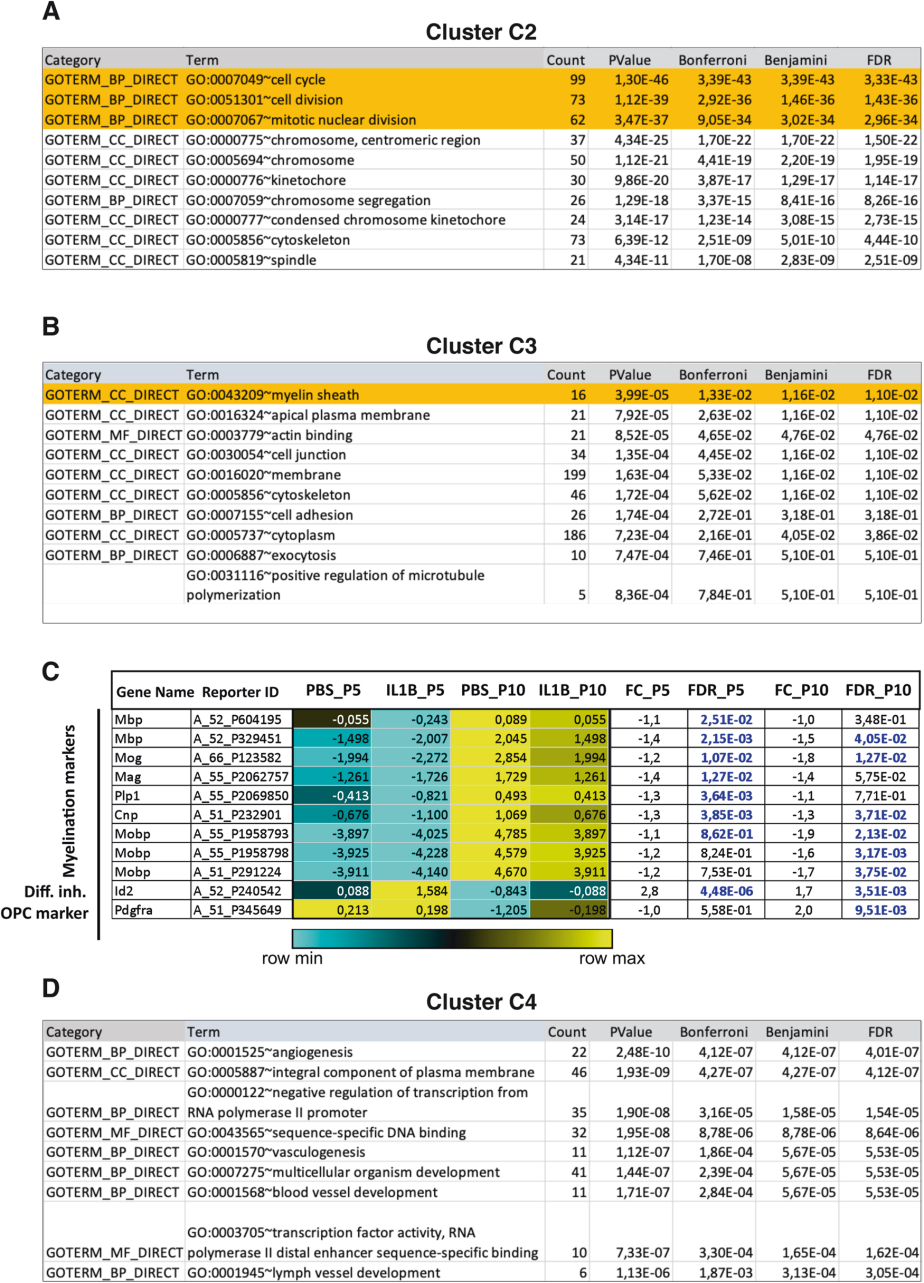
GO analysis corresponding to the TOP-10 genes belonging to clusters C2, C3, and C4, using DAVID 6.8. (related to Fig. 2A). **A** Cluster C2 correspond to genes involved in the regulation of the cell cycle. As expected, in unstressed, normal conditions, these genes are expressed at P5 and downregulated at P10, as OPC maturation progresses and proliferation is reduced (Fig. 2A) This physiological downregulation observed at P10 is markedly counteracted by neuroinflammation, which causes their upregulation at P10. As a result, the expression of these genes is intermediate between their expression levels at P5 and P10 in controls, which might reflect differentiation blockade (this is true for clusters 1, 2, 3). **B** Cluster C3 correspond to genes involved in myelin sheath formation, cell adhesion and cytoskeleton. All the underlying processes are important for the differentiation of OPCs and completion of the myelination program. As expected in normal O4+ cells from unstressed pups, these genes are developmentally upregulated at P10 (Fig. 2A, compare P5-PBS to P10-PBS), and their developmental dynamics of expression is impaired by IL1B injections, as expected in this model of perinatal neuroinflammation, which induces OPC maturation blockade. **C** Expression of genes of the myelination program belonging to cluster 3. All the microarray probes for every gene of the myelination program analyzed here show statistically significative alteration in gene expression. *Id2* (transcriptional inhibitor of oligodendrocyte differentiation) and *Pdgfra*, an OPC marker. Log2 intensities, median-centered. Relative color scheme. **D** Cluster C4 correspond to genes involved in diverse functions, including angiogenesis, vascularization, and integral component of the plasma membrane*.* These functions are important for the myelination process which is very demanding in energy (blood supply) and for the correlative increase in surface of the plasma membrane. Half of these genes is downregulated at P5, and none of these C4 genes are altered in its expression at P10.

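The 6 myelin genes have 10 probes on the array, and all 10 had a log2 change below 0 with IL1B at both ages. The adjusted p of limma passed its threshold for 6 at P5, for 7 at P10, for 9 at either age and for 1 at neither. None of those 6 passed the fold threshold at P5, and at P10 4 were called lower. These were Mog and the 3 Mobp probes, which changed -1.54-fold, -1.83-fold and -1.68-fold (adjusted p = 0.00207, 0.0121 and 0.0214). At P5 the same Mobp probes had adjusted p-values of 0.8, 0.866 and 0.722, with PBS replicate 2 apart from the other arrays on 2 of them. The probe that passed at neither age was one of Mbp (log2 change -0.29, adjusted p = 0.0746 at P5, and -0.10, adjusted p = 0.774 at P10). Another Mbp probe (chromosome 18, 82742266 to 82744570 in mm9) changed -1.41-fold at P5 (adjusted p = 0.00146) and -1.46-fold at P10 (adjusted p = 0.0221). Mag changed -1.35-fold (adjusted p = 0.00942) and -1.37-fold (adjusted p = 0.0405), and Cnp by -0.38 (log2) at both (adjusted p = 0.00291 and 0.0275). Id2 (chromosome 12, 25778904 to 25778963) rose 2.69-fold at P5, from 11.67 ± 0.06 to 13.11 ± 0.17 (log2 change 1.45, standard error 0.07, adjusted p = 7.34e-07 from limma), and 1.64-fold at P10 (adjusted p = 0.00224). Pdgfra (chromosome 5, 75593888 to 75593947) changed -1.02-fold at P5 (adjusted p = 0.567) and 1.85-fold at P10, from 14.4 ± 0.37 to 15.4 ± 0.23 (log2 change 0.94, standard error 0.17, adjusted p = 0.00673 from limma).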

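Of the 694 probes matched to C4, 495 (71.3%) were called lower and 4 higher with IL1B at P5 (limma). At P10, 58 (8.36%) were called higher and 6 (0.865%) lower.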

Finally, cluster C4 was characterized by global and severe downregulation of genes involved in late OPCs either in angiogenesis, vascularization, or as integral components of the plasma membrane (Fig. 2A; Fig. 8D; Table S12). 

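From P5 to P10 in PBS cells, the C4 probes had a median change of -0.34 (log2) ± 0.10 (SD, n = 6 P10 PBS arrays), and 194 (28.0%) were called lower and 10 higher. C4 holds 4 of 5 endothelial markers examined, Cldn5, Cdh5, Flt1 and Tek. At P5, Cldn5 changed -2.60-fold with IL1B (log2 change -1.27, standard error 0.22, adjusted p = 0.00226 from limma) and Tek -2.61-fold (log2 change -1.35, standard error 0.20, adjusted p = 0.000933 from limma). The mean of the 5 markers was 10.85 in PBS and 9.90 in IL1B O4+ cells at P5 (exact permutation test, two-sided, p = 0.00216), and it fell by 1.03 in the CD11B+ samples (exact p = 0.00216). At P10 it differed by 0.06 in O4+ cells (exact p = 0.688).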

A tight link has been reported between myelination and angiogenesis in the literature: OPCs display huge metabolic needs during their maturation, in order to produce multiple myelin segments, as well as undergo tremendous increase in plasma membrane surface, processes that rely on appropriate access to blood supply [25]. Yuen et al. [26] and Chavali et al. [27] demonstrated that the OPC display unexpected and intrinsic ability to promote angiogenesis *via* paracrine activity (see Discussion). Therefore, compromised expression of pro-angiogenic genes in inflamed O4+ cells might also contribute to the reduction of myelination capacities observed upon neuroinflammation.

These unbiased genome-wide observations therefore not only reinforce and extend our data obtained in RT-qPCR experiments in O4+ cells and the oligodendroglial cell line Oli-neu, but provide a wide picture of the general impact of neuroinflammation and of the nature of the OPC maturation blockade, immediately and at distance for the insult. Indeed, we demonstrate that neuroinflammation undergone between P1 and P5 induces global cell fate issues in O4+ cell populations at P10. This reveals, at the transcriptomic level, an in-between, “frozen” maturation state, which involves 2420 among the 2771 mRNAs showing differential levels and involving the perturbation of key pathways governing the physiological expression of immune/inflammatory molecules, cell cycle, and myelination process (Fig. 2A).

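Here 4484 probes were called with IL1B at P5, at P10 or at both (limma). The probes matched to C1 to C4 carry 2621 gene identifiers, and those of C1 to C3 carry 2263 of them. From the changes of the cluster genes and their levels at P10, which it places between those of the 2 control stages, the paper concludes that inflammation from P1 to P5 leaves O4+ cells in an incomplete maturation state.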

## Discussion

The way neuroinflammation impacts the OPC maturation process, further leading to DWMI, is unclear. Here, through unbiased approaches, we provide global profiling of the impact of neuroinflammation and uncover that neuroinflammation elicits genome-wide signs of global cell fate issues that affect O4+ cell populations. This includes an overall impairment of the myelination program, as expected from previous studies [3, 7, 8] and also the dysregulation of unexpected key pathways: (1) the striking upregulation of genes of the immune/inflammatory pathways in O4+ cells at P5 and (2) the overexpression of genes of the cell cycle pathway at P10, a stage at which cell proliferation has ceased.

First, one of our most important findings is that uninflamed O4+ cells at P5 have the remarkable capacity to intrinsically and physiologically express numerous genes of the innate immune/inflammatory pathways during murine cortical development, at stages equivalent to the third trimester of pregnancy. These genes exhibit constitutive chromatin accessibility prior stress, thereby providing a primed epigenetic landscape that shapes the response to neuroinflammation, which acts by boosting their expression. In that sense, the epigenome priming of O4+ cells thus empowers neuroinflammation to induce an innate immune-like state at P5, by which the expression of immunomodulators, instead of being transient, persists in an abnormal manner. Interestingly, in a disease context of multiple sclerosis and demyelination, in the adult brain, OPCs make a transition to an immune-like state [28].

The developmental expression of cytokine and chemokine genes, which is thus associated with a pre-wired, primed, open chromatin landscape is highjacked by neuroinflammation that provokes abnormal overexpression of these genes at a stage (P5) it is normally downregulated. This thus occurs with limited effects on chromatin accessibility. Such a mechanism is reminiscent of what happens in response to cellular stress, involving the heat shock pathway driven by the Heat Shock transcription Factors, which is “pre-wired” by the pre-existing chromatin architecture (HSFs; [29, 30]). A recent study on multiple sclerosis susceptibility by Meijer et al. [31] also reported epigenomic priming immune genes in both human and murine oligodendroglia at immune genes, in the adult brain. During brain development, the impact of neuroinflammation therefore seems to also rely on epigenomic priming as it is the case in the adult brain and might represent share features with other stress responses.

Our demonstration of the intrinsic property of OPCs to synthesize molecules of the immune/inflammatory pathways is strengthened by the following considerations. One important interest of our study is that we used purified populations of OPC/immOLs, based on the O4 marker to capture the global disturbances induced by neuroinflammation. To do so, we carefully assessed the purity of our isolated populations by different means and at each step of our study, as summarized in Figs. S2, S4 and related Supplementary information. Therefore, the assessment of the purity and functionality of this isolated O4+ cell population is built on a corpus of arguments that altogether lead to the conclusion that O4+ cells at P5 are able to constitutively synthesize molecules belonging to the immune/inflammatory pathways and is totally coherent with recent findings in the literature. This includes studies of patients affected by multiple sclerosis (MS) or in in vivo models of experimental autoimmune encephalomyelitis (EAE; reviewed in [31, 32]. Our results are also in line with previous results showing that OPCs, derived in vitro from neurospheres, can activate cytokine genes in an EAE model [32, 33]. In addition, our findings are in line with single-cell transcriptomic data from whole brain that point out that OPCs express genes of the immune/inflammatory pathways ([14 and our data mining analyses). The possibility that whole-tissue cell dissociation could have triggered stressful conditions is unlikely because the authors validated their findings by RNAscope in particular in OPCs in brain sections. Our findings imply that, during normal development, OPCs thus display properties similar to that ascribed to adult OPCs and mature oligodendrocytes, which could shape the inflammatory environment, or perform a trophic role on their environment at defined time-windows.

In line with the expression of genes of the immune/inflammatory pathways in O4+ cells, both under unstressed and stressed conditions, we found that, specific binding sites for TFs involved in the immune/inflammatory pathways (members of the IRF, NFκB, and AP-1/Jun families) are occupied before and after exposure to neuroinflammation. Interestingly, members of these TF families are also at play in OPCs in the adult brain in a murine multiple sclerosis model, reinforcing our data [31]. In addition, we identified existing paired binding motifs, for these TFs, in ATAC-Seq peaks, which suggest that these TFs can act in a combinatorial mode. Interestingly, changes in their combination (and/or activity) are observed in other contexts [34] and might account for the increase in the transcription of the corresponding genes that we detect upon neuroinflammation exposure. In addition, the mRNA levels of some of these TFs show increase upon neuroinflammation, which might contribute both to changes in the combinatory arrangements of TFs of the immune/inflammatory pathways and to elevated transcription of their target genes.

Our data also nurture an underlying, emerging concept: molecules, which have been historically identified and studied as key mediators of stress responses and guardians of cell or organism homeostasis, are also pivotal in physiological conditions for normal development [35]. Emblematic examples are represented by TF families, like NFkB [36], HSFs and their target genes encoding not only the heat shock proteins, but also a large repertoire of genes crucial for development [37–40], and by critical players of the unfolded stress response (UPR; [41]). Whether these two apparently distinct functions have emerged concomitantly in evolution or not is unclear, but for technical and practical reasons, the roles of these molecules in normal development have been understudied. The stage-dependent production of inflammatory players by prenatal OPCs during the time-course of their maturation, as well as their potential role in brain formation, is therefore less unexpected than it appears. In addition to this exciting, conceptual context and to the best of our knowledge, by using unbiased approaches, we have unraveled for the first time the global physiological, constitutive expression of genes in unstressed O4+ cells, at an early murine postnatal stage, equivalent to the third trimester of pregnancy.

What could be the impact of the massive upregulation of genes of the neuroinflammatory pathway on the late OPC cell fate? Strikingly, we can reproduce the correlation between the upregulation of cytokine and chemokine gene expression and the downregulation of the myelin markers in an oligodendroglial cell line upon proinflammatory stimulus, which suggests that some causality might exist between the abnormal upregulation of immune/inflammatory modulators and the compromised myelination program in O4+ cells. In that vein, Moyon et al. [42] have pointed out the role of IL1B and CCL2 production by premyelinating OPCs in modulating their motility capacities and eventually differentiation. In addition, CXCR2 counteracts adult OPC differentiation and myelination potential, in a model of multiple sclerosis, by interfering with the PI3K/AKT/mTOR pathway, thereby strongly reinforcing the possibility of a role of cytokines and chemokines in OPC maturation blockade, during development [43]. Another possibility is that the counteracting effects of cytokines and chemokines on OPC differentiation would operate through the recruitment by OPCs of other cell types that are known to influence OPC maturation (like microglia; 44, 45). In addition, in favor of a link between expression of genes of the immune/inflammatory pathways in early postnatal late OPCs and myelination issue, we also observe overexpression of PSMB8 and PSMB9 in late OPCs upon neuroinflammation (FC at P5 = 3,153; *p* value = 2,44E-04; FC at P10 = 3,984, *p* value = 1,33E-03, respectively). 

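On the array, Psmb8 (chromosome 17, 34337771 to 34337830 in mm9) rose 2.90-fold with IL1B in O4+ cells at P5, from 9.00 ± 0.22 (log2, SD, n = 6) to 10.6 ± 0.28, a log2 change of 1.62 (standard error 0.14, adjusted p = 1.98e-05 from limma). IL1B replicate 4 lay apart from the other 5 arrays, at 11.16. At P10 it rose 3.08-fold, from 8.26 ± 0.22 to 9.87 ± 0.29 (log2 change 1.61, standard error 0.14, adjusted p = 0.0007 from limma). Psmb9 (chromosome 17, 34319174 to 34319233) rose 2.98-fold at P5, from 8.83 ± 0.18 to 10.6 ± 0.44 (adjusted p = 7.59e-05), and 3.74-fold at P10, from 8.21 ± 0.16 to 10.1 ± 0.38 (adjusted p = 0.000566). A second probe of Psmb9 was not above background on any array. In PBS cells at P5 the signal of both was lower in O4+ than in CD11B+ cells, with a difference of -3.41 (log2) for Psmb8 and -3.18 for Psmb9.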

PSMB8 and PSMB9 are two proteasome subunits, which belong to the immune-proteasome and are found specifically upregulated in adult OPCs, in areas of compromised remyelination, in people with longstanding multiple sclerosis, which is also coupled to inability of adult OPCs to differentiate into mature oligodendrocytes in an inflammatory demyelinating mouse model [28]. The link between exacerbation of classically immune-attributed gene expression profiles and failure to myelinate could very likely be also functional in murine early postnatal OPCs, at a period equivalent to the prenatal third trimester of pregnancy.

We show that, among the genes belonging to the immune/inflammatory pathways and undergoing dysregulated expression upon exposure to neuroinflammation in O4+ cells, only a limited number exhibit significant chromatin remodeling. Hypoxia-Inducible Factor 3, *Hif3a*, is one of them and was previously shown to be regulated, in an oxygen-independent manner, in two distinct models of inflammation, in non-neural cells [46, 47]. Interestingly, in parallel of our data, Cuomo et al. [47] established that proinflammatory cytokines are responsible for the activation of *Hif3a* gene, through epigenetic changes and the involvement of NFκB. In addition, the chromatin remodeling and upregulation of *Hif3a*, could possibly be linked to the downregulation of genes involved in paracrine ability of OPCs to promote angiogenesis and vascularization (C4 cluster), which therefore ensures energy supply for the production of myelin segments and extension of OPC plasma membrane surface *via* their encoding HIF1/2α signaling [26]. Indeed, as HIF3α lacks the transactivation domain present in the other members of the HIF family, it is thought that HIF3α acts as a negative regulator of HIF1/2α, and could therefore participate in compromising the ability of O4+ cells to promote angiogenesis and thereby contribute to myelination defects [26].

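On the array, a probe of Hif3a (chromosome 7, 17616855 to 17616914 in mm9) rose 8.08-fold with IL1B in O4+ cells at P5, from 7.73 ± 0.57 (log2, SD, n = 6) to 10.55 ± 0.26, a log2 change of 2.82 (standard error 0.24, adjusted p = 1.92e-05 from limma). IL1B replicate 3 was the lowest and lay apart from the other arrays, at 10.05. At P10 it changed 1.03-fold, between 6.38 ± 0.23 and 6.43 ± 0.19 (adjusted p = 0.847), and the difference between ages passed limma's interaction term (-2.77, adjusted p = 1.16e-06). A second probe was not above background in PBS cells at P5 and rose at least 2.14-fold (adjusted p = 0.00675), and another had an adjusted p of 0.214. The first probe rose 5.04-fold in CD11B+ cells at P5 (log2 change 2.22, adjusted p = 1.91e-06 from limma).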

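Among 8 cell cycle genes examined (Mki67, Top2a, Cdk1, Ccnb1, Aurkb, Ube2c, Ccna2 and Birc5), 6 were called higher with IL1B in O4+ cells at P10. Their mean log2 signal was 8.94 ± 0.22 (SD, n = 6) with PBS and 9.75 ± 0.15 with IL1B (exact permutation test, two-sided, p = 0.00216), with every IL1B array above every PBS array. At P5 it was 10.41 with PBS and 10.16 with IL1B (exact p = 0.013, adjusted 0.0286). The change at P10 exceeded that at P5 by 1.06 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The brightest Mki67 probe rose 1.99-fold at P10 (log2 change 0.97, standard error 0.09, adjusted p = 0.000715 from limma). Top2a rose 1.94-fold at P10 (log2 change 0.88, standard error 0.08, adjusted p = 0.000778 from limma). In the same samples the mean of 3 progenitor markers (Pdgfra, Cspg4 and Ptprz1) was 14.48 ± 0.27 with PBS and 15.21 ± 0.21 with IL1B (exact p = 0.00433).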

The second prominent impact of neuroinflammation is the abnormal, sustained overexpression of numerous cell cycle genes in O4+ cells at P10 (cluster C2). Such feature is surprising, since O4+ cells are postmitotic [12]. Our previous in vivo studies have established that neuroinflammation does not lead to cell proliferation, nor apoptosis in the white matter [8]. Nevertheless, the overexpression of cell cycle genes might have nevertheless important impact on O4+ cell fate. Indeed, some *Cdk* genes perform known roles in differentiation. This includes the *Cdk6* gene, whose downregulation is physiologically observed between OPCs and immOLs [12] and which we found upregulated by neuroinflammation in O4+ cells at P5 in our microarray data (FC 1.9, *p* value, 6,34E−11) as well as in the Oli-Neu cell line treated by a proinflammatory molecule (Fig. 6C). 

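On the array, Cdk6 (chromosome 5, 3522106 to 3522165 in mm9) rose 2.03-fold with IL1B in O4+ cells at P5, from 5.17 ± 0.15 (log2, SD, n = 6) to 6.07 ± 0.29, a log2 change of 0.90 (standard error 0.13, adjusted p = 0.000602 from limma). IL1B replicate 3, at 5.52, lay apart from the other 5 IL1B arrays. At P10 it was called higher with IL1B (adjusted p = 0.00511 from limma), and from P5 to P10 in PBS cells it was called lower. Only 1 of the 6 P10 PBS arrays was above background, so that the sizes of these changes are not given. In PBS cells at P5 its signal was lower in O4+ than in CD11B+ cells, with a difference of -2.58 (log2).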

Although CDK6 has long been envisioned as a mitogenic factor, it was demonstrated that it inhibits differentiation in a diversity of cell types including oligodendrocytes [48, 49]. Therefore, the abnormal upregulation of the *Cdk6* gene in response to neuroinflammation could contribute to OPC maturation blockade.

In addition, there might be a link between the reactivation of *Cdk* genes and the activation of genes of the immune/inflammatory pathways in late OPCs. CDK6 interacts with p65, a NFκB subunit, and is necessary for its recruitment to NFκB gene targets and inflammatory genes [50]. Therefore, the upregulation of the *Cdk6* gene in response to neuroinflammation could be at least partially responsible of the activation of genes of the immune/inflammatory pathways in O4+ cells. Notably, *Cdk9* gene expression is also upregulated in O4+ cells at P5, in our microarray data (FC, 1.38; *p* value, 2,06E−14; FC 1.24; *p* value, 2,84E−12), and *Cdk9* expression is also required for inflammatory gene expression (reviewed in [51]). 

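On the array, Cdk9 has 3 probes, and 2 of them rose with IL1B in O4+ cells at P5 without passing the fold threshold. The probe at 32561467 to 32561526 on chromosome 2 (mm9) rose 1.31-fold, from 7.55 ± 0.11 (log2, SD, n = 6) to 7.95 ± 0.09, a log2 change of 0.39 (standard error 0.06, adjusted p = 0.000886 from limma). That at 32563021 to 32563080 rose 1.19-fold, from 12.57 ± 0.06 to 12.82 ± 0.05, a log2 change of 0.25 (standard error 0.04, adjusted p = 0.00108 from limma), with PBS replicate 3 below the others at 12.45. The last probe changed -1.04-fold, from 9.16 ± 0.56 to 9.02 ± 0.16 (adjusted p = 0.729), with PBS replicate 1 far above the other arrays at 10.25.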

The dysregulation of *Cdk* genes in neuroinflammation-exposed late OPCs might thus have multiple impacts on the O4+ cell fate.

In conclusion, neuroinflammation has three major entry routes by which it perturbs the transcriptome of cell populations corresponding to late OPCs and immOLs in a broad manner, and contributes to the emergence of cell fate issues which underlie their maturation blockade: (1) massive upregulation of the innate immune/inflammatory pathways at P5, which takes advantage of a primed epigenetic landscape; (2) persistence of the cell cycle pathway at P10; and (3) the downregulation of the ability to produce pro-angiogenic molecules and components necessary for the extension of the plasma membrane — all three having potential impact on the myelination program. These genome-wide perturbations induce the emergence of intermediate “frozen” cell identity in O4+ cells, which signs OPC maturation blockade and reveal its underlying mechanisms.

Our results have important therapeutic consequences in the context of a chronic perinatal systemic inflammation: because of the striking intertwining between the injurious and developmental facets of the inflammatory modulators, whose physiological expression by OPCs is disturbed by neuroinflammation, we should reconsider the proposal that global targeting of the immune/inflammatory pathway might constitute a therapeutic option.

## Materials and methods

### Animal model

Experimental protocols were approved by the institutional review committee (under the following reference by the French Ministère de l’Enseignement Supérieur et de la Recherche (#2016040414515579) and met the guidelines for the United States Public Health Service’s Policy on Humane Care and Use of Laboratory Animals (NIH, Bethesda, MD, USA). Sex was determined at birth, and confirmed by abdominal examination at sacrifice. This animal model is similar to the human in that males are more affected and, as such, only male OF1 pups were used, since, in humans, female OPC maturation is mostly unaltered [7]. IL1B injections were performed as described [8, 9]. Five µL volume of phosphate-buffered saline (PBS) containing 10 µG/kG/injection of recombinant mouse IL1B (R&D Systems, Minneapolis, MN) or of PBS alone (control) was injected intraperitoneally (i.p.) twice a day on days P1 to P4 and once a day, on day P5 (see Fig. 1). Pups were sacrificed four hours after the morning injection of IL1B at P3 or P5, and at a similar time at P9, or P10. ATAC-Seq data were produced from 3 independent biological replicates for each condition (PBS or IL1B). Microarray data were produced from 6 independent biological replicates for each condition (PBS or IL1B), using the same animals that were also analyzed for CD11B+ microarrays [9].

### O4+ and CD11B+ microglial magnetic-activated cell sorting in mouse

O4+ cells were isolated at P3, P5, P9, or P10 by Magnetic-Activated Cell Sorting (MACS, Miltenyi Biotec, Bergisch Gladbach, Germany), according to the manufacturer’s protocol and as previously described [52]. Briefly, brains were collected without cerebellum and olfactory bulbs, pooled (3 brains per sample) and dissociated using the Neural Tissue Dissociation Kit containing papain. O4+ cells were then enriched by MACS, using the anti-O4 MicroBeads. For microarray and RT-qPCR analysis, the eluted isolated cells were centrifuged for 5 min at 600 × *g* and conserved at −80 °C. CD11B+ microglial cells were isolated as described [9]. The unlabeled fraction mainly contained astrocytes (see Fig. S2D). For the ATAC-seq experiment, 50,000 cells were immediately lysed and their nuclei submitted to Tn5 activity. The purity of the eluted O4-positive fraction was verified using RT-qPCR for Myelin Basic Protein (*Mbp*), ionizing calcium binding adapter protein (*Iba1*), glial fibrillary acid protein (*Gfap*) and neuronal nuclear antigen mRNAs (*NeuN*; Fig. S2A). Comparable numbers of O4+ cells from control (PBS) and treated (IL1B) samples were collected (1.12 × 10^6^ ± 0.12 × 10^6^ cells per sample).

### OPC culture and differentiation

OPCs were prepared from newborn OF1 mice as described [53, 54]. In brief, forebrain cortices were removed from postnatal day 0–2 mouse pups and freed from meninges. Minced tissues were enzymatically digested with 0.125% trypsin (Sigma) and 0.0025% DNase I (Sigma) for 15 min at 37 °C and then mechanically dissociated. Cells were filtered through a 100-μm-pore-size cell strainer (BD), centrifuged 10 min at 1800 rpm, resuspended in minimum essential Eagle’s medium (Sigma) supplemented with 10% FBS (Gibco), 1% Glutamax (Gibco), 1% penicillin-streptomycin (P/S) solution (Sigma), and 0.5% glucose and plated in T75 flasks at a density of 2 × 10^5^/cm^2^. Mixed glial cell cultures were grown until confluence for 9–11 days (medium was replaced every 48–72 h) and shaken for 1.5 h at 260 rpm to detach microglia. These detached microglia were then collected and removed together with the media. Remaining cells were shaken for additional 18 h to detach the OPCs from the astrocyte base layer, and were simultaneously treated with 100 µg/ml liposomal clodrosome suspension (Clodrosome®, Encapsula Nanosciences, Brentwood, USA) which selectively eliminates any residual microglia. The detached OPC cell suspension was filtered through a 20-µM-pore-size filter (Millipore) and incubated in an untreated Petri dish for 10 min at 37 °C to allow attachment of any remaining microglia. Purified OPCs were then seeded onto poly-D-lysine-coated 12-multiwell plates at a density of 3 × 10^4^/cm^2^ in OPC proliferation medium composed of Neurobasal medium (Gibco), 2% B21 (Miltenyi biotec), 1% P/S (Sigma) and 1% Glutamax (Gibco), supplemented with growth factors consisting in 10nG/mL FGFα (Sigma) and 10nG/mL PDGFα (Sigma). After 72 h, OPC differentiation was initiated by growth factor withdrawal and addition of 40 nG/mL of T3 (Sigma). At the same time, OPCs were treated with 50 nG/mL IL1B (R&D Systems, Minneapolis, MN) or PBS for 4 h, treatment was removed, new media provided and cells were grown in differentiation medium until 72 h (Fig. 4B).

### Oli-neu cell line culture and differentiation

The immortalized murine OPC cell line, Oli-neu, was kindly provided by Dr Sheila Harroch (Pasteur Institute, Paris, France). Oli-neu was established from OPC-enriched murine primary cultures from E16 brains transformed with a provirus containing the oncogene *T-Neu* [55]. Various differentiation protocols have been established, among which treatment with PD174265, a selective inhibitor of the activity of Epidermal Growth Factor receptor (ErbB) tyrosine kinase, has been shown to induce MBP expression [56]. These cells were cultured in Dulbecco’s modified Eagle’s minimum essential medium (DMEM) containing Glutamax 1× and high glucose (4.5 G/L; Gibco 31966), supplemented with 1 mG/mL insulin (Sigma), N2 supplement (Gibco), 100 μG/mL T4 and T3 (Sigma), 1% horse serum (Gibco), and 1% P/S (Sigma). At confluence, the cells were mechanically detached and seeded in 12-multiwell plates at a density of 3 × 10^4^ cells/cm^2^. After 24 h, differentiation was induced by addition of 1 µM PD174265 (ChemCruz) diluted in DMSO at 1 mM or 1:1 volume of neuron-conditioned medium obtained as described in [57]. Medium was replaced after 48 h and differentiation was stopped after 72 h (Fig. S1E; Fig. 4C; Fig. 6C). Inflammatory stimulus was provided by exposing Oli-neu cells to 10 ng/ml TNFα (Tumor necrosis factor α).

### RT-qPCR analysis and Luminex assay

Preparation of samples for quantitative reverse-transcriptase polymerase-chain reaction (RT-qPCR), primer design PCR protocol and Luminex assay were similar to that previously described ([58]; Bio-Plex Pro Mouse Cytokine 23-Plex Assay kit, #M60009RDPD; Biorad, France). Primer sequences are given in Table S13. *Gapdh* (glyceraldehyde-3-phosphate dehydrogenase gene) and *Rpl13* (Ribosomal Protein L13) were chosen to standardize the quantitative experiments based on reference gene suitability testing.

### ATAC-Seq analysis in O4+ cells

ATAC-seq protocol was performed as described [15] with slight modifications. In brief, cells were immediately lysed after cell sorting and a total of 50,000 nuclei were subjected to Tn5-mediated transposition for 30 min, resulting in ‘tagmented’ DNA fragments. Tagmented DNA was purified on MinElute colums (Qiagen) and amplified/tagged in two steps using NEBnext High-Fidelity 2× PCR master mix (New England Biolabs). Amplified DNA was purified twice with 1.8 volumes of NucleoMag NGS Clean-up and Size Select beads (Macherey Nagel). DNA was quantified using the Qubit dsDNA HS Assay Kit and the quality of each library determined on Agilent 2100 Bioanalyzer DNA High Sensitivity ChIPs. Libraries demonstrating appropriate nucleosomal profiles were multiplexed and subjected to Illumina NextSeq500 sequencing (IGenSeq Platform, ICM, Paris, France). The main steps of sequence analyses are summarized in Fig. S3A and detailed on github (https://github.com/parisepigenetics/ATAC-seq/). After quality controls (Fastqc and Trimmomatic 0.33), reads were aligned on the mm10 genome with Bowtie 2 (Galaxy tool version 2.3.4.1 ([59]; default parameters; Table S5; Fig. S3A). Peak calling was performed with MACS2.2.0; default parameters; *q* < 0.05) separately for the two conditions, using a pooled (*n* = 3) bam file of control samples and a pooled (*n* = 3) bam file of IL1B samples. The two resulting bed files were merged and, after removing the mm10 blacklist (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse/mm10.blacklist.bed.gz), 213,246 DNA regions (peaks) significantly detected in at least one condition were delimitated (Table S5). The number of reads was determined in each peak for each sample using Bedtools coverage (version 2.19.1) and normalized to the library sizes. Principal component analysis (PCA) was performed on log transformed read count values of the top 500 most variable peaks, using the prcomp function in R. Differential peak detection between the three PBS and the three IL1B samples was performed with the Bioconductor software package EdgeR (3.22.3; [17]), using R studio (0.98.1103; http://www.rstudio.com). Statistical comparison was performed using the exact test function followed by False Discovery Rate (FDR) determination by the Benjamini-Hochberg method. Raw data are available under SRA BIOPROJECT accession # PRJNA540409.

### Linking of HAEC and O4+ cell ATAC-Seq datasets

We used a public ATAC-Seq dataset of human aortic endothelial cells (HAECs [19]; NCBI Gene Expression Omnibus; accession no: GSE89970) and processed the raw reads (using the hg19 reference genome) to obtain a set of peaks. Both sets of peaks (control and IL1B-treated samples) were annotated using HOMER’s annotatePeaks function. Next, HAEC peaks were matched to mouse O4+ cell peaks through gene annotations, by taking only those peaks annotated with matching orthologous genes (only 1-to-1 orthology was considered). Matching was further restricted to promoter regions (peaks with a relative maximum distance of 2 kb from the TSS). In order to ensure that peaks were true matches, this set was further restricted to a relative distance of 500 bp from each other in relation to the TSS. Using this approach, a total of 7739 peaks were matched between the HAEC and O4+ cell datasets, including 100 peaks identified as differential in the HAEC dataset using DESeq2 (Table S8). Next, the number of reads mapped to matched peaks were obtained by counting the number of reads at the summit ± 50 bp using the featureCounts package of the Subread software (v1.6.0) and the counts were normalized against the total number of reads present in all matched peaks and converted into reads per million. Normalized read number distributions of the two datasets were compared using the one-sample Wilcoxon rank test with continuity correction.

### Microarrays of mouse O4+ cell gene expression and data preprocessing

Microarray analysis was performed on six control and six IL1B samples (O4+ cells isolated at P5 or P10 after in vivo PBS or IL1B treatment) using Agilent Whole Mouse Genome Oligo Microarrays 8 × 60K (Agilent). Raw data are available in NCBI Gene Expression Omnibus; accession no: GEO GSE197563. All the steps, from RNA extraction to statistical analysis, were performed by Miltenyi Biotec, as previously described [53]. In brief, intensity data were subjected to quantile normalization, unpaired t-tests (equal variance) were conducted to compare intensities between the two groups for each probe and p-values were adjusted through FDR determination by the Benjamini-Hochberg method. Fold changes correspond to the median ratios (median [IL1B]/median [PBS]). When FC < 1, the FC was expressed as a negative value using the formula FC(neg)=-1/FC. For example, if FC = 0.5, the indicated FC is −2. Probes with FDR < 0.05 were considered significant. An additional fold change (FC) threshold was chosen at ±1.5 (corresponding to FC > 1.5 and <0.666).

### Heat map representation

Heat maps were created using Morpheus (https://software.broadinstitute.org/morpheus). The Log2 median-centered data were visualized using a fixed (nonrelative) color pattern. The color scales are indicated on each heat map. Rows and columns were submitted to hierarchical clustering with the following criteria: metric = one minus Pearson correlation, linkage method = average.

### GO-term enrichment analysis

GO-term Biological Pathway enrichment was done using David 6.8[60, 61].

### TFBS motif enrichment analysis, and TF footprint analysis

The 213,246 significant peaks detected by MACS2 in at least one condition (PBS or IL1B) were annotated with the *HOMER annotatePeaks* function. The list was restricted to the peaks located between −8 kb and +8 kb from the closest TSS (“TSS-All” list). Among this list, peaks were selected, which were annotated with a gene name and for which the gene expression was modulated in the microarray analysis (FDR < 0.05 and FC > 1.5 or < -1.5). The full list of peaks and lists restricted to up or downregulated genes were submitted to motif enrichment analysis using *HOMER FindMotifsGenome* with the options “-size given” and “-mask”. The “TSS-All” list was used as background. Six motifs were then localized in the full list of peaks (ALL) with *HOMER FindMotifs*. The six chosen motifs corresponded to the top 5 motifs enriched in the full list of peaks (ISRE, IRF1, IRF2, Nfkb-p65 and PGR, Fig. S5B) and the 15th motif enriched in the list restricted to upregulated genes (PU1:IRF8, Fig. S5A). Indeed, this last motif was the most significantly enriched motif belonging to the list of paired motifs (Fig. 7A). For each of these motifs, the average profile of Tn5 activity was visualized using *pyDNAse* dnase_average_profile.py; [21]. This profiling was performed using a pooled bam file of PBS samples, or a pooled bam file of IL1B samples separately, and a pooled bam file of the two conditions (“both”) together.

### Testing for enrichment of paired motifs (PMET)

2319 ATAC-Seq peaks corresponding to 1266 upregulated genes (886 different gene names) and 946 ATAC-seq peaks corresponding to 454 downregulated (336 different gene names) were tested for significantly enriched pairs of TFBS relative to a universe containing all the peaks located ±8 kb around the closest TSS. For each individual motif from the homer database, all peaks in the universe were ranked by motif occupancy using a binomial score. Then for every possible pair of motifs, peaks containing both motifs were identified using the overlap between top 5000 ranked peaks for each of the individual motifs. A hypergeometric test was used to calculate the enrichment score (p-value) for the overlap between each test set and the peaks containing both motifs. The resulting *p* values were corrected using the Benjamini-Hochberg correction. The PMET source code is available on GitHub at: https://github.com/kate-wa/PMET-software.

### Single-cell analysis of the Jin et al. [14] data

Single-cell RNA-seq data by Jin et al. [14] were analyzed using the Seurat R package v.4.1.0 [62]. Unsupervised clustering was performed and marker genes (*Pdgfra*, *Olig2*, *Sox10*, *Gpr17*) were used to identify the OPC cluster. Seurat’s AddModuleScore function was used to calculate the module scores (the average expression of the immune/inflammation gene set subtracted by the aggregated expression of randomly selected control feature sets (Table S3 and Fig. 3B-D). RMarkDown is provided in the Supplementary Files.

### Statistical analysis

All in vivo and in vitro experiments were performed using an alternating treatment allocation. All analyses were performed by an experimenter blinded to the treatment groups. The results of qRT-PCR and Luminex analyses are expressed as mean ± SEM of at least four independent experiments; the number of analyzed samples is indicated in the figure legends or on the graphs. Statistical analysis was done using the nonparametric Mann-Whitney t-test with Graphpad 5.0 software (San Diego, CA, USA) or two-way ANOVA followed by Bonferroni - Post Hoc Test as indicated in each figure legend. Significance is shown on the graphs (*p < 0.05; **p < 0.01; ***p < 0.001). Specific statistical analyses for ATAC-seq and microarray analyses are detailed in the dedicated sections of Material and Methods. The significance of intersection between the two datasets was evaluated by hypergeometric test (Phyper function) in R studio.

## Supplementary information

Supplementary Figures

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

Table S10

Table S11

Table S12

Table S13

ATAC-seq workflow

RMarkDown workflow for scAnalysis fig3&S3

## Data Availability

All datasets generated and analyzed during this study are included in this published article and its Supplementary information files. Additional data are available from the corresponding author on reasonable request.

## References

[1] Delobel-Ayoub M, Arnaud C, White-Koning M, Casper C, Pierrat V, Garel M (2009). Behavioral problems and cognitive performance at 5 years of age after very preterm birth: the EPIPAGE study. Pediatrics.

[2] Volpe JJ (2009). Brain injury in premature infants: a complex amalgam of destructive and developmental disturbances. Lancet Neurol.

[3] Bokobza C, Van Steenwinckel J, Mani S, Mezger V, Fleiss B, Gressens P (2019). Neuroinflammation in preterm babies and autism spectrum disorders. Pediatr Res.

[4] Ball G, Boardman JP, Rueckert D, Aljabar P, Arichi T, Merchant N (2012). The effect of preterm birth on thalamic and cortical development. Cerebral Cortex.

[5] Billiards SS, Haynes RL, Folkerth RD, Borenstein NS, Trachtenberg FL, Rowitch DH (2008). RESEARCH ARTICLE: myelin abnormalities without oligodendrocyte loss in periventricular leukomalacia: white matter analysis in PVL. Brain Pathology.

[6] Leviton A, Gressens P (2007). Neuronal damage accompanies perinatal white-matter damage. Trends in Neurosciences.

[7] Hagberg H, Mallard C, Ferriero DM, Vannucci SJ, Levison SW, Vexler ZS (2015). The role of inflammation in perinatal brain injury. Nat Rev Neurol.

[8] Favrais G, van de Looij Y, Fleiss B, Ramanantsoa N, Bonnin P, Stoltenburg-Didinger G (2011). Systemic inflammation disrupts the developmental program of white matter. Ann Neurol.

[9] Krishnan ML, Van Steenwinckel J, Schang AL, Yan J, Arnadottir J, Le Charpentier T (2017). Integrative genomics of microglia implicates DLG4 (PSD95) in the white matter development of preterm infants. Nat Commun.

[10] Shiow LR, Favrais G, Schirmer L, Schang AL, Cipriani S, Andres C (2017). Reactive astrocyte COX2-PGE2 production inhibits oligodendrocyte maturation in neonatal white matter injury. Glia.

[11] Rangon CM, Schang AL, Van Steenwinckel J, Schwendimann L, Lebon S, Fu T (2018). Myelination induction by a histamine H3 receptor antagonist in a mouse model of preterm white matter injury. Brain Behavior Immun.

[12] Boccazzi M, Van Steenwinckel J, Schang AL, Faivre V, Le Charpentier T, Bokobza C (2021). The immune-inflammatory response of oligodendrocytes in a murine model of preterm white matter injury: the role of TLR3 activation. Cell Death Dis.

[13] Zhang Y, Chen K, Sloan SA, Bennett ML, Scholze AR, O’Keeffe S (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J Neurosci.

[14] Jin X, Simmons SK, Guo A, Shetty AS, Ko M, Nguyen L (2020). In vivo Perturb-Seq reveals neuronal and glial abnormalities associated with autism risk genes. Science.

[15] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods.

[16] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[17] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[18] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: A method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol.

[19] Hogan NT, Whalen MB, Stolze LK, Hadeli NK, Lam MT, Springstead JR (2017). Transcriptional networks specifying homeostatic and inflammatory programs of gene expression in human aortic endothelial cells. eLife.

[20] Yanai H, Negishi H, Taniguchi T (2012). The IRF family of transcription factors: Inception, impact and implications in oncogenesis. OncoImmunology.

[21] Piper J, Elze MC, Cauchy P, Cockerill PN, Bonifer C, Ott S (2013). Wellington: a novel method for the accurate identification of digital genomic footprints from DNase-seq data. Nucleic Acids Res.

[22] Green B, Bouchier C, Fairhead C, Craig NL, Cormack BP (2012). Insertion site preference of Mu, Tn5, and Tn7 transposons. Mobile DNA.

[23] Fu MM, McAlear TS, Nguyen H, Oses-Prieto JA, Valenzuela A, Shi RD (2019). The Golgi outpost protein TPPP nucleates microtubules and is critical for myelination. Cell.

[24] Snaidero N, Möbius W, Czopka T, Hekking LHP, Mathisen C, Verkleij D (2014). Myelin membrane wrapping of CNS axons by PI(3,4,5)P3-dependent polarized growth at the inner tongue. Cell.

[25] Baron W, Hoekstra D (2010). On the biogenesis of myelin membranes: sorting, trafficking and cell polarity. FEBS Letters.

[26] Yuen TJ, Silbereis JC, Griveau A, Chang SM, Daneman R, Fancy SPJ (2014). Oligodendrocyte-encoded HIF function couples postnatal myelination and white matter angiogenesis. Cell.

[27] Chavali M, Ulloa-Navas MJ, Pérez-Borredá P, Garcia-Verdugo JM, McQuillen PS, Huang EJ (2020). Wnt-dependent oligodendroglial-endothelial interactions regulate white matter vascularization and attenuate injury. Neuron.

[28] Kirby L, Jin J, Cardona JG, Smith MD, Martin KA, Wang J (2019). Oligodendrocyte precursor cells present antigen and are cytotoxic targets in inflammatory demyelination. Nat Commun.

[29] Vihervaara A, Mahat DB, Guertin MJ, Chu T, Danko CG, Lis JT (2017). Transcriptional response to stress is pre-wired by promoter and enhancer architecture. Nat Commun.

[30] Vihervaara A, Duarte FM, Lis JT (2018). Molecular mechanisms driving transcriptional stress responses. Nat Rev Genet.

[31] Meijer M, Agirre E, Kabbe M, van Tuijn CA, Heskol A, Zheng C (2022). Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility. Neuron.

[32] Zeis T, Enz L, Schaeren-Wiemers N (2016). The immunomodulatory oligodendrocyte. Brain Res.

[33] Cahoy JD, Emery B, Kaushal A, Foo LC, Zamanian JL, Christopherson KS (2008). A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. J Neurosci.

[34] Mancino A, Termanini A, Barozzi I, Ghisletti S, Ostuni R, Prosperini E (2015). A dual cis-regulatory code links IRF8 to constitutive and inducible gene expression in macrophages. Genes Dev.

[35] Cardona AE, Li M, Liu L, Savarin C, Ransohoff RM (2008). Chemokines in and out of the central nervous system: much more than chemotaxis and inflammation. J Leukoc Biol.

[36] Espín-Palazón R, Traver D (2016). The NF-κB family: key players during embryonic development and HSC emergence. Exp Hematol.

[37] Chang Y, Ostling P, Akerfelt M, Trouillet D, Rallu M, Gitton Y (2006). Role of heat-shock factor 2 in cerebral cortex formation and as a regulator of p35 expression. Genes Dev.

[38] El Fatimy R, Miozzo F, Le Mouël A, Abane R, Schwendimann L, Sabéran-Djoneidi D (2014). Heat shock factor 2 is a stress-responsive mediator of neuronal migration defects in models of fetal alcohol syndrome. EMBO Mol Med.

[39] Gomez-Pastor R, Burchfiel ET, Thiele DJ (2018). Regulation of heat shock transcription factors and their roles in physiology and disease. Nat Rev Mol Cell Biol.

[40] Duchateau A, de Thonel A, El Fatimy R, Dubreuil V, Mezger V (2020). The « HSF connection »: Pleiotropic regulation and activities of Heat Shock Factors shape pathophysiological brain development. Neurosci Lett.

[41] Laguesse S, Creppe C, Nedialkova DD, Prévot PP, Borgs L, Huysseune S (2015). A dynamic unfolded protein response contributes to the control of cortical neurogenesis. Dev Cell.

[42] Moyon S, Dubessy AL, Aigrot MS, Trotter M, Huang JK, Dauphinot L (2015). Demyelination causes adult CNS progenitors to revert to an immature state and express immune cues that support their migration. J Neurosci.

[43] Wang L, Yang H, Zang C, Dong Y, Shang J, Chen J (2020). CXCR2 antagonism promotes oligodendrocyte precursor cell differentiation and enhances remyelination in a mouse model of multiple sclerosis. Neurobiol Dis.

[44] Jana M, Pahan K (2005). Redox regulation of cytokine-mediated inhibition of myelin gene expression in human primary oligodendrocytes. Free Radic Biol Med.

[45] Balabanov R, Strand K, Goswami R, McMahon E, Begolka W, Miller SD (2007). Interferon-gamma-oligodendrocyte interactions in the regulation of experimental autoimmune encephalomyelitis. J Neurosci.

[46] Kumar H, Lim JH, Kim IS, Choi DK (2015). Differential regulation of HIF-3α in LPS-induced BV-2 microglial cells: Comparison and characterization with HIF-1α. Brain Res.

[47] Cuomo F, Coppola A, Botti C, Maione C, Forte A, Scisciola L (2018). Pro-inflammatory cytokines activate hypoxia-inducible factor 3α via epigenetic changes in mesenchymal stromal/stem cells. Sci Rep.

[48] Grossel MJ, Hinds PW (2006). Beyond the cell cycle: a new role for Cdk6 in differentiation. J Cell Biochem.

[49] Grossel MJ, Hinds PW (2006). From cell cycle to differentiation: an expanding role for cdk6. Cell Cycle.

[50] Handschick K, Beuerlein K, Jurida L, Bartkuhn M, Müller H, Soelch J (2014). Cyclin-dependent kinase 6 is a chromatin-bound cofactor for NF-κB-dependent gene expression. Mol Cell.

[51] Sundar V, Vimal S, Sai Mithlesh MS, Dutta A, Tamizhselvi R, Manickam V (2021). Transcriptional cyclin-dependent kinases as the mediators of inflammation-a review. Gene.

[52] Schang AL, Van Steenwinckel J, Chevenne D, Alkmark M, Hagberg H, Gressens P (2014). Failure of thyroid hormone treatment to prevent inflammation-induced white matter injury in the immature brain. Brain Behav Immun.

[53] McCarthy KD, de Vellis J (1980). Preparation of separate astroglial and oligodendroglial cell cultures from rat cerebral tissue. J Cell Biol.

[54] Pansiot J, Pham H, Dalous J, Chevenne D, Colella M, Schwendimann L (2016). Glial response to 17β-estradiol in neonatal rats with excitotoxic brain injury. Exp Neurol.

[55] Jung M, Krämer E, Grzenkowski M, Tang K, Blakemore W, Aguzzi A (1995). Lines of murine oligodendroglial precursor cells immortalized by an activated neu tyrosine kinase show distinct degrees of interaction with axons in vitro and in vivo. Eur J Neurosci.

[56] Gobert RP, Joubert L, Curchod ML, Salvat C, Foucault I, Jorand-Lebrun C (2009). Convergent functional genomics of oligodendrocyte differentiation identifies multiple autoinhibitory signaling circuits. Mol Cell Biol.

[57] Fratangeli A, Parmigiani E, Fumagalli M, Lecca D, Benfante R, Passafaro M (2013). The regulated expression, intracellular trafficking, and membrane recycling of the P2Y-like receptor GPR17 in Oli-neu oligodendroglial cells. J Biol Chem.

[58] Chhor V, Le Charpentier T, Lebon S, Oré MV, Celador IL, Josserand J (2013). Characterization of phenotype markers and neuronotoxic potential of polarised primary microglia in vitro. Brain Behav Immun.

[59] Afgan E, Baker D, van den Beek M, Blankenberg D, Bouvier D, Čech M (2016). The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. Nucleic Acids Res.

[60] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[61] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[62] Hao Y, Hao S, Andersen-Nissen E, Mauck WM, Zheng S, Butler A (2021). Integrated analysis of multimodal single-cell data. Cell.

# Supplementary material for: Epigenetic priming of immune/inflammatory pathways activation and abnormal activity of cell cycle pathway in a perinatal model of white matter injury
**Source:** Cell Death Dis. 2022 Dec 13;13(12):1038. doi: 10.1038/s41419-022-05483-4
**Supplement:** Supplementary file 1 — Supplementary Figures

## SUPPLEMENTARY INFORMATION

Schang et al.,

“Epigenetic priming of immune/inflammatory pathway activation and abnormal activity of cell cycle pathways in a perinatal model of white matter injury”

Contains:

- **Supplementary Figures S1 to S5 and their legends** (pages 2-11)
- **List and Legends of Supplementary Tables S1 to S13 and of bioinformatics workflows** (pages 12-13)
- **Supplementary References** (page 13)

Figure S1

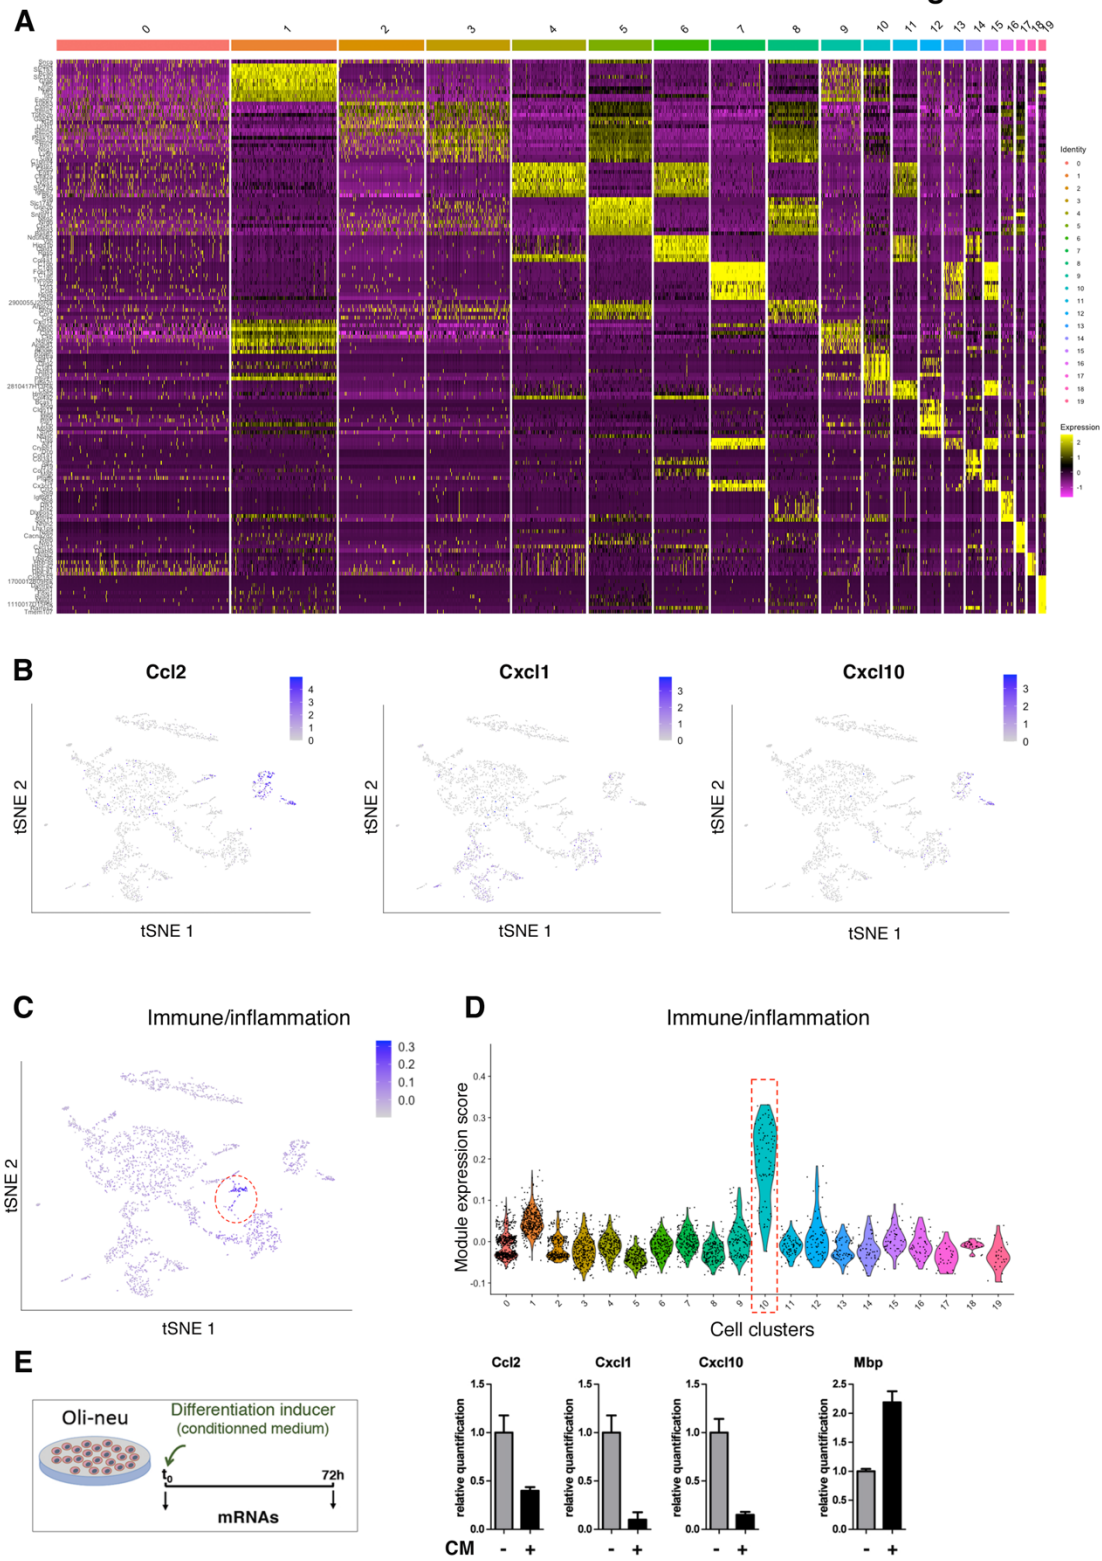

Figure S1. Single-cell analysis of whole cortices at P7 reveals (related to [Figures 3 B-D](#))  
(Continued next page)

**A Heatmap of the top 10 markers (differentially expressed genes) are plotted for each cluster.** Yellow: high expression level. Purple: low expression level. (log-normalized counts). (Cluster numbers and colors are the same as in [Figure 3B](#)).

**B The expression of some cytokine and chemokine genes (*Ccl2*, *Cxcl1*, and *Cxcl10*) are already downregulated** in P7 mouse cortices in the *Pdgfra*<sup>+</sup>/*Olig2*<sup>+</sup> cell cluster 10, as expected from our data at P10 ([Figure 2C,D](#)).

**C,D Genes, which belong to the TOP5 GO-terms of the gene cluster C1, show the highest expression in the *Pdgfra*<sup>+</sup>/*Olig2*<sup>+</sup> cells that correspond to cell cluster 10.** Same as in [Figure 3 \(C,D\)](#) but without the *Pdgfra* and *Gpr17* genes, markers of the oligodendrocyte precursor cells. Here, we verified that the presence of these genes in the list did not bias the result that cell cluster 10 shows the highest expression of a number of genes of the immune/inflammatory pathway listed in [Figure 3C](#), since by removing these genes, we find the same expression profiles. Cell cluster 10 corresponds to *Pdgfra*<sup>+</sup>/*Olig2*<sup>+</sup> cells, and therefore to *OPCs*, exhibits the highest gene expression levels, and is indicated by the red dotted circle in (C) and red rectangle in (D).

**E The oligodendroglial cell line Oli-neu recapitulates the constitutive expression of cytokine and chemokine gene at the immature state and its downregulation upon differentiation observed along the maturation time-course.** RT-qPCR analyses in the Oli-neu cell line before or after 72 hours of differentiation triggered by exposure (+) to conditioned medium (CM) from primary neuron culture (see [Materials and Methods](#) and [Figure 3E](#)).

Figure S2

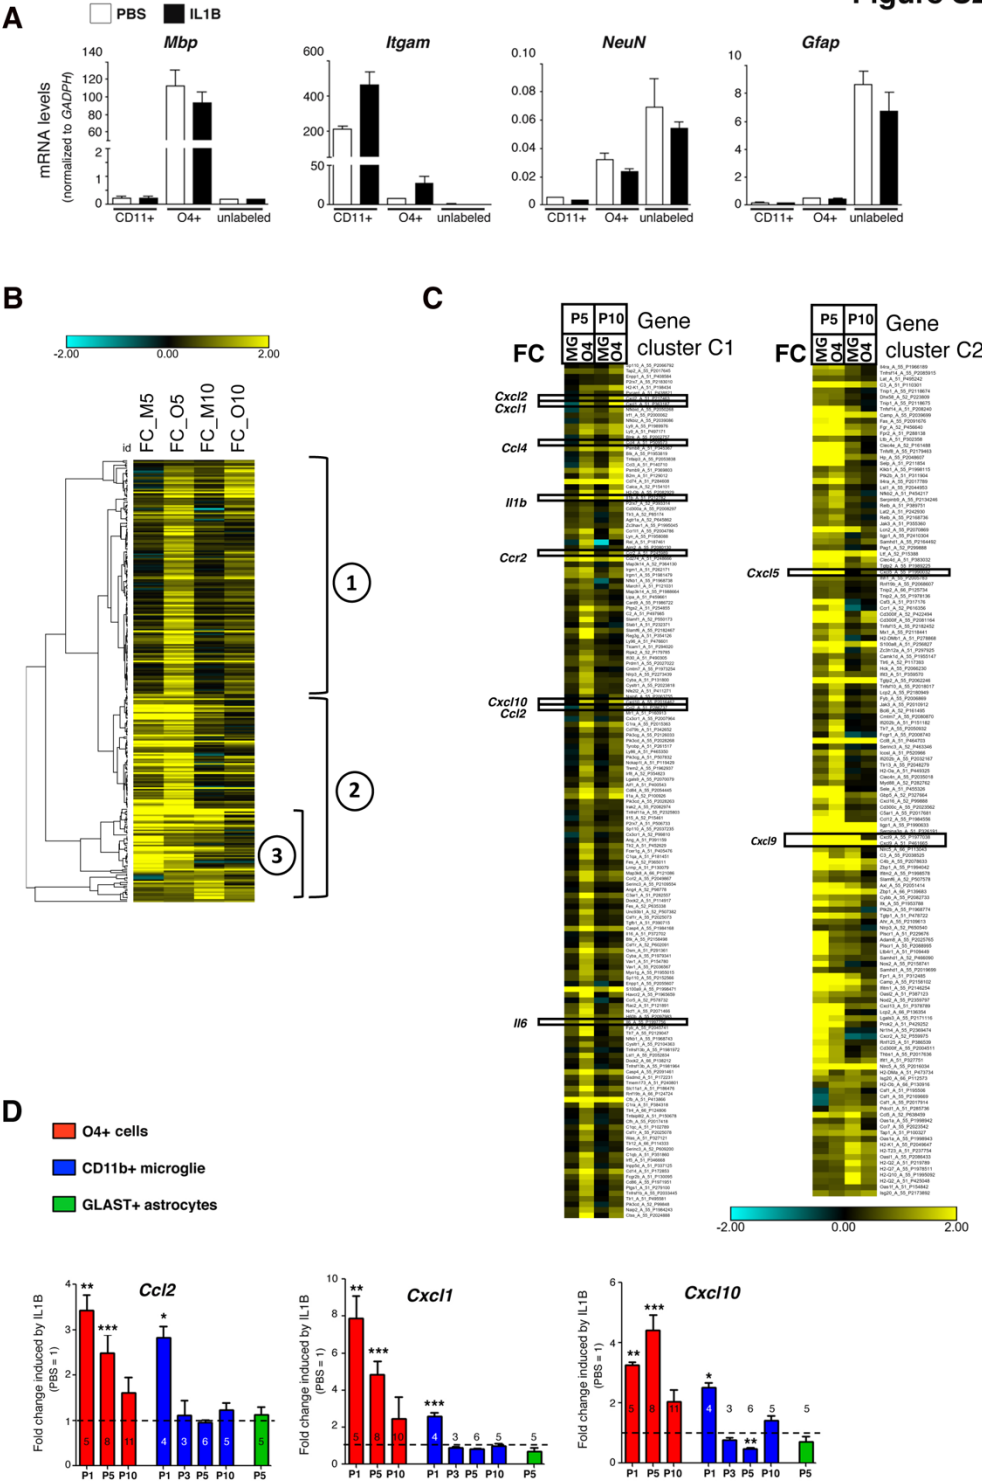

Figure S2. Assessment of the purity of the isolated O4+ cell population (related to Figure 4).

(Continued next page)

**Figure S2. Assessment of the purity of the isolated O4+ cell population** (related to [Figure 4](#)).

**A Quality assessment of the O4+ cell purification process** (relative to [Figure 1](#)) RT-qPCR experiments on the O4+ cells collected at P5, CD11B+ microglia (MG; (1); n=3 PBS samples and n=3 IL1B samples) and unlabeled cell populations, showing that, in contrast to MG (CD11B+) and astrocytes (unlabeled), the population of O4+ cells used in this study express the *Mbp* gene, whereas it exhibits very low mRNA levels of the microglia marker CD11 (encoded by the *Itgam* gene), the astrocyte marker *Gfap*, or of the neuronal marker *NeuN*. Note that *NeuN* is very lowly expressed, even in the unlabeled population, which mainly contains astrocytes, because neurons poorly survive this MACS protocol.

**B Isolated O4+ cells and isolated CD11B+ microglial cells exhibit distinct induction profiles of immune/inflammatory gene expression in response to neuroinflammation.** Heatmap comparison of the microarray data of the 262 upregulated genes of the immune/inflammatory pathway in isolated O4+ (top5, described in [Figure 2A,B](#)) with the corresponding genes in CD11B+ microglial cells (1). Notably, these data were produced from cells originating from the same brains, at the same timepoint (these O4+ and CD11B+ cell populations were sequentially isolated from the same animals at P5 or P10). Heatmap color scale of log2 [-2.0;+2.0]. In group 1, genes are markedly increased in O4+ cells and not MG at P5, and this profile is still observed at P10, although at a lesser extend for some probes. In group 2, genes are induced comparably in microglia and O4+ cells (and sometimes more in MG than in O4+ cells (group 3)).

**C Distinct perturbations in gene expression profiles in isolated O4+ cells and CD11B+ MG at P5 and P10, upon neuroinflammation.** Heat maps of the overall comparison of neuroinflammation-induced transcriptomic changes. (related to [Figure 4](#)). O4+ cells exhibit profiles of transcriptomic modifications globally very different from that of CD11B+ microglial cells (data by [Krishnan et al. \(1\)](#)). Examples of genes encoding cytokines and chemokines are pointed out by rectangles. Most of them are not upregulated in CD11B+ microglial cells at P5, in contrast to what happens in O4+ cells. Log2 Fold change ([-2.0; +2.0]; IL1B/PBS). M5 and M10: CD11b+ MACS- isolated microglia respectively, from P5 and P10 animals. O5: O4+ MACS isolated cells from P5 animals. O10: O4+ MACS isolated cells from P10 animals.

**D Unique signature for inflammatory gene expression in isolated O4+ cells, compared to CD11B+ microglia, and GLAST+ astrocytes.** Fold-change in the expression of genes of the immune and inflammatory pathways as detected by RT-qPCR analyses at different postnatal stages. mRNA levels are normalized to *Gapdh* for O4+ cells and astrocytes and *Rpl13* for microglia based on in-house reference gene testing. The numbers of independent experiments are indicated on each plot. \*, p < 0.05; \*\*, p < 0.01; \*\*\*, p < 0.001.

**Supplemental information related to Figure S2. The strong upregulation of genes belonging to the innate immune/inflammatory pathway (gene cluster C1) is not due to contamination of the O4+ isolated cell population by microglia.**

First, by performing RT-qPCR analyses, we demonstrated that these populations strongly expressed *Myelin binding protein (Mbp)* mRNAs, a marker of myelinating oligodendrocytes, whose transcription starts at the pre-myelinating stage, which is not the case of microglial (CD11B+) MACS-isolated fractions ([Figure S2A](#)). Conversely, the levels of the microglia marker mRNAs, CD11B (*Itgam*, *Integrin alpha M* gene) were almost undetectable in the O4+ cell population. These data show that the cell population isolated by our MACS-protocol is predominantly enriched with O4+ cells and exhibits, as expected, hallmarks of maturation arrest in response to neuroinflammation induced by intraperitoneal administration of IL1B (see also [Figure 1B](#)). Second, we ruled out that microglia (MG)

could account for the expression of genes of the immune/inflammatory pathways in our MACS-isolated O4+ cell populations. Indeed, we have previously published microarray analyses of the transcriptomic profiles in MG in this model of neuroinflammation, (CD11B+ MACS-isolated MG cells; (1); (2)). These CD11B+ cells were obtained from the same animals as the O4+ cell populations of this study, by sequential MACS-based isolation of O4+ cells and CD11B+ microglia cells. We thus compared the microarray gene expression profiles in the previously assessed CD11B+ cells to the list of 262 gene names of the C1 immune/inflammatory pathway cluster that we identified in O4+ cells (Figure 2A and Figure S2B; dataset from (1)). 

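For this comparison the list of 252 names was read in both cell types with 1 probe per gene, the one with the most signal over the 24 P5 arrays. The median log2 change with IL1B was 0.65 in CD11B+ cells at P5 and 0.30 at P10.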

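The IL1B response of each of the 252 genes held from the list was compared between O4+ and CD11B+ cells at P5 by limma's interaction term over 24 arrays normalized with all 48. It was larger in O4+ cells for 132 genes, smaller for 14 and not shown to differ for 106, with the p adjusted over all probes. With the p adjusted over the list alone, the numbers were 147 and 21, and the list was drawn from the same O4+ arrays. The number of genes with a smaller response in O4+ cells was 37 under the alternative background correction (normexp) and 8 with slide as a block. Over 300 probes with a steady level in CD11B+ cells and more than 3 (log2) above O4+ cells there, the same difference had a median of 0.92.

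**Figure D3:**
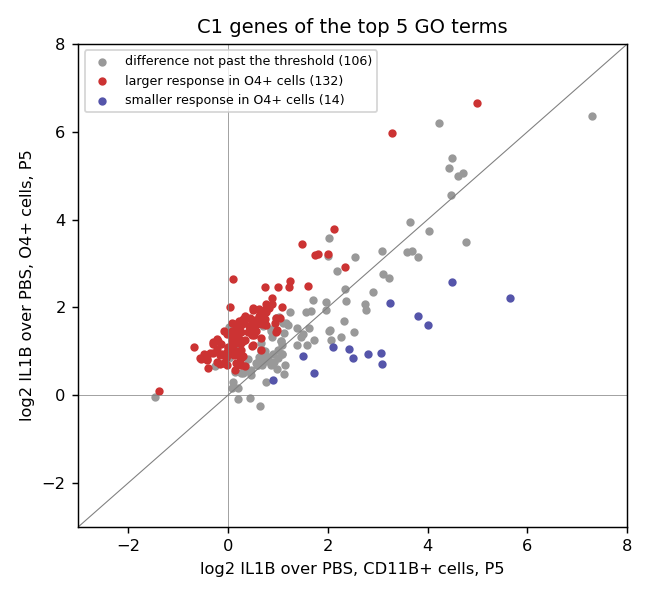
Log2 change with IL1B at P5 in CD11B+ cells (x axis) and in O4+ cells (y axis), 1 point per gene of the list, in red for the 132 with a larger response in O4+ cells, in blue for the 14 with a smaller one and in grey for the 106 not shown to differ. The red points lie where the change in O4+ cells exceeds that in CD11B+ cells.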

The gene expression profiles of O4+ cells and CD11B+ microglia populations exhibited remarkable differences in response to neuroinflammation, in terms of magnitude and direction of changes (Figure S4A,B). 

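Cxcl10 rose 3.02-fold with IL1B in O4+ cells at P5, from 11.29 ± 0.33 (log2, SD, n = 6) to 13.30 ± 0.60, a log2 change of 2.01 (standard error 0.26, adjusted p = 0.000383 from limma), and changed by 0.04 in CD11B+ cells (adjusted p = 0.831). The difference of the responses was 2.06 (adjusted p = 5.43e-05 from limma's interaction term). Another Cxcl10 probe changed by 0.57 in O4+ cells (adjusted p = 0.0559) and by -0.87 in CD11B+ cells. Cxcl1 rose 2.17-fold in O4+ cells to 10.77 ± 0.39 (log2 change 1.09, standard error 0.21, adjusted p = 0.00396 from limma) and changed by -0.69 in CD11B+ cells (adjusted p = 0.00159), a difference of 1.84 (adjusted p = 3.29e-05). Ccl2 rose 2.01-fold to 12.94 ± 0.49 (log2 change 0.95, standard error 0.25, adjusted p = 0.0229 from limma) and changed by -0.47 in CD11B+ cells (adjusted p = 0.0018), a difference of 1.43 (adjusted p = 0.00133). The difference was 1.89 for Il1b, 1.56 for Ccl4 and 0.93 for Cxcl2 (adjusted p = 5.79e-07, 2.2e-07 and 0.00594). The Ccl4 change in CD11B+ cells was -0.22, and 0.05 with arrays scaled to their 75th percentile. For Il6 (0.79, adjusted p = 0.131) and the brighter Cxcl9 probe (-0.49, adjusted p = 0.693) no difference between the cell types was shown. Cxcl5 and Ifng were above background on 4 and 0 of the 6 PBS O4+ arrays, and the sizes of their differences are not given.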

Notably, the upregulation of cytokine and chemokine transcripts of the C1 gene cluster was greatest at in O4+ cells than in microglia (Figure S2B,C). We confirmed these observations in independent O4+ cell and CD11B+ microglia samples, using by RT-qPCR (illustrated here for *Ccl2*, *Cxcl1* and *Cxcl10*; Figure S2D): whereas the expression of these genes peaked at P1 in microglia, it had already recovered at P5, reaching basal levels comparable to that of PBS samples. 

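At P10, Cxcl1 was 4.05-fold higher in IL1B than in PBS O4+ cells (log2 change 2.10, adjusted p = 0.00144 from limma), Cxcl10 2.76-fold (log2 change 1.45, adjusted p = 0.00663 from limma) and Ccl2 1.54-fold (log2 change 0.86, adjusted p = 0.0115 from limma), each over 6 arrays against 6.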

In marked contrast, their expression in O4+ cells remained elevated ((1); Figure S2B, gene cluster C1). In addition, induction of cytokine and chemokine mRNAs was not observed in astrocytes at P5 under neuroinflammation conditions (GLAST+ MACS isolation; Figure S2D). In conclusion, neither CD11B+ MG, nor GLAST+ astrocytes showed any increase in the expression of selected cytokines and chemokines at P5, in contrast to O4+ cells. Our results indicate that, in our microarray analyses, the upregulation of genes of the immune/inflammatory pathways in response to neuroinflammation cannot be attributed to contamination of O4+ cells by microglia, nor astrocytes.

Figure S3

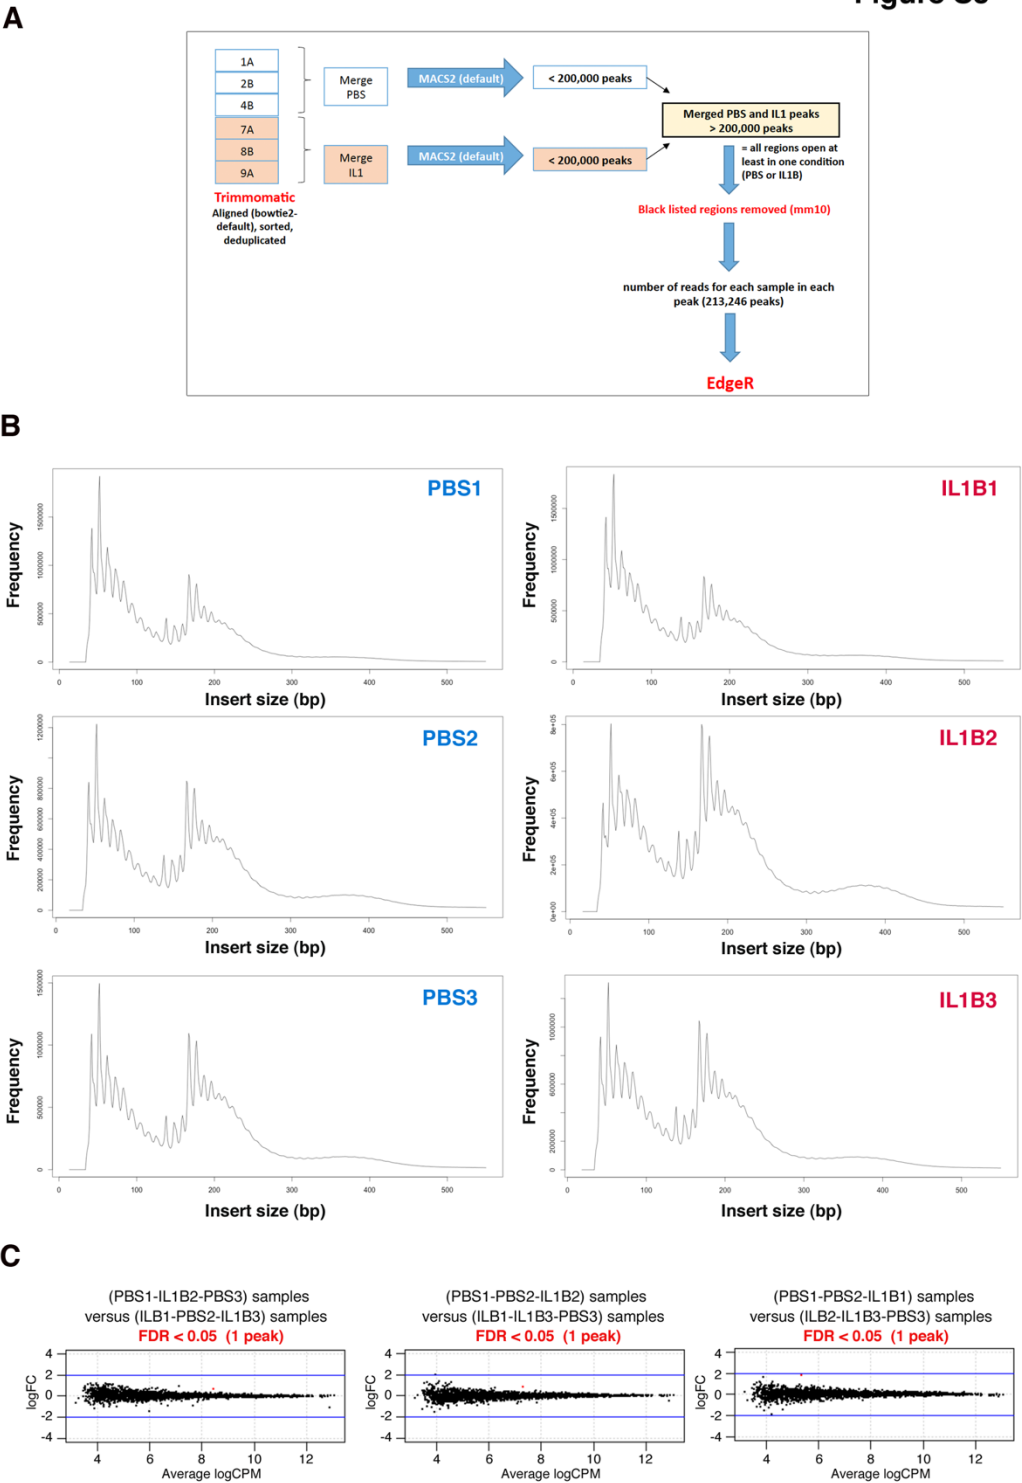

Figure S3. ATAC-Seq data quality control. (related to [Figure 5](#))

(Continued next page)

**Figure S3. ATAC-Seq data quality control.** (related to [Figure 5](#))

**A Schematic representation of the bioinformatics and statistics workflow used for the analysis of ATAC-Seq data**

**B Fragment-length distributions in ATAC-Seq samples.** Insert size distribution shows visible large periodicity of the nucleosome-free, mononucleosomal and dinucleosomal fragments, as well as the expected ~10.4bp periodicity, resulting from steric hindrance of the helical twist of the DNA on the nucleosome surface.

**C Control experiment for the ATAC-Seq analysis of the chromatin accessibility of the genes dysregulated by neuroinflammation in O4+ cells.** Scatter plots representing the dispersion (logfold change) as the number of tn5 cuts per million (logCPM), for each individual analyzed peak (across 3 PBS samples and 3 IL1B samples) with permuted sample labels, created by swapping of the two closest samples: PBS-1 samples and IL1B-1 samples. In red, peaks showing differential chromatin accessibility with FDR < 0.05. Mixing PBS-1 and IL1B-1 samples led to only 1 peak, confirming that differential peaks found with correct sample labels are not statistical artefacts.

Schang et al.

**Figure S4****A**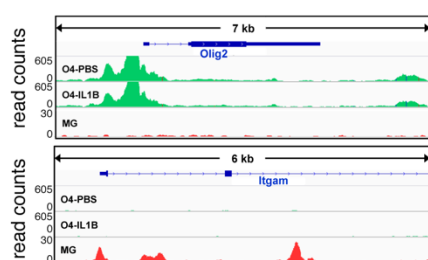**B**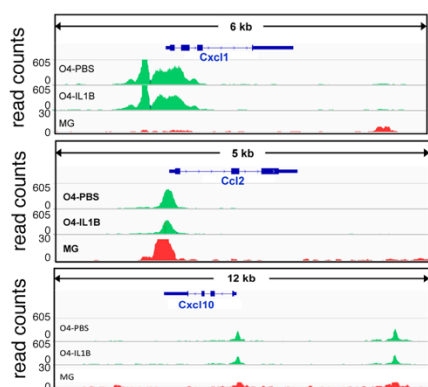**C**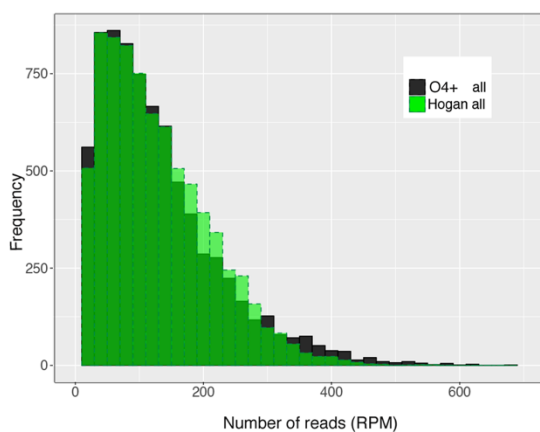

**Figure S4. Specific epigenetic priming of genes of the immune/inflammatory pathway in O4+ cells.**  
(related to [Figure 5](#))

(Continued next page)

**Figure S4. Specific epigenetic priming of genes of the immune/inflammatory pathway in O4+ cells.**  
(related to [Figure 5](#))

**A,B Distinct profiles of chromatin accessibility in genes specific for OPCs and MG.** Our O4+ cell ATAC-seq data, (green peaks; see [Figure 5](#)) were compared with ATAC-Seq data from microglia ((3) ; red peaks). Note that the peak profiles of *Cxcl1*, *Ccl2* or *Cxcl10* are also illustrated in [Figure 5E](#), but, in that case, separately showing PBS1-3 and IL1B 1-3 in O4+ samples, only.

**C Cross-species comparison confirms global similarities in the chromatin landscapes of HAEC and unstressed O4+ cell datasets** (related to [Figure 5F](#))

Read number distribution of peaks upon IL1B treatment in the HAEC and O4+ cell datasets. Reads were normalized for each set of peaks against the total number of reads present in the 7739 matched peaks and converted into RPM (read per million).

**Supplemental information related to Figure S4A,B. The open chromatin status of genes belonging to the innate immune/ inflammatory pathway (gene cluster C1) is not due to contamination by microglia.**

We verified that our ATAC-Seq results obtained from the O4+ isolated cell population were not due to contamination with microglia (MG). We first investigated the chromatin status of cytokine and chemokine genes in our MACS O4+ cell population, compared to microglia. i) *Itgam* is a gene that is specifically expressed in microglia and correlatively shows open chromatin conformation in this cell population; ([Figure S4A](#), red peaks (3)). In contrast, *Itgam* exhibited a close chromatin conformation either under control PBS conditions or upon IL1B treatment in the MACS-isolated O4+ cell population ([Figure S4A](#) lower panel, absence of green peaks). This indicates that the contribution of microglia to the O4+ isolated population – if any— was negligible. Note that, conversely, *Olig2*, which is expressed by O4+ cells at P5, was found in an open chromatin conformation in MACSed O4+ cells, but not in isolated microglia ([Figure S4A](#), green peaks in O4+ cells, but not in MG). ii) For cytokine and chemokine genes, we detected ATAC-Seq peaks with two different types profiles as illustrated in [Figure S4B](#). i) *Cxcl1* exhibited an open chromatin state in the MACS-isolated O4+ cells population, but not in isolated MG. This implies that microglia cannot be the major contributor to the synthesis of these molecules in the MACS-isolated O4+ cell population; ii) *Ccl2* or *Cxcl10* were found in an open conformation both in MACS-isolated O4+ cells and microglia. However, as stated above, considering that our examination of peaks in other genes like *Olig2*, *Itgam*, and *Cxcl1* excluded that contamination by microglia could account for the chromatin conformation profiles of the MACS-isolated O4+ cell population, the *Ccl2* or *Cxcl10* peaks, thus most likely corresponded to the chromatin status of MACS-isolated O4+ cells, and not of MG ([Figure S4B](#)). We thus concluded that contamination of MACS-isolated O4+ cells by microglia, if any, is only very minor in this study, as it is undetectable in our ATAC-Seq experiments.

Schang et al.

Figure S5

**A**

**UP**

| Rank | Motif         | Name                                                        | P-value  | log P-value | q-value (Benjamini) | # Target Sequences with Motif | % of Targets Sequences with Motif | # Background Sequences with Motif | % of Background Sequences with Motif |
|------|---------------|-------------------------------------------------------------|----------|-------------|---------------------|-------------------------------|-----------------------------------|-----------------------------------|--------------------------------------|
| 1    | AGTTTCAGTTTC  | ISRE(IRF)ThioMac-LPS-Expression(GSE23622)Homer              | 1.00E-11 | -2.571e+01  | 0.0000              | 72.0                          | 3.29%                             | 502.8                             | 1.32%                                |
| 2    | GAAAGTGAAGT   | IRF2(IRF)Erythroblasts-IRF2-ChIP-Seq(GSE36985)Homer         | 1.00E-09 | -2.133e+01  | 0.0000              | 109.0                         | 4.96%                             | 1002.9                            | 2.63%                                |
| 3    | GAAAGTGAAGT   | IRF1(IRF)PBMC-IRF1-ChIP-Seq(GSE43036)Homer                  | 1.00E-06 | -1.892e+01  | 0.0000              | 118.0                         | 5.39%                             | 1166.3                            | 3.06%                                |
| 4    | GGAAATTC      | NFkB-p65-Rel(RH)ThioMac-LPS-Expression(GSE23622)Homer       | 1.00E-04 | -1.076e+01  | 0.0021              | 57.0                          | 2.61%                             | 546.2                             | 1.43%                                |
| 5    | AAGAACAATGTTC | PGR(NR)EndoStromal-PGR-ChIP-Seq(GSE69539)Homer              | 1.00E-04 | -1.001e+01  | 0.0035              | 135.0                         | 6.17%                             | 1655.1                            | 4.34%                                |
| 6    | AGTGAAGCC     | IRF4(IRF)GM12878-IRF4-ChIP-Seq(GSE32465)Homer               | 1.00E-03 | -8.091e+00  | 0.0198              | 246.0                         | 11.24%                            | 3450.0                            | 9.06%                                |
| 7    | AGGGGATTC     | NFkB-p65(RH)GM12787-p65-ChIP-Seq(GSE19485)Homer             | 1.00E-03 | -7.672e+00  | 0.0258              | 349.0                         | 15.95%                            | 5127.7                            | 13.46%                               |
| 8    | AGAGGAAGTG    | PU.1(ETS)ThioMac-PU.1-ChIP-Seq(GSE21512)Homer               | 1.00E-03 | -7.299e+00  | 0.0327              | 346.0                         | 15.81%                            | 5107.0                            | 13.41%                               |
| 9    | AGGACAAATGTCT | GRE(NR)IR3A549-GR-ChIP-Seq(GSE32465)Homer                   | 1.00E-03 | -7.297e+00  | 0.0327              | 102.0                         | 4.66%                             | 1274.8                            | 3.35%                                |
| 10   | AAAGAGGAAGTG  | Sp1B(ETS)OCILY3-SP1B-ChIP-Seq(GSE56857)Homer                | 1.00E-03 | -7.060e+00  | 0.0332              | 174.0                         | 7.95%                             | 2381.8                            | 6.25%                                |
| 11   | ACTTTCCTTCT   | T1ISRE(IRF)ThioMac-Ithb-ExpressionHomer                     | 1.00E-02 | -5.778e+00  | 0.1089              | 12.0                          | 0.55%                             | 81.0                              | 0.21%                                |
| 12   | SATGAATCAATG  | Jun-AP1(bZIP)K562-cJun-ChIP-Seq(GSE31477)Homer              | 1.00E-02 | -5.586e+00  | 0.1209              | 129.0                         | 5.90%                             | 1764.0                            | 4.63%                                |
| 13   | TCTGTTTAC     | FOXP1(Forkhead)H9-FOXP1-ChIP-Seq(GSE31006)Homer             | 1.00E-02 | -5.484e+00  | 0.1236              | 199.0                         | 9.10%                             | 2874.6                            | 7.55%                                |
| 14   | GAATTCCTG     | ETV2(ETS)ES-ER1-ChIP-Seq(GSE59402)Homer(0.967)              | 1.00E-02 | -5.312e+00  | 0.1363              | 616.0                         | 28.15%                            | 9790.6                            | 25.70%                               |
| 15   | GGAAATGAAGT   | PU.1(IRF)(ETS)IRF1pDC-IRF1-ChIP-Seq(GSE66899)Homer          | 1.00E-02 | -5.274e+00  | 0.1363              | 128.0                         | 5.85%                             | 1766.9                            | 4.64%                                |
| 16   | GGGGGAATCCCC  | NFkB-p50,p52(RH)Monocyte-p50-ChIP-Seq(Schreiber_et_al)Homer | 1.00E-02 | -5.184e+00  | 0.1363              | 126.0                         | 5.76%                             | 1740.2                            | 4.57%                                |
| 17   | SAGAACAATGTCT | GRE(NR)IR3RAW264.7-GRE-ChIP-Seq(Unpublished)Homer           | 1.00E-02 | -4.809e+00  | 0.1857              | 147.0                         | 6.72%                             | 2093.4                            | 5.50%                                |
| 18   | AGGACAAATGTCT | ARE(NR)LCAP-AR-ChIP-Seq(GSE27824)Homer                      | 1.00E-02 | -4.777e+00  | 0.1857              | 170.0                         | 7.77%                             | 2461.1                            | 6.46%                                |

**B**

**ALL**

| Rank | Motif         | Name                                                        | P-value  | log P-value | q-value (Benjamini) | # Target Sequences with Motif | % of Targets Sequences with Motif | # Background Sequences with Motif | % of Background Sequences with Motif |
|------|---------------|-------------------------------------------------------------|----------|-------------|---------------------|-------------------------------|-----------------------------------|-----------------------------------|--------------------------------------|
| 1    | AGTTTCAGTTTC  | ISRE(IRF)ThioMac-LPS-Expression(GSE23622)Homer              | 1.00E-08 | -1.915e+01  | 0.0000              | 83.0                          | 2.67%                             | 492.7                             | 1.33%                                |
| 2    | GAAAGTGAAGT   | IRF1(IRF)PBMC-IRF1-ChIP-Seq(GSE43036)Homer                  | 1.00E-06 | -1.452e+01  | 0.0001              | 147.0                         | 4.73%                             | 1148.0                            | 3.09%                                |
| 3    | GAAAGTGAAGT   | IRF2(IRF)Erythroblasts-IRF2-ChIP-Seq(GSE36985)Homer         | 1.00E-05 | -1.343e+01  | 0.0002              | 129.0                         | 4.15%                             | 996.4                             | 2.68%                                |
| 4    | GGAAATTC      | NFkB-p65-Rel(RH)ThioMac-LPS-Expression(GSE23622)Homer       | 1.00E-04 | -9.613e+00  | 0.0065              | 73.0                          | 2.35%                             | 538.6                             | 1.45%                                |
| 5    | AAGAACAATGTTC | PGR(NR)EndoStromal-PGR-ChIP-Seq(GSE69539)Homer              | 1.00E-03 | -7.792e+00  | 0.0320              | 174.0                         | 5.60%                             | 1604.2                            | 4.31%                                |
| 6    | AGGGGATTC     | NFkB-p65(RH)GM12787-p65-ChIP-Seq(GSE19485)Homer             | 1.00E-02 | -5.940e+00  | 0.1698              | 481.0                         | 15.47%                            | 5097.2                            | 13.71%                               |
| 7    | SAGAACAATGTCT | GRE(NR)IR3A549-GR-ChIP-Seq(GSE32465)Homer                   | 1.00E-02 | -5.585e+00  | 0.2075              | 133.0                         | 4.28%                             | 1252.3                            | 3.37%                                |
| 8    | GGGGGAATCCCC  | NFkB-p50,p52(RH)Monocyte-p50-ChIP-Seq(Schreiber_et_al)Homer | 1.00E-02 | -5.013e+00  | 0.3219              | 178.0                         | 5.73%                             | 1763.5                            | 4.74%                                |
| 9    | AAAGAGGAAGTG  | Sp1B(ETS)OCILY3-SP1B-ChIP-Seq(GSE56857)Homer                | 1.00E-02 | -4.708e+00  | 0.3880              | 230.0                         | 7.40%                             | 2353.2                            | 6.33%                                |

**Figure S5. TFBS motifs identified in significant ATAC-seq peaks in the vicinity of TSS (+/-8 kb), adjacent to upregulated genes (UP; A) and all differentially regulated genes (ALL; B), using HOMER known motifs. (related to Figure 6)**

## LIST AND LEGENDS OF TABLES AND OF SUPPLEMENTAL MATERIAL

### Table S1. List of differentially expressed genes per relevant gene cluster.

List of the differentially expressed genes from the microarray analysis of Agilent microarray probes for each cluster. The corresponding Refseq gene ID is indicated.

### Table S2. GO-term Biological Pathway analysis of the genes belonging to Cluster C1.

GO-term Biological Pathway enrichment analysis was performed using David6.8 on C1 cluster from the in the top 5 most statistically significant pathways from the microarray analysis ([Table S1](#)).

### Table S3. Single-cell analysis performed from data obtained from mouse cortices at P7, published by [Jin et al. \(4\)](#).

### Table S4. Alignment statistics of ATAC-seq.

The alignment statistics of the samples is in line with what is expected from ATAC-Seq samples. Losing in the region of 10% of reads to mitochondrial alignment is normal for this type of data.

### Table S5. Coordinates of the 213,246 peaks (mm10) detected in PBS and/or IL1B samples

MACS2 peak calling was run separately on PBS and IL1B pooled samples (n=3/group). The two resulting peak files (almost 200,000 peaks in each condition) were merged and the mm10 blacklist removed, leading to a list of 213,246 peaks detected in at least one condition (mm10 coordinates).

### Table S6. List and annotation of the 524 differentially accessible peaks

Reads were counted in each of the 213,246 peaks ([Table S2](#)) for each sample individually (3 PBS and 3 IL1B samples). Comparison and statistical analysis with EdgeR (exact test and FDR by Benjamini-Hochberg method) identified 524 peaks with differential accessibility (FDR<0.05). Peaks were annotated using HOMER annotatePeaks.

### Table S7. Among the 27 regions, located within +/- 8kb around TSS, that are associated differential opening and closing of chromatin conformation (highlighted in yellow in the list), 19 were involved in the immune system and inflammatory response pathways (in red). We found 1250 UP genes associated to 2466 peaks.

### Table S8. Hogan (HAECS) (list of human gene names and the corresponding orthologue genes in mice, that have been used for the cross-species comparison.

### Table S9. ATAC-Seq peaks associated with upregulated genes and revealing the existence of paired TFBS motifs

### Table S10. GO-term Biological Pathway analysis of the genes belonging to Cluster C2.

### Table S11. GO-term Biological Pathway analysis of the genes belonging to Cluster C3.

### Table S12. GO-term Biological Pathway analysis of the genes belonging to Cluster C4.

### Table S13: List of the RT-qPCR primers

**Jupyter notebook: ATAC-seq workflow**

Detailed and explained bioinformatics workflow used for the analysis of ATAC-seq dataset.

**RMarkdown workflow for GSE157977\_scRNA\_ctrl**

Detailed and explained bioinformatics

---

**Supplementary references**

1. Krishnan ML, Van Steenwinckel J, Schang AL, Yan J, Arnadottir J, Le Charpentier T, et al. Integrative genomics of microglia implicates DLG4 (PSD95) in the white matter development of preterm infants. *Nat Commun.* déc 2017;8(1):428.
2. Van Steenwinckel J, Schang AL, Krishnan ML, Degos V, Delahaye-Duriez A, Bokobza C, et al. Decreased microglial Wnt/ $\beta$ -catenin signalling drives microglial pro-inflammatory activation in the developing brain. *Brain.* 1 déc 2019;142(12):3806-33.
3. Matcovitch-Natan O, Winter DR, Giladi A, Vargas Aguilar S, Spinrad A, Sarrazin S, et al. Microglia development follows a stepwise program to regulate brain homeostasis. *Science.* 19 août 2016;353(6301):aad8670.
4. Jin X, Simmons SK, Guo A, Shetty AS, Ko M, Nguyen L, et al. In vivo Perturb-Seq reveals neuronal and glial abnormalities associated with autism risk genes. *Science.* 27 nov 2020;370(6520):eaaz6063.

# Supplementary material for: Epigenetic priming of immune/inflammatory pathways activation and abnormal activity of cell cycle pathway in a perinatal model of white matter injury
**Source:** Cell Death Dis. 2022 Dec 13;13(12):1038. doi: 10.1038/s41419-022-05483-4
**Supplement:** Supplementary file 5 — Table S4

## **Table S4. Alignment Statistics of ATAC-Seq data**

| Paired |  | **PBS1** | | **PBS2** | | **PBS3** | | **IL1B1** | | **IL1B2** | | **IL1B3** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Total Reads** |  | 73 686 516 | | 67 049 336 | | 79 305 947 | | 74 117 441 | | 61 622 256 | | 76 360 806 | |
|  |  |  | |  | |  | |  | |  | |  | |
| **Removing Mitochondria** | **Remaining Reads** | 66 505 362 | | 60 228 153 | | 71 141 195 | | 66 632 160 | | 55 217 126 | | 66 962 284 | |
|  | **% of Total Removed** | 9.75% | | 10.17% | | 10.30% | | 10.10% | | 10.39% | | 12.31% | |
|  |  |  | |  | |  | |  | |  | |  | |
| **% Reads Remaining to Align to Nuclear** |  | 90.25% | | 89.83% | | 89.70% | | 89.90% | | 89.61% | | 87.69% | |
| **Nuclear Only** | **Con 1 time only** | 57 751 458 | | 52 192 349 | | 62 471 914 | | 56 958 297 | | 47 542 920 | | 58 362 195 | |
|  | **Con >1 time** | 340 054 | | 325 951 | | 371 952 | | 348 211 | | 320 270 | | 351 148 | |
|  | **Discon 1 time** | 47 160 | | 34 979 | | 42 034 | | 43 352 | | 31 631 | | 39 905 | |
|  | **Without mates 1** | 541 607 | | 526 165 | | 592 143 | | 522 936 | | 491 098 | | 569 201 | |
|  | **Without mates >1** | 340 054 | | 325 951 | | 371 952 | | 348 211 | | 320 270 | | 351 148 | |
|  | ***Total All Alignments*** | *59 020 333* | | *53 405 395* | | *63 849 995* | | *58 221 007* | | *48 706 189* | | *59 673 597* | |
|  |  |  | |  | |  | |  | |  | |  | |
|  | **% of total reads** | 80.10% | | 79.65% | | 80.51% | | 78.55% | | 79.04% | | 78.15% | |
|  |  |  | |  | |  | |  | |  | |  | |
|  |  |  | |  | |  | |  | |  | |  | |
| **Nuclear Reads Mapping 1 time only** | | 58 340 225 | 52 753 493 | | 63 106 091 | | 57 524 585 | | 48 065 649 | | 58 971 301 | |  |
|  |  |  | |  | |  | |  | |  | |  | |
| **% of Total Reads Mapping to nucleus 1 time only** | | 79.17% | 78.68% | | 79.57% | | 77.61% | | 78.00% | | 77.23% | |  |

The alignment statistics of the samples is in line with what are expected from ATAC-seq samples. Losing in the region of 10% of reads to mitochondrial alignment is usual for this type of data.

# Supplementary material for: Epigenetic priming of immune/inflammatory pathways activation and abnormal activity of cell cycle pathway in a perinatal model of white matter injury
**Source:** Cell Death Dis. 2022 Dec 13;13(12):1038. doi: 10.1038/s41419-022-05483-4
**Supplement:** Supplementary file 14 — Table S13

|                            | Forward                | Reverse                |
|----------------------------|------------------------|------------------------|
| <b><i>Ccl2</i></b>         | CATCCACGTGTTGGCTCA     | TCATTGGGATCATCTTGCTG   |
| <b><i>Ccl3</i></b>         | TTTTGAAACCAGCAGCCTTT   | CTGCCTCCAAGACTCTCAGG   |
| <b><i>Ccl4</i></b>         | CCCACTTCCTGCTGTTTCTC   | GTCTGCCTCTTTTGGTCAGG   |
| <b><i>Ccl5</i></b>         | GTGCCCACGTCAAGGAGTAT   | CCCACTTCTTCTCTGGGTTG   |
| <b><i>Ccr1</i></b>         | AGGCCCAGAAACAAAGTCTG   | TTGTGGGGTAGGCTTCTGTG   |
| <b><i>Ccr2</i></b>         | GCCAGGACAGTTACCTTTGG   | TTCTGGTAGAGAGGCAAACA   |
| <b><i>Cnp</i></b>          | AGACAGCGTGGCGACTAGACT  | GGGCTTCAGCTTCTTCAGGT   |
| <b><i>Cxcl1</i></b>        | GCACCCAAACCGAAGTCATA   | AGGTGCCATCAGAGCAGTCT   |
| <b><i>Cxcl10</i></b>       | GCTGCAACTGCATCCATATC   | GGATTCAGACATCTCTGCTCAT |
| <b><i>Cxcl12</i></b>       | AGAGCCAACGTCAAGCATCT   | TAATTTCGGGTCAATGCACA   |
| <b><i>Cxcl13</i></b>       | GGAGAGCGACACAGCAGAAC   | ACCACCTCTCCCATGTCATC   |
| <b><i>Cxcl16</i></b>       | GGAGAGCGACACAGCAGAAC   | ACCACCTCTCCCATGTCATC   |
| <b><i>Cxcl2</i></b>        | CAAGGGCGGTCAAAAAGTT    | TCCAGGTCAGTTAGCCTTGC   |
| <b><i>Cxcl9</i></b>        | ACGGAGATCAAACCTGCCTA   | TTTCCCCCTCTTTTGCTTTT   |
| <b><i>Gapdh</i></b>        | GGCCTTCCGTGTTCCCTAC    | TGTCATCATACTTGGCAGGTT  |
| <b><i>Gfap</i></b>         | AAGCCAAGCACGAAGCTAAC   | CTCCTGGTAAGTGGCCGACT   |
| <b><i>Id2</i></b>          | CTGGACTCGCATCCCACTAT   | CGACATAAGCTCAGAAGGGAAT |
| <b><i>Il1a</i></b>         | GACGGCTGAGTTTCAGTGAG   | TAAGGTGCTGATCTGGGTTG   |
| <b><i>Il1b</i></b>         | GGGCCTCAAAGGAAAGATTC   | TCTTCTTTGGGTATTGCTTGG  |
| <b><i>Il1r1</i></b>        | CAAGCTGTTTATTTATGGAAGG | ATCAGCCTCCTGCTTTTCTTT  |
| <b><i>Il1r2</i></b>        | TAAATGTGTTGCCTCGAATCC  | CTCCAGGAGAACGTGGAAGA   |
| <b><i>Il6</i></b>          | CAAAGCCAGAGTCCTTCAGA   | GCCACTCCTTCTGTGACTCC   |
| <b><i>Il6ra</i></b>        | CGTTTGGGTTGCTTCTCTGT   | GTGGAGGAGAGGTCGTCTTG   |
| <b><i>Itgam</i></b>        | CTGGTGCTCTTGCTCTCAT    | GGCAGCTTCATTCATCATGT   |
| <b><i>Mbp</i></b>          | CCGGACCCAAGATGAAAAC    | CTTGGGATGGAGGTGGTGT    |
| <b><i>Mog</i></b>          | AAGAGGCAGCAATGGAGTTG   | GACCTGCAGGAGGATCGTAG   |
| <b><i>Pdgfra</i></b>       | GACGTTCAAGACCAGCGAGTT  | CAGTCTGGCGTGCGTCC      |
| <b><i>Rbfox3(NeuN)</i></b> | CAGATATGCTCAGCCAGCAG   | CGATGCTGTAGGTGCTGTG    |
| <b><i>Rpl13a</i></b>       | ACAGCCACTCTGGAGGAGAA   | GAGTCCGTTGGTCTTGAGGA   |

# Supplementary material for: Epigenetic priming of immune/inflammatory pathways activation and abnormal activity of cell cycle pathway in a perinatal model of white matter injury
**Source:** Cell Death Dis. 2022 Dec 13;13(12):1038. doi: 10.1038/s41419-022-05483-4
**Supplement:** Supplementary file 15 — ATAC-seq workflow

# ATACseq workflow

## Trimming

The fastq file were trimmed using Trimmomatic v0.33 to remove any adapter sequences in the reads caused by read through associated with DNA fragments shorter in size than the read length being sequenced. Trimmomatic software were downloaded and installed from <http://www.usadellab.org/cms/index.php?page=trimmomatic> (<http://www.usadellab.org/cms/index.php?page=trimmomatic>).

In [ ]:

```
java-jar path/Trimmomatic-0.33/trimmomatic-0.33.jar PE-threads 12 reads_path/A_1.fastq.gz reads_path/A_2.fastq.gz trimmed_files/A_1_tr.fastq trimmed_files/A_1_tr_unpaired.fastq trimmed_files/A_2_tr.fastq trimmed_files/A_2_tr_unpaired.fastq ILLUMINACLIP:NexteraPE-PE.fa:2:30:10:1:true TRAILING:3 SLIDINGWINDOW:4:15
```

## Quality control and compression of the unpaired reads

In [ ]:

```
FastQC/fastqc -o output_directory path_to_data/input_file_name
```

In [ ]:

```
gzip A_1_tr_unpaired.fastq A_2_tr_unpaired.fastq
```

## Alignment

In order to align reads to each cellular compartment it is necessary to build an index for each compartment, and then only the reads from the compartment of interest are saved.

*Build command* within Bowtie 2 is ran to create an index for the mitochondria and for the nucleus

In [ ]:

```
path_to_bowtie2/bowtie2-build -f chrM.fa species_vn_chrM
path_to_bowtie2/bowtie2-build -f chr1.fa, chr2.fa, ..., chrLast.fa mouse_vn_chrN
```

Mitochondrial DNA is removed

In [ ]:

```
path_to_bowtie2/bowtie2 -p 12 -X 2000 --very-sensitive -x mouse_vn_chrM -1 trimmed_file s /A_1_tr.fastq.gz -2 trimmed_files /A_2_tr.fastq.gz -S temp_files/A_tempM.sam --un-con c temp_files/A_noM_fastq
```

The temporary file containing the aligned Mitochondrial read is deleted and the resulting Fastq file is compressed

In [ ]:

```
rm temp_files/A_tempM.sam
gzip temp_files/A_noM_fastq.1 temp_files/A_noM_fastq.2
```

The cleaned fastq files is used as the input to map the remaining reads to the nuclear mouse genome

The Bowtie2 log for the alignment is saved to track the number of reads that aligns to each cellular compartment and then the temporary Fastq file is deleted, the sam file generated is converted into a bam file and the SAM file is deleted if it is no longer required.

In [ ]:

```
path_to_bowtie2/bowtie2 -p 12 -X 2000 --very-sensitive -x mouses_vn_chrN -1 temp_files/
A_Nuclear_fastq.1.gz -2 temp_files/A_Nuclear_fastq.2.gz -S aligned/ A_Nuclear sam
rm temp_files/A_Nuclear_fastq.*.gz
samtools-1.2/samtools view -b -S path_to_file/A_alignedX.sam -o 10 path_to_file/A_align
edX_unsorted.bam
rm path_to_file/A_alignedX.sam
```

The aligned reads BAM file is sorted and indexed, the **unsorted** BAM file is deleted if it is no longer required.

In [ ]:

```
samtools-1.2/samtools sort path_to_file/A_alignedX_unsorted.bam path_to_file/ A_aligned
X.bam
rm path_to_file/A_alignedX_unsorted.bam
samtools-1.2/samtools index path_to_file/A_alignedX.bam
```

Calculation of BAM flag distribution by using Samtools (*Use Table 2 of Kate's paper as a template to translate the BAM flag codes into a format that is easier to interpret*) and visualise

In [ ]:

```
path_to_samtools/samtools-1.2/samtools view path_to_file/A_alignedX.bam | awk '{print
$2}' | sort -n | uniq -c | sed 's/^ *//g' > path_to_output/A_alignedX_bamflags.txt
```

## Quality control

Creation of the MAPQ Score distribution by using Samtools

In [ ]:

```
path_to_samtools/samtools-1.2/samtools view -f2 path_to_file/aligned_reads.bam | awk
'{print $5}' | sort -n | uniq -c | sed 's/^ *//g' > path_to_output/A_alignedX_mapq.txt
```

Calculation of the insert size distribution for high quality, properly mapped reads for visualisaion

In [ ]:

```
samtools-1.2/samtools view -f2 -q22 path_to_file/A_alignedX.bam | cut -f 9 | sed 's/^-//' | sort -n | uniq -c > path_to_output/A_alignedX_is_summary.txt
```

Creation of a BAM file that contains the high quality, properly mapped reads only

In [ ]:

```
samtools-1.2/samtools view -f2 -q22 path_to_file/aligned_reads.bam > path_to_output/A_alignedX_filter.bam
```

New FastQC in order to verify the improvement

In [ ]:

```
FastQC/fastqc -o output_directory path_to_data/input_file_name
```

## Merging files

Files were merged

Control sample files (1A,2B,4B) are merged and named : mergeCtrl\_Trim.bam

IL1 treated sample files (7A,9A,8B) are merged and named : mergeIL1\_Trim.bam

In [ ]:

```
samtools merge mergeCtrl_Trim.bam eg1ATrim_sorted_deduplicated.bam eg2BTrim_sorted_deduplicated.bam eg4BTrim_sorted_deduplicated.bam
samtools merge mergeIL1_Trim.bam eg7ATrim_sorted_deduplicated.bam eg8BTrim_sorted_deduplicated.bam eg9ATrim_sorted_deduplicated.bam
```

## Peak calling with MACS2 for the 2 series

In [ ]:

```
macs2 callpeak -t mergeCtrl_Trim.bam -f BAM -g 1.87e9 -q 0.05 -n mergeCtrl_Trim.bed
macs2 callpeak -t mergeIL1_Trim.bam -f BAM -g 1.87e9 -q 0.05 -n mergeIL1_Trim.bed
```

the 2 bedfiles are combined in a text file (named Ctrl\_IL1\_Trim\_peaks.txt) the output file is named Ctrl\_IL1\_Trim\_peaks.bed

In [ ]:

```
bedtools merge -i Ctrl_IL1_Trim_peaks.txt > Ctrl_IL1_Trim_peaks.bed
```

## blacklisted peaks are removed using bedtools subtractbed

BLACKLIST="<http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse/mm10.blacklist.bed.gz> (<http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse/mm10.blacklist.bed.gz>)" the output file is named Ctrl\_IL1\_Trim\_BL.bed

In [ ]:

```
subtractBed -A -a Ctrl_IL1_Trim_peaks.bed -b blacklist
```

in order to determine the number of reads in each sample per peak we used Bedtools coverage

In [ ]:

```
bedtools coverage -a Ctrl_IL1_Trim_BL.bed -b eg1ATrim_sorted_deduplicated.bam -counts > cov_1A.bed
bedtools coverage -a Ctrl_IL1_Trim_BL.bed -b eg2BTrim_sorted_deduplicated.bam -counts > cov_2B.bed
bedtools coverage -a Ctrl_IL1_Trim_BL.bed -b eg4BTrim_sorted_deduplicated.bam -counts > cov_4B.bed
bedtools coverage -a Ctrl_IL1_Trim_BL.bed -b eg7ATrim_sorted_deduplicated.bam -counts > cov_7A.bed
bedtools coverage -a Ctrl_IL1_Trim_BL.bed -b eg8BTrim_sorted_deduplicated.bam -counts > cov_8B.bed
bedtools coverage -a Ctrl_IL1_Trim_BL.bed -b eg9ATrim_sorted_deduplicated.bam -counts > cov_9A.bed
```

## number of reads are normalized to the library size and combined in a text file named Count-peaks-all-norm.txt

## the analysis is done using edgeR package

In [ ]:

```
library(edgeR)
x<-read.delim("E:/Count-peaks-all-norm.txt")
group <- factor(c(1,1,1,2,2,2))
y <- DGEList(counts=x[,2:7],group=group)
y <- calcNormFactors(y)
y$samples
y <- estimateCommonDisp(y)
sqrt(y$common.disp)
plotBCV(y)
plotMDS(y, method="bcv")
y <- estimateTagwiseDisp(y)
et <- exactTest(y)
topTags(et)
Z=summary(de <- decideTestsDGE(et, p=0.05, adjust="BH"))
detags <- rownames(y)[as.logical(de)]
plotSmear(et, ylim=c(-6,6), de.tags=detags)
abline(h = c(-2, 2), col = "blue")
et.df = as.data.frame(do.call(rbind, et))
write.table(et.df,"results",quote=FALSE,row.names=TRUE,sep="\t")
```

# Supplementary material for: Epigenetic priming of immune/inflammatory pathways activation and abnormal activity of cell cycle pathway in a perinatal model of white matter injury
**Source:** Cell Death Dis. 2022 Dec 13;13(12):1038. doi: 10.1038/s41419-022-05483-4
**Supplement:** Supplementary file 16 — RMarkDown workflow for scAnalysis fig3&S3

GSE157977\_scRNA\_ctrl

# GSE157977\_scRNA\_ctrl

```
knitr::opts_chunk$set(
  tidy = TRUE,
  tidy.opts = list(width.cutoff = 95),
  message = FALSE,
  warning = FALSE,
  time_it = TRUE
)
```

```
# install.packages('hdf5r')

# load R packages
library(dplyr)
library(Seurat)
library(ggplot2)
```

#### Read data

```
# Load the datasets
control <- Read10X_h5(paste0(data_path, "GSM4782559_UMI.counts.GFP.h5"), use.names = T)
```

# Seurat

### Create Seurat object

```
control.data <- CreateSeuratObject(control, project = "control", min.cells = 3, min.features = 200)

rm(control)
```

#### Calculate mitochondrial proportion

```
head(control.data@meta.data)
```

```
##                    orig.ident nCount_RNA nFeature_RNA
## AAACCTGAGGCTACGA-1    control      33102         6228
## AAACCTGAGGCTATCT-1    control       6492         2257
## AAACCTGAGGGTATCG-1    control       2832          781
## AAACCTGAGTGTCCCG-1    control      27921         5649
## AAACCTGCAGAGCCAA-1    control       2980         1367
## AAACCTGCATGTAAGA-1    control       1539          465
```

```
control.data[["percent.mt"]] <- PercentageFeatureSet(control.data, pattern = "^mt-")
```

```
# Visualize QC metrics as a violin plot
VlnPlot(control.data, features = c("nFeature_RNA", "nCount_RNA", "percent.mt"), ncol = 3)
```

```
QC.plot1 <- FeatureScatter(control.data, feature1 = "nCount_RNA", feature2 = "percent.mt")
QC.plot2 <- FeatureScatter(control.data, feature1 = "nCount_RNA", feature2 = "nFeature_RNA")
QC.plot1 + QC.plot2
```

```
control.data <- subset(control.data, subset = nFeature_RNA > 200 & nFeature_RNA < 9000 & percent.mt <
    15)
```

# Normalizing the data

```
# Normalise the data by total features per cell

control.data <- NormalizeData(control.data, normalization.method = "LogNormalize", scale.factor = 10000)
```

# Identification of highly variable features (feature selection)

```
control.data <- FindVariableFeatures(control.data, selection.method = "vst", nfeatures = 2000)

# Identify the 10 most highly variable genes
top10 <- head(VariableFeatures(control.data), 10)

# Plot variable features with and without labels
VF.plot1 <- VariableFeaturePlot(control.data)
VF.plot2 <- LabelPoints(plot = VF.plot1, points = top10, repel = TRUE)
VF.plot1 + VF.plot2
```

---

# Scaling the data

```
# scale data and remove unwanted sources of variation

control.data <- ScaleData(control.data, vars.to.regress = "percent.mt")
```

---

# Perform linear dimensional reduction

```
control.data <- RunPCA(control.data, features = VariableFeatures(object = control.data))
```

```
# Examine and visualize PCA results a few different ways
print(control.data[["pca"]], dims = 1:5, nfeatures = 5)
```

```
## PC_ 1 
## Positive:  Syp, Grin2b, Snhg11, L1cam, Syt1 
## Negative:  Sepp1, Sparc, Cyba, Lmo2, Eva1b 
## PC_ 2 
## Positive:  Stmn2, Tubb3, Mef2c, Stmn1, Stmn3 
## Negative:  Odf3b, Rsph1, 2410004P03Rik, Foxj1, Dynlrb2 
## PC_ 3 
## Positive:  C1qb, C1qa, C1qc, Fcer1g, Tyrobp 
## Negative:  Col4a2, Col4a1, Cldn5, Foxq1, Flt1 
## PC_ 4 
## Positive:  Laptm5, C1qb, C1qa, Cx3cr1, Rnase4 
## Negative:  Bcan, Fabp7, Aldoc, Ednrb, Tst 
## PC_ 5 
## Positive:  Tubb3, Stmn2, Stmn3, Stmn1, Hbb-bs 
## Negative:  Atp1a2, Tsc22d4, Sdc4, Socs3, Ctsb
```

```
VizDimLoadings(control.data, dims = 1:2, reduction = "pca")
```

```
DimPlot(control.data, reduction = "pca")
```

```
DimHeatmap(control.data, dims = 1:15, cells = 500, balanced = TRUE)
```

# Determine the ‘dimensionality’ of the dataset

```
control.data <- JackStraw(control.data, num.replicate = 100)
control.data <- ScoreJackStraw(control.data, dims = 1:20)
```

```
JackStrawPlot(control.data, dims = 1:15)
```

```
ElbowPlot(control.data)
```

---

# Cluster the cells

```
control.data <- FindNeighbors(control.data, dims = 1:8)
control.data <- FindClusters(control.data, resolution = 0.5)
```

```
## Modularity Optimizer version 1.3.0 by Ludo Waltman and Nees Jan van Eck
## 
## Number of nodes: 3080
## Number of edges: 86547
## 
## Running Louvain algorithm...
## Maximum modularity in 10 random starts: 0.9211
## Number of communities: 20
## Elapsed time: 0 seconds
```

```
# Look at cluster IDs of the first 5 cells
head(Idents(control.data), 5)
```

```
## AAACCTGAGGCTACGA-1 AAACCTGAGGCTATCT-1 AAACCTGAGTGTCCCG-1 AAACCTGCAGAGCCAA-1 
##                  5                  7                  8                  8 
## AAACCTGGTCTCTCTG-1 
##                  3 
## Levels: 0 1 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16 17 18 19
```

---

# Run non-linear dimensional reduction (tSNE)

```
control.data <- RunTSNE(control.data, dims = 1:8, seed.use = 1986)
```

```
DimPlot(control.data, reduction = "tsne", label = TRUE)
```

---

# Finding differentially expressed features (cluster biomarkers)

```
# find markers for every cluster compared to all remaining cells, report only the positive
# ones
control.data.all.markers <- FindAllMarkers(control.data, only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25)
control.data.all.markers %>%
    group_by(cluster) %>%
    top_n(n = 20, wt = avg_log2FC)
```

```
## # A tibble: 400 × 7
## # Groups:   cluster [20]
##       p_val avg_log2FC pct.1 pct.2 p_val_adj cluster gene   
##       <dbl>      <dbl> <dbl> <dbl>     <dbl> <fct>   <chr>  
##  1 5.32e-99      0.923 0.98  0.972  9.82e-95 0       mt-Atp6
##  2 7.80e-74      0.556 0.096 0.606  1.44e-69 0       Ap3s1  
##  3 4.60e-64      0.820 0.95  0.966  8.49e-60 0       mt-Co3 
##  4 5.63e-51      0.622 0.185 0.687  1.04e-46 0       mt-Nd5 
##  5 2.69e-47      0.930 0.197 0.691  4.96e-43 0       Comt   
##  6 2.24e-46      0.626 0.083 0.457  4.14e-42 0       Apc    
##  7 6.04e-46      0.787 0.911 0.929  1.12e-41 0       mt-Nd1 
##  8 2.34e-38      0.728 0.853 0.907  4.32e-34 0       mt-Co2 
##  9 2.57e-36      0.599 0.066 0.367  4.75e-32 0       Palm   
## 10 4.37e-36      0.575 0.146 0.516  8.07e-32 0       Mgst3  
## # … with 390 more rows
```

```
# find all markers distinguishing cluster 10 from clusters 1, 9 and 12
cluster10.markers <- FindMarkers(control.data, ident.1 = 10, ident.2 = c(1, 9, 12), only.pos = TRUE,
    min.pct = 0.25, logfc.threshold = 0.25)
head(cluster10.markers, n = 30)
```

```
##                      p_val avg_log2FC pct.1 pct.2    p_val_adj
## Pdgfra        1.060861e-90  3.1590119 0.693 0.002 1.959410e-86
## Lhfpl3        5.778974e-80  2.8137148 0.727 0.024 1.067377e-75
## Cspg4         6.554804e-65  1.4196216 0.568 0.013 1.210672e-60
## Nxph1         1.900053e-61  1.5944883 0.534 0.009 3.509398e-57
## 3110035E14Rik 2.622914e-60  1.8306052 0.727 0.057 4.844522e-56
## Pcdh15        8.795074e-60  1.6822794 0.523 0.011 1.624450e-55
## Sapcd2        1.801874e-55  1.5677019 0.705 0.072 3.328062e-51
## Gpr17         2.069766e-53  2.4848847 0.693 0.064 3.822857e-49
## Sox10         5.065992e-52  1.6511948 0.648 0.053 9.356887e-48
## Lrrtm3        1.044854e-50  1.0460688 0.545 0.031 1.929845e-46
## Plppr1        1.551779e-50  1.4985399 0.557 0.035 2.866136e-46
## Cacng4        1.649580e-48  2.0325286 0.864 0.212 3.046774e-44
## Ptpre         3.836620e-45  1.3185253 0.568 0.042 7.086237e-41
## Csmd3         7.477806e-43  1.2030309 0.420 0.017 1.381151e-38
## C1ql3         1.317052e-41  1.1327944 0.443 0.024 2.432596e-37
## 1700086L19Rik 1.491805e-41  1.4397009 0.523 0.048 2.755364e-37
## Resp18        8.745877e-41  1.0808566 0.398 0.015 1.615364e-36
## Anks1b        2.112566e-40  1.4977166 0.636 0.087 3.901910e-36
## Rprm          2.490926e-40  1.5195068 0.648 0.103 4.600740e-36
## Ube2c         1.467016e-39  2.5820475 0.398 0.017 2.709578e-35
## Lmnb1         5.132339e-39  1.5194371 0.591 0.083 9.479431e-35
## Ly6h          8.782938e-39  1.5973768 0.761 0.175 1.622209e-34
## Qpct          2.219406e-38  1.0121161 0.420 0.024 4.099242e-34
## C1ql1         4.183895e-38  2.8809049 0.830 0.269 7.727653e-34
## Fam64a        6.167103e-38  1.1260982 0.318 0.004 1.139064e-33
## Cdo1          3.732872e-37  2.4153119 0.761 0.204 6.894614e-33
## Aurkb         9.927921e-37  0.8275427 0.284 0.000 1.833687e-32
## Olig2         3.326620e-36  2.3858569 0.875 0.344 6.144267e-32
## Tacc2         1.043539e-35  1.2100610 0.534 0.070 1.927416e-31
## Ccna2         1.442236e-35  1.2706156 0.341 0.011 2.663809e-31
```

```
VlnPlot(control.data, features = c("Mbp", "Pdgfra", "Olig2", "Sox10", "Gpr17"))
```

```
VlnPlot(control.data, features = c("Mbp", "Pdgfra", "Olig2", "Sox10", "Gpr17"), slot = "counts",
    log = TRUE)
```

```
FeaturePlot(control.data, features = c("Mbp", "Pdgfra", "Olig2", "Sox10", "Gpr17"))
```

```
VlnPlot(control.data, features = c("Ccl2", "Cxcl1", "Cxcl10"))
```

```
FeaturePlot(control.data, features = "Ccl2") + theme(axis.text.x = element_blank(), axis.text.y = element_blank(),
    axis.ticks = element_blank()) + xlab("tSNE 1") + ylab("tSNE 2")
```

```
FeaturePlot(control.data, features = "Cxcl1") + theme(axis.text.x = element_blank(), axis.text.y = element_blank(),
    axis.ticks = element_blank()) + xlab("tSNE 1") + ylab("tSNE 2")
```

```
FeaturePlot(control.data, features = "Cxcl10") + theme(axis.text.x = element_blank(), axis.text.y = element_blank(),
    axis.ticks = element_blank()) + xlab("tSNE 1") + ylab("tSNE 2")
```

```
# Seurat v4
top10 <- control.data.all.markers %>%
    group_by(cluster) %>%
    top_n(n = 10, wt = avg_log2FC)

DoHeatmap(control.data, features = top10$gene, group.by = "seurat_clusters")
```

---

# Immune/Inflammatory Gene Set (Pdgfra and Gpr17 removed)

```
inflammation_gene_list <- list(c("Hif1a", "Cxcl5", "Hmgb1", "Il17d", "Il7", "Tnfaip6", "Traf6",
    "Acp6", "Adam9", "Agtr1a", "Ampd3", "Ankrd17", "Arhgap35", "Atm", "Bves", "C2cd4a", "Calcrl",
    "Cd1d2", "Cd3d", "Chd2", "Chd7", "Chrna4", "Cited1", "Clock", "Cnot4", "Cr2", "Cyld", "Dennd1b",
    "Dock10", "Duoxa2", "Eif2ak1", "Ercc1", "Ercc2", "Etv4", "Fbxo7", "Flt3l", "Gdnf", "Gpr171",
    "Itgav", "Klre1", "Ldlr", "Lrp1", "Lrtm2", "Masp2", "Med23", "Ncor1", "Nhej1", "Nkx2-1", "Oas3",
    "Orai1", "Pde4b", "Pou1f1", "Pou4f1", "Prkcq", "Prrc2c", "Ptpre", "Ptprz1", "Raf1", "Rgcc",
    "Rrs1", "Rtkn2", "Ryk", "Sema3d", "Sox6", "Src", "Srp54b", "Susd4", "Tet2", "Tmem176b", "Trim11",
    "Trim62", "Trpv4", "Tspan6", "Ufl1", "Unc5c", "Vav3", "Zcchc3", "Itgb8", "Ddx17", "Ep300", "Ccdc134",
    "Ifitm7", "Masp1", "Il1rap", "Sema5b", "Dscam", "Dll1", "H2-T3", "Tnfsf9", "Dcc", "Socs6", "Rbm14",
    "Ppp1r14b", "Zfp950"))
control.data <- AddModuleScore(object = control.data, features = inflammation_gene_list, name = "INFL")

FeaturePlot(object = control.data, features = "INFL1") + theme(axis.text.x = element_blank(), axis.text.y = element_blank(),
    axis.ticks = element_blank()) + ggtitle("Immune/Inflammatory") + xlab("tSNE 1") + ylab("tSNE 2")
```

```
VlnPlot(control.data, features = "INFL1") + ggtitle("Immune/Inflammatory") + xlab("Cluster") + ylab("Module Expression Score") +
    ylim(-0.1, 0.45) + NoLegend()
```

How the deposited data were processed for this re-analysis (not part of the article)

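Gene expression was measured with 1-color Agilent mouse arrays in 24 samples of O4+ cells and 24 samples of CD11B+ microglia from the cortices of mouse pups. In each cell type, 6 samples from PBS pups and 6 from IL1B pups were taken at P5, and the same numbers at P10. Each sample was assigned to its group from its label. The paper states that both cell types were isolated in sequence from the same animals and that cortices were pooled.

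The authors extracted total RNA, labelled it with Cy3 and scanned 1 array per sample. The deposited scanner files hold, for each spot, the intensity that Feature Extraction measured, its background and a background-subtracted signal, which the software replaces with a small positive value where the spot does not exceed its background. The deposited matrix of values was compared with these files. Each of its values is the ratio of the background-subtracted signal to the median signal of the array, on a linear scale, with a largest deviation of 1.86e-05 on the log2 scale. The authors' quantile-normalized values were not used here.

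The arrays hold 59305 spots besides the controls, for 55681 probes, of which 31385 carry a gene identifier. No spot was saturated, and 278 spots marked as non-uniform on all 48 arrays together were left out. The background-subtracted intensities were taken to log2, quantile-normalized over the 24 arrays of a cell type, or over all 48 arrays where cell types were compared, and averaged over the spots of a probe. No filter on dim probes was applied, since the paper names none. The lowest correlation between 2 arrays of a group was 0.962, and no 2 arrays were identical. The share of probes well above background lay between 54.1% and 66.4% on each array. The number of arrays, 6 per group, limits the precision of every value.

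Groups of 6 arrays were compared with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 to read the files. The p-values were adjusted by the Benjamini-Hochberg method over the 55681 probes, and a probe was called at an adjusted p under 0.05 with a ratio of group medians over 1.5 either way. Differences of responses between ages or cell types were tested by interaction terms without a fold threshold. Where a probe was above background on no array of the group with less signal, its fold change is given as a lower limit or left out. Probe positions are those of the annotation in the files, in the mm9 build.

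The lists of clusters C1 to C4 in Table S1 and of the genes behind the top C1 terms in Table S2 were matched to the arrays by gene name, or by RefSeq identifier for 14 names of Table S2. Table S1 was held with 1735, 971, 900 and 592 entries. These lists were drawn by the authors from the same arrays, so the clusters are described without a test. The shares of probes between 2 groups were set beside 100 simulated draws without an effect of IL1B and beside the 20 splits of the P10 PBS arrays into 3 and 3. No enrichment of gene ontology terms was computed.

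Marker lists for microglia, astrocytes, neutrophils and monocytes, endothelial cells, neurons, erythroid cells, the oligodendrocyte lineage, progenitors (OPCs), myelin, the cell cycle and sex were read with 1 probe per gene, the one with the most signal over all 48 arrays. The mean over a list was compared between groups by exact permutation tests, two-sided, over the 924 ways to split 12 arrays into 6 and 6, adjusted over 44 tests. The smallest p these tests allow is 0.00216. Differences of these changes between ages were tested with 100000 permutations, adjusted over 11 lists.

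Genes were named if the paper names them for its array data, if they belong to these lists, or if they had one of the 5 largest rises or falls by the ratio of medians in a comparison. The last group was taken among called probes with a gene symbol that were well above background on all 12 arrays and had every IL1B array on the same side of every PBS array. The groups, tests, marker lists, naming rule and alternatives were chosen before the data were examined. The fit with slide as a random block also where a slide holds both groups was chosen after seeing the data, as were some tests of explanations, which are named where their values are given. Results for some genes and probes of these lists are not reported here.

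The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, other sets of arrays normalized together, the deposited matrix values, only probes above background, the equal-variance test of the paper's methods, fold changes from mean log2 values, no fold threshold, all 4 groups of a cell type in 1 fit, blocks for slide, scan date and replicate number, leaving out each array in turn, and, for lists and clusters, other ways of choosing probes or averaging. The slide and scan date entered as a fixed block where a slide or day holds both groups. Between P5 and P10 PBS cells none does, and they entered as a random block.

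Replicate numbers were checked for pairing by the correlation, over 33111 probes, of the deviations of same-numbered arrays from their group means. Between PBS and IL1B arrays it ran from 0.07 to 0.24 in O4+ cells at P5, from -0.07 to 0.74 at P10, from -0.17 to 0.08 in CD11B+ cells at P5 and from -0.08 to 0.17 at P10. Between O4+ and CD11B+ arrays of the same number it ran from 0.06 to 0.22 and from -0.03 to 0.12 at P5 with PBS and IL1B, and from -0.02 to 0.27 and from 0.16 to 0.59 at P10. Numbers were to be used as pairs where all 6 values exceeded 0.1, which held only for the last of these, O4+ and CD11B+ cells at P10 with IL1B, and these were not tested against each other. The replicate block was kept as an alternative.

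The comparisons were tested on simulated data with 200 probes changed by 2 (log2) among 55594. The fits recovered between 157 and 179 of the 200, none in the wrong direction, and called between 4 and 14 other probes. With no change simulated, 1 probe was called in CD11B+ cells at P10 and 1 in the comparison of cell types.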

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

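Of the tests in this part, those of the slide behind replicate 6, of the larger response of the gene list in O4+ cells, of a lower share of O4+ cells, of a slide batch, of probes with little signal in CD11B+ cells, of probes chosen on other arrays and of neutrophil markers above background were chosen after the result was seen, and the limits of 0.25 and 3 for a steady level and an excess were likewise set after the data were seen.

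In 30 of 242 groups of 6 arrays examined (12.4%), 1 array lay apart from the other 5 by Dixon's ratio of the gap to the range. Chance sets an array apart in about 1 in 20 groups. The 30 comprise 10 of 104 groups of marker or cluster values and 20 of 138 groups of single probes.

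Among the marker scores, replicate 6 of the P10 PBS CD11B+ cells was high for astrocyte markers (9.66) and for neutrophil and monocyte markers (12.48). Replicate 5 of the P5 PBS CD11B+ cells, the only array of these 48 on its slide, was high for neuron (10.00) and erythroid markers (12.01). Replicate 2 of the P5 PBS cells was high for myelin genes in O4+ cells (13.35) and in CD11B+ cells (8.67), and its O4+ array also on Mobp probes A_51_P291224 (9.00) and A_55_P1958793 (5.05). Replicate 3 of the P5 IL1B CD11B+ cells was low for neutrophil and monocyte markers (13.57), and replicate 4 of the P5 IL1B O4+ cells for oligodendrocyte lineage markers (14.78). The median deviation of C1 was -0.21 in replicate 3 of the P5 PBS O4+ cells, and that of C2 -0.63 in replicate 1 of the P10 IL1B O4+ cells. No technical explanation was tested for these arrays, and other cells in a sample, a difference between litters or the handling of a sample remain open.

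Among single probes at P5, replicate 4 of the IL1B O4+ cells was high on Psmb8 (11.16) and Irf9 (10.80). Replicate 3 was low on Hif3a probe A_55_P2015541 (10.05) and Cdk6 (5.52). Replicate 3 of the PBS cells was low on Rela (13.49) and Cdk9 probe A_55_P2072228 (12.45), and replicate 1 was high on Cdk9 probe A_55_P2168587 (10.25). At P10, replicate 3 of the IL1B cells was high on Irf7 (7.26). No explanation was tested for these.

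A further 8 groups of single probes are of replicate 6 at P10. With PBS it was high on Irf3 (13.33) and Nfkb1 probe A_55_P1968743 (8.08), and low on Irf2 (8.30) and Nfkb1 probe A_55_P1968738 (4.43). With IL1B it was high on Cdk9 probe A_55_P2168588 (7.77), and low on Irf2 (8.25), Cdk9 probe A_55_P2072228 (12.18) and Nfkb1 probe A_55_P1968738 (5.70). These 2 arrays lie on a slide that was scanned on a day with no other O4+ array, and their deviations from their group means correlate at 0.74 over 33111 probes. A slide effect is a candidate explanation. Pups that shared a litter or a pool, or RNA prepared together, would give the same pattern and remain open.

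By an interaction term, the probes whose IL1B response differs between P5 and P10 in O4+ cells number 7321. Of 100 splits of the same arrays, the real one included, 1 reached this number, and the largest other split gave 2272. The ages share no slide and no scan day, but the comparison sets PBS against IL1B arrays within each age first, and with slide as a block 3896 probes passed. By permutation of the changes, the change at P10 minus that at P5 was -0.69 for the microglia score (adjusted p = 0.00119 over 11 lists), -2.82 for neutrophils and monocytes (a value of uncertain size, since 3 of these 8 genes were not above background in P5 PBS cells), 1.01 for endothelial cells, 0.38 for the oligodendrocyte lineage, 0.74 for OPC markers and 1.06 for the cell cycle. The oligodendrocyte lineage change at P10 itself reverses with the scaling of the arrays. Among single probes the same difference was -2.77 and -1.87 for Hif3a probes A_55_P2015541 and A_55_P2025730 (the latter of uncertain size, since it was above background in O4+ cells only with IL1B at P5), 1.00 for Pdgfra, -0.88 for Irf5, -0.69 for Id2, -0.62 for Irf2, -0.29 for Rela and -0.22 for Cdk9 probe A_55_P2072228. The age of the pups and the days since the last injection differ together between these groups, so that no biological explanation can be singled out.

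The response at P5 differed between O4+ and CD11B+ cells for 5962 probes, a number that 1 of 100 splits reached, the real one included, with at most 155 in another. With slide as a block 2245 probes passed. For the genes behind the top C1 terms the response was mostly larger in O4+ cells. A candidate explanation is that IL1B samples of O4+ cells held more microglia RNA than PBS samples. If so, transcripts that CD11B+ cells hold at a steady level would rise in O4+ samples whatever their function. Over 300 probes with a change under 0.25 (log2) in CD11B+ cells and a PBS signal there more than 3 above that of O4+ cells, the change in O4+ cells had a median of 0.92, with 98.7% above 0, 236 (78.7%) called higher and array medians from 0.67 to 1.20. The 76 of these probes outside C1 rose by 0.52, with 94.7% above 0. The PBS O4+ arrays at P5 enter both the excess and the change, which alone favors a rise. Over 440 probes whose excess was taken from the P10 PBS arrays instead, the median was 0.72. The difference in response between the cell types was 0.92 for the 300 probes and larger in O4+ cells for 244 of them, beside 1.07 for the 154 genes behind the top C1 terms with such an excess. Of the 15 microglia markers, 14 are in C1 by gene name and 10 are in the list of top-term genes, and 14 had a larger response in O4+ cells.

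Against microglia as the whole explanation stand 15 probes that rose in O4+ cells, with every IL1B array above every PBS array, although their signal in IL1B CD11B+ cells was below that in PBS O4+ cells. Among them are Rasl11a, S1pr2, Gfpt2, Chst2, F3, Vgf and Sez6l2, named after their values were seen. Some of the 15 rose in the CD11B+ samples too, such as Darc (4.01, log2), Prss23 (1.37) and F3 (0.65). Others did not, such as Rasl11a (-0.28), Chst2 (-0.18) and Vgf (-0.31). The 15 come from 1275 probes called higher and well above background on the 24 P5 arrays. A lower share of O4+ cells would have raised the markers of all other cells, whereas the endothelial score fell by 0.95. That score fell by 1.03 in the CD11B+ samples too, so its fall cannot exclude a lower share. In the O4+ samples the astrocyte and neuron scores changed by 0.10 and 0.08, and the oligodendrocyte lineage score by -0.19. A slide batch would have removed the rise of the 300 probes, whereas with slide as a block it was 1.06. The paper argues against contamination on several kinds of evidence, most of which were not analysed here. It names cultured Oli-neu cells, RT-qPCR of Itgam, chromatin at Itgam and Cxcl1, published RNA sequencing, and weaker induction in microglia and astrocytes. It also reports cytokines released by cultured OPCs exposed to IL1B. It remains open whether O4+ cells induce the shared transcripts themselves in response to IL1B, or carry or take up more of another cell's RNA.

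Markers of neutrophils and monocytes, on which the paper's text does not comment, rose with IL1B in O4+ samples by 4.37 (log2) at P5, from 4.73 ± 0.32 (SD, n = 6) to 9.10 ± 1.22 (exact permutation test, p = 0.00216), with 7 of 8 genes called higher and 7 of 8 in C1. At P10 they rose by 1.55 (exact p = 0.00433, adjusted 0.0136). Ngp, Retnlg and Ccr2 were above background on none of the P5 PBS O4+ arrays, which leaves the size of these rises uncertain. Over the 5 genes above it on all 12 O4+ arrays at P5, the rise was 4.46, from 6.37 ± 0.39 to 10.83 ± 1.11 (exact p = 0.00216). Over the 3 above it on all 24 O4+ arrays (Camp, Lcn2 and Elane) it was 3.37 at P5 (exact p = 0.00216) and 0.49 at P10 (exact p = 0.0195). In CD11B+ samples, which would collect such cells, the rise was 3.45 at P5 (exact p = 0.00216) and 0.92 at P10 (exact p = 0.0368, adjusted 0.0675). Neutrophils or monocytes in the IL1B samples are a candidate explanation. Lcn2 is also made by other inflamed cells, and induction of these genes in O4+ cells remains open.

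Erythroid markers, on which it does not comment either, were higher by 0.75 in IL1B O4+ samples at P10, 11.07 against 10.32 (exact permutation test, p = 0.0195, adjusted 0.0373), with 2 of 4 genes called higher. Their change at P5 was 0.17 (exact p = 0.623), and the difference between ages was not past its threshold (permutation p = 0.164). With scaling to the 75th percentile the P10 difference was 0.62 (exact p = 0.0519), and with the replicate block its p was 0.0625. In the CD11B+ samples the erythroid score was also higher with IL1B at P10, by 0.84 (exact permutation test, p = 0.013, adjusted 0.0286). At P5 it changed there by -0.46 (exact p = 0.0195, adjusted 0.0373). No explanation was tested, and residual blood in the tissue remains open.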

How the results depend on the processing

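Of the alternatives in this part, slide as a random block where a slide holds both groups was chosen after the data were seen. For each count of probes at the main setting, 1 of 100 splits of the same arrays reached it, the real one included, and the largest number in any other split was 8 for a comparison of 2 groups. Splits were not counted under the alternatives.

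Over the counts, cluster values and marker scores, 366 comparisons with an alternative stayed within 1.5 times, within 1 SD or on the same side of the threshold, 89 moved by more than 1.5 times or 1 SD, 2 no longer passed their threshold and none reversed. Over single probes and the other scores, 2885 kept their direction and call, 60 newly passed the threshold, 150 no longer passed it and 7 reversed. Of the probes called at the main setting, none was called in the opposite direction under another scaling, background correction, threshold, test or block. The direction of each probe was not compared where single arrays were left out.

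Normexp background correction lowered most counts. IL1B at P5 in O4+ cells gave 1116 higher and 259 lower probes in place of 1906 and 827, and at P10 608 and 371 in place of 1386 and 791. CD11B+ cells at P5 gave 1421 and 1206 in place of 2256 and 2917, and P10 against P5 in PBS cells 2249 and 2550 in place of 4368 and 4994. The probes higher with IL1B at both ages in O4+ cells were 166 and the probes lower with IL1B at both ages in O4+ cells 12, in place of 336 and 44, and 37 top-term genes had a smaller response in O4+ cells in place of 14. Of the 2733 probes called at P5 in O4+ cells, 49.2% remained. The median change of C1 was 0.61 at P5, 0.14 at P10 and -0.26 between ages, that of C2 -0.048, 0.45 and -0.65, that of C3 -0.42 at P10 and 0.68 between ages, and that of C4 -0.28 at P5 and -0.11 between ages. The offset of 50 added to each intensity draws small signals together by construction.

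Without the fold threshold, more probes passed by construction. The numbers were 3754 higher and 6437 lower in O4+ cells at P5, 3012 and 3025 at P10, 4495 and 7516 in CD11B+ cells at P5, 1844 and 1781 at P10, 9684 and 9261 for P10 against P5, with 656 probes higher with IL1B at both ages in O4+ cells and 759 probes lower with IL1B at both ages in O4+ cells. At P5 in O4+ cells the majority of probes higher with IL1B thus depends on the fold threshold.

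The scaling of the arrays moved the balance of directions. Scaling to the 75th percentile put the median change of all probes at -0.19 (log2) in O4+ cells at P10, at 0.11 in CD11B+ cells at P5 and at 0.21 for P10 against P5, where 5725 probes were higher and 4599 lower in place of 4368 and 4994. It gave 2068 lower probes in O4+ cells at P10, with 1535 higher. In CD11B+ cells at P5 it gave 2835 higher and 2362 lower, in place of 2256 and 2917. The deposited matrix values put it at -0.17 in O4+ cells at both ages and at 0.22 for P10 against P5, with 5747 higher and 4578 lower. They gave 1307 lower probes in O4+ cells at P5 and 1577 at P10, 386 lower in CD11B+ cells at P10, 100 lower at both ages and 3395 probes whose IL1B response differs between O4+ and CD11B+ cells at P5. With them C2 changed by -0.14 and C3 by -0.20 at P5. The percent of cluster C1 probes with P10 IL1B between P5 PBS and P10 PBS was 59.2 with the percentile scaling and 59.6 with the matrix values. The microglia score in O4+ cells at P10 differed by 0.34 (exact p = 0.0606) and 0.37 (exact p = 0.0563), in place of 0.48. The 7 reversals are all of these scalings. The oligodendrocyte lineage score at P10 changed by -0.063 and -0.042 in place of 0.19, neither past its threshold. Rela changed by 0.028 and 0.030 from P5 to P10 in place of -0.35, and Irf3 by 0.28 and 0.29 in place of -0.03. Ccl4 in CD11B+ cells at P5 changed by 0.053 with the percentile scaling in place of -0.22. The causes of these moves were not tested.

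Slide as a block gave 392 lower probes in O4+ cells at P5, 918 higher at P10, 1306 higher and 976 lower in CD11B+ cells at P5, with 206 probes higher with IL1B at both ages in O4+ cells and 20 lower. The probes whose IL1B response differs between P5 and P10 in O4+ cells were 3896, and 2245 differed between cell types, and 8 top-term genes had a smaller response in O4+ cells. In CD11B+ cells at P10 it left 0 higher and 2 lower probes with limma, where 5963 and 6813 had an unadjusted p under 0.05 without a block. Slide as a random block left 4 and 2 there, the scan date block 388 and 385, and the replicate block 348 higher. With the replicate block in the comparison of cell types at P5, 136 top-term genes had a larger and 14 a smaller response in O4+ cells, in place of 132 and 14. Only 1 slide holds PBS and IL1B arrays of these cells, so that the block leaves few arrays to compare, and the cause of this fall was not tested.

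Leaving out 1 array at a time gave 1781 to 1957 higher and 703 to 866 lower probes in O4+ cells at P5. At P10 it gave 1024 to 1503 higher and 526 to 908 lower, the 526 without PBS replicate 2. In CD11B+ cells at P5 it gave 2117 to 2512 higher and 2610 to 3082 lower. At P10 it gave 212 to 1415 higher and 200 to 1323 lower, the lowest without PBS replicate 2 and the highest without PBS replicate 6, and 9 of the 12 arrays left out moved each number by more than 1.5 times. The CD11B+ numbers at P10 therefore rest on single arrays.

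With only names that have a single probe, C1 changed by 1.15 at P5 and -0.75 between ages, C2 by -1.23 and C3 by 1.66 between ages, and C4 by -0.95 at P5 and -0.46 between ages. The percent of cluster C1 probes with P10 IL1B between P5 PBS and P10 PBS was 68.3, and the percent of cluster C2 probes with P10 IL1B between P5 PBS and P10 PBS was 87.1. With only probes above background it was 66.7 in C1 and 88.6 in C3, and C3 changed by 1.36 between ages. The causes of these moves were not tested beyond what each alternative leaves out.

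Signal over background limits the probes that can be read. Between 54.1% and 66.4% of the probes were well above background on each array, and 141 of the 2733 called probes in O4+ cells at P5 and 106 of the 2177 at P10 were above it in neither group.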

Differences from the paper's values

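The tests in this part were set before the data were examined, and the tallies of probes beside the paper's statements were made after the results were seen. Of 63 measures that the paper states in its text (19) or its figures (44), none differs at the main setting by more than 1.5 times, where a fold change must also differ by more than the larger SD of its 2 groups. Under the alternatives, 11 differ under at least 1. These are 11 under normexp background correction, 9 without the fold threshold, 5 with slide as a block, 4 with the deposited matrix values, 2 with scaling to the 75th percentile, 1 with all 4 groups in 1 fit and 1 with the scan date block.

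The paper places Irf3 and Rela at like levels in O4+ cells and microglia. Here both were lower in PBS O4+ cells at P5, with a difference of -0.55 (log2, adjusted p = 2.24e-05) for Irf3 and -1.11 (adjusted p = 8.89e-09) for Rela.

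The paper reports that markers of microglia and astrocytes are not expressed in the O4+ samples. On the arrays, 15 of 15 microglia and 6 of 6 astrocyte markers were well above background on all 6 P5 PBS O4+ samples. Itgam stands among the 15 through a probe with 2.00 (log2) more signal in O4+ than in CD11B+ cells, unlike its other probes. The paper's measures of these markers are other ones, RT-qPCR and chromatin at Itgam.

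The paper describes the transcripts of the IRF and NFκB families as lower at P10. Of 14 probes, 5 were called lower between the PBS groups, 1 was called higher and 8 neither, with 7 falls and 1 rise at the adjusted p where no fold threshold is set.

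In Fig. 8C, the paper reports that every probe of the myelination genes is significantly altered. Of 10 probes, 9 passed the adjusted p at 1 age or the other, 6 at P5 and 7 at P10.

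For cluster C4, the legend gives a fall in 1 of 2 genes at P5 and no change at P10. Here 58 probes (8.36%) were called higher and 6 (0.865%) lower, and 71.3% were called lower at P5.

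The paper sets the strongest contrast of C1 to C3 between P5 IL1B and P10 PBS. This held for C1 and C3 and for the 3 clusters together, whereas in C2 the contrast of P5 PBS with P10 PBS was 1.04 and that of P5 IL1B with P10 PBS 0.93.

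The paper names Irf5 and Irf8 as higher with IL1B. Here Irf1, Irf7 and 1 probe of Nfkb1 also passed both thresholds at P5, with fold changes of 1.59, 1.51 and 1.75. Irf7 did not pass with the equal-variance test of the methods (adjusted p = 0.054), nor with the slide, scan date or replicate block, and Irf1 did not pass with slide as a block.

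For the rises of Cdk6 and Cdk9 at P5 the paper prints p-values far smaller than those found here. Here the adjusted p was 0.000602 for Cdk6 and 0.000886 and 0.00108 for the 2 Cdk9 probes, and no setting with limma or the equal-variance test reached the paper's.

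The paper reports a rise of Cdk9 on 2 probes. Another probe of the array changed by -0.14 (adjusted p = 0.729).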

Other observations

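Of the tests in this part, that of fewer microglia in the P10 samples was chosen after the result was seen.

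The genes of C1 fell from P5 to P10 in PBS O4+ cells. A candidate explanation is that the P10 samples held fewer microglia. The microglia score was 13.45 at P5 and 12.42 at P10, a change of -1.03 (exact permutation test, p = 0.00216). Over 349 probes that were steady with age in PBS CD11B+ cells and in excess there between the P10 IL1B arrays, the change in PBS O4+ cells had a median of -0.90, with 94.6% below 0. Over 238 probes whose excess was taken at P5 it was -0.95, with 91.2% below 0 and 181 called lower. The O4+ cells could lower the same transcripts as they mature and slide and age cannot be separated here.

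In the IL1B O4+ samples at P10, 674 probes steady in CD11B+ cells and in excess there rose by 0.33, with 89.5% above 0. Of the 1906 probes higher at P5, 1792 (94.0%) had more signal in CD11B+ than in O4+ PBS cells, and of the 1275 among them above background on all 24 P5 arrays, 1030 (80.8%) had over 2 (log2) more. Of the top-term genes, 240 of 251 had more signal in CD11B+ cells by any amount and 154 by over 3.

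Cluster C4 fell with IL1B at P5, and holds 4 of the 5 endothelial markers examined. The endothelial score fell by 0.95 in O4+ cells at P5 with all 6 IL1B arrays below all PBS arrays, and 4 of its 5 genes were called lower. It fell by 1.03 in CD11B+ cells. The astrocyte score changed by 0.10 in O4+ cells. Fewer endothelial cells in the IL1B samples are a candidate explanation for part of C4, while a fall of these transcripts within endothelial or O4+ cells remains open.

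The cell cycle genes were higher with IL1B in O4+ cells at P10. More progenitors at an earlier stage in these samples are a candidate explanation, and the OPC score was higher by 0.73, with 5 of 6 IL1B arrays above all PBS arrays. With replicate numbers as pairs its exact p was 0.0625. Over the 12 P10 arrays, with each value taken as its deviation from its group mean, the cell cycle score had a Pearson's r of 0.62 (permutation p = 0.0315) and a Spearman's rho of 0.64 (permutation p = 0.0283) with the OPC score. Without the 2 arrays farthest from the median r was 0.53, and within the 7 arrays of 1 slide it was 0.95. With the myelin score r was -0.80 (permutation p = 0.00192, adjusted over 2 relations 0.00384) and rho -0.83 (permutation p = 0.00136, adjusted 0.00272), with -0.76 without the 2 farthest arrays and -0.75 within the slide. A slower exit from the cycle in the same cells would give the same relations and remains open.

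The oligodendrocyte lineage score was lower with IL1B in O4+ cells at P5, 14.87 against 15.05 (exact permutation test, p = 0.00216), and higher at P10, 15.22 against 15.02 (exact p = 0.0108, adjusted 0.0286). The P10 sign reverses under 2 scalings of the arrays, at -0.06 and -0.04. The neuron score changed by 0.08 (exact p = 0.39) at P5 and 0.13 (exact p = 0.147) at P10, and the score of sex-linked genes by -0.08 (exact p = 0.18) and -0.17 (exact p = 0.0628). In CD11B+ cells at P10 the myelin score changed with IL1B by -1.17 (exact p = 0.00216), all values in log2.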
